# Faithful modeling of terminal CD8^+^T cell dysfunction and epigenetic stabilization in vitro

**DOI:** 10.1172/jci.insight.191220

**Published:** 2025-10-08

**Authors:** Amir Yousif, Abbey A. Saadey, Ava Lowin, Asmaa M. Yousif, Ankita Saini, Madeline R. Allison, Kelley Ptak, Eugene M. Oltz, Hazem E. Ghoneim

**Keywords:** Immunology, Oncology, Adaptive immunity, Cancer immunotherapy, Epigenetics

## Abstract

Epigenetic scarring of terminally dysfunctional (T_Dysf_) CD8^+^ T cells hinders long-term protection and response to immune checkpoint blockade during chronic infections and cancer. We developed a faithful in vitro model for CD8^+^ T cell terminal dysfunction as a platform to advance T cell immunotherapy. Using TCR-transgenic CD8^+^ T cells, we found that 1-week peptide stimulation, mimicking conditions in previous models, failed to induce a stable exhaustion program. In contrast, prolonged stimulation for 2–3 weeks induced T cell dysfunction but triggered activation-induced cell death, precluding long-term investigation of exhaustion programs. To better mimic in vivo exhaustion, we provided post-effector, chronic TGF-β1 signals, enabling survival of chronically stimulated CD8^+^ T cells for over 3 weeks. These conditions induced a state of terminal dysfunction, marked by a stable loss of effector, cytotoxicity, and memory programs, along with mitochondrial stress and impaired protein translation. Importantly, transcriptomic and epigenetic analyses verified the development of terminal exhaustion-specific signatures in T_Dysf_ cells. Adoptive transfer of T_Dysf_ cells revealed their inability to recall effector functions or proliferate after acute lymphocytic choriomeningitis virus rechallenge. This tractable model system enables investigation of molecular pathways driving T cell terminal dysfunction and discovery of therapeutic targets for cancer or chronic infections.

## Abstract 2

Here, we developed the first faithful *in vitro* model of terminal CD8 T cell dysfunction that enables investigation of epigenetic scarring of exhausted T cells

## Introduction

CD8^^+^^ T cell effector function is critical for clearing viral infections or tumor cells. When antigen-primed CD8^^+^^ T cells experience prolonged antigenic stimulation and inflammatory microenvironments, they progressively lose their cytotoxic capacity and become dysfunctional. This state of T cell dysfunction, also called exhaustion, is characterized by high expression of surface inhibitory receptors, as well as a gradual loss of effector functions, proliferation capacity, and memory potential, along with impaired mitochondrial function and protein translation (1, 2). The gradual progression of dysfunction, coupled with variations in spatial cues, produces heterogeneous exhausted T cell (TEX) populations (2–5). These include a progenitor subset with self-renewal and effector capacity; a cytolytic subset with strong cytotoxic function; and a terminally exhausted subset with poor function, survival, and proliferative capacities (1–3, 6). Immune checkpoint blockade (ICB) is a revolutionary cancer immunotherapy that reinvigorates both the progenitor and cytolytic TEX subsets by blocking signals from inhibitory receptors, such as cytotoxic T lymphocyte antigen 4 and programmed cell death 1 (PD-1), but has limited impact on terminally exhausted T cells — a major obstacle for ICB therapy in many patients with cancer.

We and others have shown that the epigenome plays a central role in locking TEX fate commitment (3, 7–14). Importantly, de novo DNA methylation enforces the silencing of effector and memory programs in TEX cells, restraining ICB response (8). Recent studies have revealed key roles for microenvironmental signals in regulating T cell dysfunction, such as strength and duration of TCR stimulation, chronic TGF-β1 exposure, type I IFN signaling, and nutrient limitation (1, 2). Additionally, hypoxia — adapted for in vitro modeling (15) — showed a key role in driving and potentially accelerating T cell dysfunction (16, 17). Yet the specific signals critical for initiating and imprinting exhaustion-associated epigenetic programs remain unclear. This major gap in the field is due to the diverse range of cues that CD8^^+^^ T cells encounter in vivo within tumor or infected tissue microenvironments. This complexity makes it challenging to isolate and understand the individual and combined effects of exhaustion-inducing signals on epigenetic regulation of TEX cells.

As such, reductionist approaches will be critical for dissecting how signals in each microenvironment drive or counteract epigenetic programming of T cell exhaustion. Recent efforts to develop in vitro models of T cell exhaustion have aimed to address these challenges (18–21). In previous models, CD8^^+^^ T cells acquire exhaustion-like features, including inhibitory receptor upregulation, reduced proliferation, and mitochondrial stress. However, several models rely primarily on persistent TCR stimulation as the sole driver of T cell exhaustion, with repeated antigen-dependent or independent (anti-CD3) stimulation under a short timeline of 5–10 days (18–21). The fundamental obstacle we have found in TCR-based approaches is that repeated TCR stimulations of CD8^^+^^ T cells leads to activation-induced cell death (9, 20). Thus, persistent TCR signaling alone fails to replicate the extended timeline of T cell exhaustion observed during chronic infection or cancer, in which at least 2–3 weeks of chronic stimulation in the presence of other microenvironmental signals is necessary to establish a terminally dysfunctional (T__Dysf__) state (11, 22–24). Furthermore, it remains unclear whether in vitro–induced dysfunction is stable after antigen withdrawal — a core defining feature of the epigenetically fixed state of terminal exhaustion observed in vivo (11, 22–24). Therefore, it is essential to develop a robust model system that faithfully recapitulates the progressive nature of T cell exhaustion and enables tracking of chronically stimulated T cells over extended periods. Such a system is vital for developing reliable discovery platforms to identify novel therapeutic targets aimed at preventing or reversing T cell dysfunction and enhancing the effectiveness of T cell immunotherapies.

Here, we developed an antigen-dependent model system of T cell exhaustion using TCR-transgenic, lymphocytic choriomeningitis virus–glycoprotein 33-41–specific (LCMV-GP33–specific) CD8^^+^^ T cells. We found that prolonged (2–3 weeks) rather than short-term antigen stimulation (1 week) was required to induce stable T cell exhaustion. To overcome activation-induced cell death and better mimic in vivo conditions, we introduced chronic TGF-β1 signals at the post-effector phase, which supported CD8^^+^^ T cell survival. The combined signals and long-term viability faithfully induced terminal dysfunction in CD8^^+^^ T cells (T__Dysf__), which displayed a remarkable loss of effector and memory programs, mitochondrial stress, and impaired protein translation. Transcriptome and epigenome analyses of these dysfunctional lymphocytes verified the acquisition of exhaustion-specific signatures. Furthermore, adoptive T cell transfer studies showed that T__Dysf__ cells had impaired effector recall responses and proliferation capacity. Our model enables investigation of the long-term developmental process that leads to terminal dysfunction in antigen-specific CD8^^+^^ T cells, providing a faithful platform for identifying new therapeutic targets to block or reverse epigenetic processes stabilizing terminal dysfunction.

## Results

### *Acute antigenic stimulation fails to induce a dysfunctional program in CD8^^+^^ T cells*.

To determine whether 1 week of repeated TCR stimulation induces a stable dysfunctional program in CD8^^+^^ T cells, we utilized naive TCR-transgenic murine CD8^^+^^ T cells, “P14 cells,” which respond to LCMV-derived GP33 peptide. We compared P14 cells initially activated using anti-CD3 plus anti-CD28 stimulation on day 0–2 (Acute-2d) versus those that received repeated GP33 peptide stimulations following this activation phase until day 7 (Acute-7d) (Figure 1A). After initial activation (days 0–2), over 98% of P14 cells upregulated CD44 and PD-1, with most coexpressing PD-1 and Tim3 — indicating robust effector differentiation (Figure 1, B–D, and Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.191220DS1). By day 7, repeated stimulation maintained high frequencies of CD44^^+^^PD-1^^+^^ and PD-1^^+^^Tim3^^+^^ populations in Acute-7d cells (Figure 1, C and D, and Supplemental Figure 1B), mimicking inhibitory receptor upregulation on effector CD8^^+^^ T cells in vivo (25). To assess stability of these features, we rested antigen-experienced P14 cells for 12 days without GP33 stimulation and rechallenged them with GP33 peptide on days 12 and 19 (Figure 1A). The frequencies of CD44^^+^^PD-1^^+^^ and PD-1^^+^^Tim3^^+^^ populations gradually declined over time but remained elevated in Acute-7d P14 cells versus Acute-2d cells by day 19 (Figure 1, C and D, and Supplemental Figure 1, B–D). These findings suggest that Acute-7d P14 cells do not have stable maintenance of inhibitory receptors following rest, unlike TEX cells retaining high levels of inhibitory receptors in vivo (26, 27).

A hallmark of T cell exhaustion is the failure to restore memory programs after antigen removal (11–14, 24). To determine whether repeated antigen stimulation for 1 week affects the recovery of memory programs, we tracked expression levels of memory- and stemness-associated programs before and after resting (Ly108, L selectin [CD62L], Ccr7, and IL-7 receptor [Il7r; CD127]). On day 7, Acute-7d P14 cells initially downregulated Ly108 and CD62L, but Ly108 was recovered after resting while CD62L remained higher in Acute-2d cells (Figure 1E and Supplemental Figure 1I). The frequencies of CD62L^^+^^ Ccr7^^+^^ cells were higher in rested Acute-2d cells versus Acute-7d cells, while Il7r remained high in both groups by day 19 (Figure 1F and Supplemental Figure 1J). Notably, the proliferative activity (measured by Ki67 expression) was comparable between the two groups on day 19, with a modest but nonsignificant increase in Acute-2d cells (Supplemental Figure 1H). These findings suggest that 1 week of repeated stimulation does not lead to a loss of memory features, mirroring the retained memory potential in effector CD8^^+^^ T cells isolated 1 week following chronic LCMV infection (24).

We next evaluated effector function after GP33 rechallenge at different time points. Both groups exhibited high polyfunctionality (Ifnγ and Tnf coexpression, CD107a: degranulation activity), which increased with resting (Supplemental Figure 1, G and K–N). Acute-7d P14 cells had significantly higher degranulation activity and increased expression of cytotoxic molecules granzyme B (Gzmb) and Perforin compared with Acute-2d cells (Supplemental Figure 1, E–G), indicating that repeated acute antigen stimulation may enhance cytolytic effector differentiation in CD8^^+^^ T cells. We also observed lower apoptosis (annexin V) in Acute-2d, while both groups retained viable populations after resting (Supplemental Figure 1O). Additionally, mitochondrial mass (MitoTracker-Green) and oxidative phosphorylation activity (MitoSox) were similar (Supplemental Figure 1, P and Q). Overall, our findings demonstrate that 1 week of antigen stimulation alone is insufficient to induce stable dysfunction, suggesting that longer antigenic stimulation or additional microenvironmental cues are required for terminal exhaustion.

Finally, we tested recall responses by adoptively transferring Acute-2d or Acute-7d CD8^^+^^ T cells (day 19) into mice, followed by acute LCMV infection (Figure 1G), as terminally TEX cells have limited capacity to mount a response to antigen rechallenge (11, 24). Both groups underwent extensive antigen-dependent proliferation, though Acute-2d cells exhibited greater expansion (Figure 1H), possibly due to enhanced survival or CD62L-mediated lymphoid homing (Figure 1, E and F). Yet, after expansion, CD62L expression was comparable between the groups (Supplemental Figure 2B). Upon ex vivo GP33 peptide stimulation, both groups showed strong polyfunctionality, expressing high levels of Ifnγ, CD107a, Perforin, Gzmb, and Tnf (Figure 1I and Supplemental Figure 2, D, E, and H). Markers of proliferation, activation, and memory (CD62L, Ki67, CD44, Ly108, Tcf1, PD-1, Tim3) remained comparably elevated (Supplemental Figure 2, A–C, F, G, I, and J), with similar expression patterns in liver and lungs (Supplemental Figure 2, K–T). Overall, these findings confirm that repeated antigen stimulation for 1 week fails to induce terminal dysfunction, as these cells retain robust recall capacity.

### *Chronic antigenic stimulation faithfully induces terminal dysfunction*.

To develop a model system for terminal dysfunction in CD8^^+^^ T cells, we extended the duration of repeated GP33 peptide stimulation for an additional 2 weeks (Chronic GP33 stim) (Figure 2A). Compared with acutely stimulated Acute-7d condition, 2–3 weeks of prolonged antigen stimulation produced a higher frequency of PD-1^^+^^Tim3^^+^^ P14 cells (Figure 2B). However, the chronically stimulated P14 cells exhibited substantial loss of viability, with a progressive decline in total cell numbers and increased cell death, likely due to activation-induced cell death — a major limitation for studying CD8^^+^^ T cells under prolonged periods of TCR stimulation in vitro (20) (Figure 2C and Supplemental Figure 3F).

Previous studies to model T cell exhaustion in vitro have used plate-bound anti-CD3/CD28 stimulation (day 0–2) followed by repeated plate-bound anti-CD3 stimulations for 5–10 days (20, 21). While extended strong TCR stimulation induced high levels of PD-1 and Tim3 (Supplemental Figure 3, A–C), this method also induced extensive cell death that limited reliable functional assessment and tracking of the epigenetic remodeling toward terminal T cell exhaustion (Supplemental Figure 3, A, D, and E). To better mimic in vivo conditions where CD8^^+^^ T cells can survive and develop exhaustion following prolonged antigen exposure, we provided continuous TGF-β1 signals between days 7 and 19 (Chronic GP33 stim + TGF-β1) to ameliorate activation-induced cell death (Figure 2A) (9). Our previous work demonstrated that prolonged, post-effector TGF-β1 exposure drives terminal dysfunction in human CD8^^+^^ T cells that are chronically stimulated in an antigen-independent manner (9). Indeed, we found that chronic GP33 plus TGF-β1–stimulated P14 cells not only showed improved cell viability compared with chronic GP33 alone or plate-bound stimulation approaches (Figure 2C and Supplemental Figure 3, D–F) but also further increased PD-1 and Tim3 coexpression (Figure 2B). To evaluate the impact of TGF-β1 exposure on CD8^^+^^ T cell survival, we performed annexin V and live/dead staining on chronically stimulated CD8^^+^^ T cells. TGF-β1 supplementation significantly improved the viability of P14 T cells under chronic stimulation, with reduced apoptosis and increased proportions of live cells compared with chronic GP33 stimulation alone on both days 14 and 20 (Supplemental Figure 3, F–H). These findings suggest that TGF-β1 attenuates activation-induced cell death. The improved viability of P14 cells under chronic GP33 plus TGF-β1 stimulation (hereafter referred to as T__Dysf__) enabled robust analysis of exhaustion programming during prolonged antigenic stimulation.

We next examined whether chronic GP33 plus TGF-β1 stimulation induces dysfunction characteristic of terminally exhausted CD8^^+^^ T cells. By tracking effector cytokine production in chronically versus acutely stimulated P14 cells, we observed that chronic GP33 stimulation — with or without TGF-β1 — led to a progressive decline in effector cytokine output (Figure 2, D and E), indicative of a transition toward dysfunction. Importantly, T__Dysf__ exhibited a significant loss of polyfunctionality compared with acutely stimulated cells, with reduced frequencies of Ifnγ^^+^^Tnf^^+^^, Ifnγ^^+^^CD107a^^+^^, and Tnf^^+^^CD107a^^+^^ cells, reflecting severe impairment in both cytokine production and degranulation capacity (Figure 2, F–H). Furthermore, T__Dysf__ cells showed substantial loss of memory-associated markers, including reduced expression and frequencies of Il7r and CD62L, compared with both acutely and chronically stimulated controls (Figure 2J and Supplemental Figure 4E), further indicating impaired memory differentiation.

We also examined exhaustion-associated surface markers and found that T__Dysf__ cells exhibited a shift toward a terminally exhausted phenotype. Alongside sustained high coexpression of PD-1 and Tim3, T__Dysf__ cells showed decreased frequencies and expression of Ly108 — a marker of the progenitor subset of TEX cells — leading to an increased proportion of Tim3^^+^^Ly108^^–^^ cells, a phenotype of terminal exhaustion (2, 28, 29) (Figure 2I and Supplemental Figure 4F). Furthermore, T__Dysf__ cells demonstrated increased frequencies of Tim3^^+^^CD62L^^–^^ cells, further supporting their progression toward a terminally exhausted state (Supplemental Figure 4A). Notably, T__Dysf__ cells showed elevated expression of CD103, a well-established downstream target gene of TGF-β1 signaling that marks a terminally exhausted subset of human tumor-reactive CD8^^+^^ T cells (30–33) (Supplemental Figure 4D). In addition, T__Dysf__ cells showed increased expression of Gzmb — commonly associated with terminal dysfunction (28, 34) — as well as higher levels of perforin compared with Acute-7d cells, likely reflecting the effects of sustained TCR stimulation (Supplemental Figure 4, B and C). To assess mitochondrial stress, a key feature linked to terminal dysfunction in CD8^^+^^ T cell exhaustion (15, 21, 35), we tracked changes in mitochondrial functions within T__Dysf__ P14 cells and found a significant reduction in mitochondrial mass accompanied by increased mitochondrial ROS levels — a marker of progressive T cell exhaustion in vivo (Figure 2, K and L). These results indicate that chronic antigen plus TGF-β1 stimulation over 3 weeks establishes a dysfunctional program in CD8^^+^^ T cells.

To assess the cytotoxic function of in vitro–differentiated P14 cells, we utilized an antigen-dependent tumor-killing assay, in which we cocultured naive or chronically or acutely stimulated P14 cells with GP33-expressing CT2A glioma cells for 18–20 hours (Figure 2M). Consistent with their impaired effector functions, T__Dysf__ cells demonstrated significantly reduced tumor-killing activity compared with acutely stimulated P14 cells (Figure 2N), further demonstrating their exhausted state. Overall, these findings reveal a fundamental role for chronic TGF-β1 signals in driving both human and mouse T cell dysfunction (9). Our model system should now enable in vitro studies of how chronically stimulated CD8^^+^^ T cells progress toward dysfunction under extended antigenic stimulation and assessment of microenvironmental cues beyond TCR signaling alone in this process.

### *Chronic TCR plus TGF-β1 signaling establishes the transcriptomic signature of terminal exhaustion and impairs protein translation*.

Next, we examined whether in vitro chronic antigen plus TGF-β1 stimulation establishes the transcriptional circuits of T cell exhaustion observed in vivo. We performed RNA-Seq on antigen-experienced P14 cells, FACS-purified on day 7 (Effector stage) or day 19 (Acute-2d, Acute-7d, and T__Dysf__) (Supplemental Figure 5A). 

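The P14 cells carry a transgenic T cell receptor for the GP33 peptide of LCMV. Effector cells were collected on day 7. Acute-2d cells last saw stimulation on day 2, Acute-7d cells last received GP33 on day 7, and both were collected on day 19. T_Dysf cells received 0.3 µg/mL GP33 repeatedly and 5 ng/mL TGF-β1 from day 7, and were collected on day 19. Each of the 4 conditions has 2 libraries. The authors deposited 1 table of 24303 genes, listed by symbol, holding estimated read counts that the authors had divided by the median-ratio size factor of each library. The table was analysed as deposited, so mapping, quantification and normalization are the authors'. The most frequent low value of a library was taken as the worth of 1 read. By that measure the libraries held between 19382147 and 24856195 reads on genes, with a median of 22352216 in Effector, 20297074 in Acute-2d, 20153722 in Acute-7d and 24616856 in T_Dysf. Under 1000 reads, between 72.0% and 74.8% of the values in 7 libraries were whole multiples of that worth, and 50% in T_Dysf replicate 1, so whole reads were not recovered and count models were not fitted. A value of 3 reads, between 2.59 and 3.35 normalized counts, was the floor, and a fold change against a condition with no library above it is a lower bound. This floor covers counting error only.

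Group differences were tested with limma's moderated test with Benjamini-Hochberg adjustment on log2(normalized count + 1), with all 8 libraries in 1 fit and 4 residual degrees of freedom. DEGs were genes with a fold change of at least 2 and an adjusted p under 0.05. With 2 libraries per condition no exact permutation test of a pair of conditions can pass 0.05. Between replicates the squared difference over the sampling variance of the reads averaged 26.3 to 59.7 per gene over 12028 genes with a mean of at least 50. On average, replicates therefore differed by far more than sampling noise. An average over these genes does not show whether depth limits the precision of those near a mean of 50. The labels of both Effector libraries and of Acute-7d replicate 1 carry the prefix RESUB, whose meaning the labels do not give. These 3 libraries also differed from the other 5 in *Xist* and Y-linked genes. The prefix therefore coincides with the Effector condition and splits the Acute-7d pair. Coordinates are those of GRCm38 (mm10).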

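Over all 24303 entries of the normalized table, the first principal component of the 8 libraries held 37.8% of the variance and the second 25.0%. Only the T_Dysf libraries had positive scores on the first component, at 171 for replicate 1 and 74.3 for replicate 2, against -54.4 to -27.5 for the other 6 libraries. Effector libraries were set apart on the second component, at 86.6 and 115, where the 4 Acute libraries lay between -55.9 and -34.4. The Euclidean distance between T_Dysf and Acute-7d libraries was 207 ± 34.3 (SD over the 4 pairs of libraries), and it was 215 ± 30.6 from T_Dysf to Acute-2d and 216 ± 34.4 from T_Dysf to Effector. Replicates lay 124 apart in Effector, 127 in Acute-2d, 128 in Acute-7d and 177 in T_Dysf. Each mean distance from T_Dysf was larger than that between any replicates, but from T_Dysf to Acute-7d it exceeded the distance between the T_Dysf replicates by less than 1 SD. In T_Dysf replicate 1 alone, 138 entries that all other libraries held at 50 reads or more lay under 3 reads, and 132 of these are pseudogenes. Over the 15557 protein-coding genes, a set chosen after the data were seen, T_Dysf replicates lay 82.3 apart and T_Dysf lay 146 ± 7.51 from Acute-7d and 157 ± 10.6 from Effector. With only the 1000 most variable genes the share of the first component rose to 61.8%. With unit variance per gene the order of the components changed: the first then set Effector apart, at 98.9 and 147, with T_Dysf at 6.86 and 11.8, and T_Dysf stood apart on the second, at 150.4 and 100.4. No test was made of these distances, and profiles outside the deposited table were not analysed here.

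**Figure D1:**
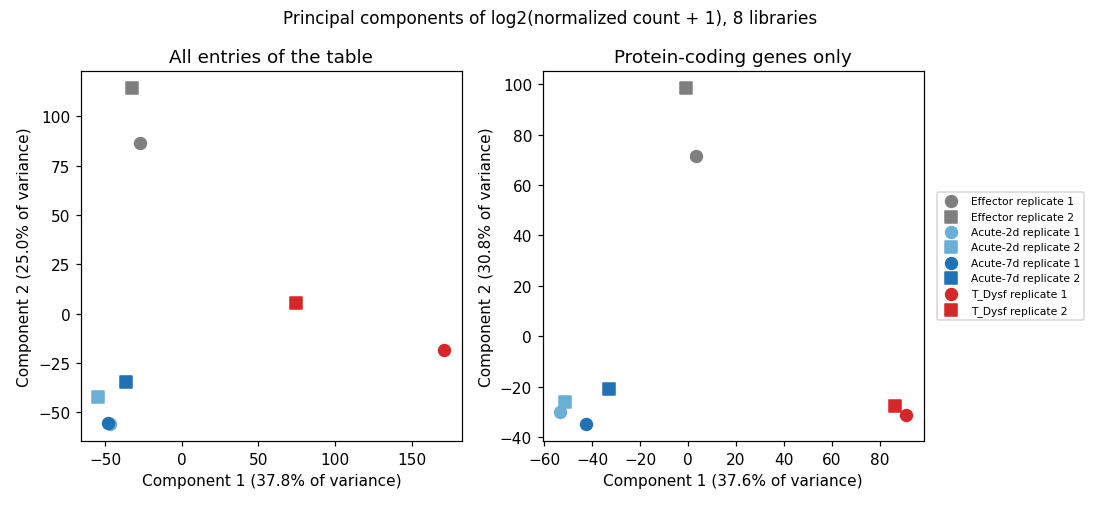
Scores of the 8 libraries on the first component (x axis) and second component (y axis) of log2(normalized count + 1), with the share of variance in percent on each axis. The left panel uses all entries and the right panel protein-coding genes, colours are the 4 conditions and shapes the 2 replicates. The T_Dysf libraries lie at 171 and 74.3 on the first component of the left panel and close together in the right panel.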

Principal component analysis (PCA) revealed that T__Dysf__ cells underwent distinct transcriptional programming and clustered closely with terminally TEX cells from chronic LCMV infection (28) (Figure 3A and Supplemental Figure 5B). In contrast, the transcriptomes of acutely stimulated P14 cells (Acute-2d and Acute-7d) closely resembled those of memory CD8^^+^^ T cells, including TCM and TEM cell subsets from acute LCMV infection and progenitor TEX cells from chronic LCMV infection (28, 36). These results indicate that prolonged TCR and TGF-β1 stimulation accurately models the transcriptional landscape of terminal exhaustion.

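The Acute-2d and Acute-7d libraries lay 132 ± 9.48 apart (SD over the 4 pairs of libraries), a distance within 1 SD of those between their own replicates. Between Effector and the Acute conditions the distances were 182 ± 11.7 for Acute-2d and 178 ± 14.9 for Acute-7d. In the fit across all conditions, 41 of 24303 genes were DEGs between Acute-7d and Acute-2d, with 19 higher and 22 lower in Acute-7d. Only 2 of these had a mean of at least 50 normalized counts over the 8 libraries. In simulated data of the same size, with the same dispersion for all genes and no difference by the RESUB prefix, it called 22 genes between 2 unchanged groups. With a term for the libraries with the RESUB prefix there were 168 DEGs, 133 higher and 35 lower in Acute-7d, and 36 of them were among the 41. At an unadjusted p under 0.05 from the same test, 910 genes passed. The profiles of memory and progenitor TEX subsets from infected mice were not analysed here.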

T__Dysf__ cells showed significant upregulation of exhaustion-associated genes, including inhibitory receptors shared with Effector cells (*Pdcd1*, *Havcr2*, *Tigit*, *Lag3*), and surface markers and transcription factors (TFs) linked to terminal exhaustion (*Cd101*, *Cd38*, *Tox*, *Nr4a1/2*) (Figure 3B and Supplemental Figure 5C). They also upregulated *Itgae* (encoding CD103, known to be induced by TGF-β1 signals) (37) and negative regulators of TGF-β1 signaling (*Smurf1*, *Ski*, *Skil*, *Pmepa1*) (38). 

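Between T_Dysf and Acute-7d, 1353 of 24303 genes were DEGs, 617 higher and 736 lower in T_Dysf. The choice that most reduced this count was a term for the libraries with the RESUB prefix, which gave 541 DEGs, 397 of them among the 1353, and compares T_Dysf with Acute-7d replicate 2 alone. With 1 replicate left out at a time, between 1275 and 1316 of the 1353 genes kept a fold change of 2 in the same direction. They were chosen for that fold change with all libraries, so this share was largely built in. Adjusted p-values are from limma's moderated test with Benjamini-Hochberg adjustment. *Pdcd1* (chromosome 1, 94038305 to 94052553), which encodes PD-1, had 3888 ± 189 normalized counts in T_Dysf (SD, n = 2), 3529.9 ± 689 in Effector, 407 ± 78.0 in Acute-2d and 552 ± 65.3 in Acute-7d. The log2 fold change was 2.82 (standard error 0.20, adjusted p = 0.00488) against Acute-7d and 0.15 (standard error 0.20, adjusted p = 0.681) against Effector. *Havcr2* (chromosome 11, 46454935 to 46481255), which encodes Tim3, reached 2912 ± 210.3 normalized counts in T_Dysf and 539 ± 78.2 in Acute-7d, a log2 fold change of 2.44 (standard error 0.31, adjusted p = 0.0173). *Tigit* (chromosome 16, 43648867 to 43664146) rose from 388 ± 52.1 in Acute-7d to 2881 ± 305 in T_Dysf, with a log2 fold change of 2.89 (standard error 0.38, adjusted p = 0.0181). For *Lag3* (chromosome 6, 124904361 to 124911705) the log2 fold change against Acute-7d was 1.67 (standard error 0.25, adjusted p = 0.0247). None of these 4 genes was a DEG between T_Dysf and Effector, where the log2 fold changes ran from 0.15 for *Pdcd1* to 1.09 for *Tigit*.

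*Cd101* (chromosome 3, 100993529 to 101029556) had 642 ± 91.4 normalized counts in T_Dysf and 217 ± 33.5 in Acute-7d, a log2 fold change of 1.56 (standard error 0.17, adjusted p = 0.0124). *Cd38* (chromosome 5, 43868553 to 43912375) rose to 1566 ± 0.559 from 217 ± 90.4, a log2 fold change of 2.91 (standard error 0.40, adjusted p = 0.0210). *Nr4a1* (chromosome 15, 101254269 to 101274795) and *Nr4a2* (chromosome 2, 57106830 to 57124003) had log2 fold changes of 2.58 (standard error 0.43, adjusted p = 0.0323) and 3.14 (standard error 0.46, adjusted p = 0.0240). *Tox* (chromosome 4, 6686353 to 6991557) had 239.5 ± 7.88 normalized counts in T_Dysf, 79.2 ± 39.4 in Acute-7d and 547 ± 203 in Effector. Over Acute-7d the log2 fold change was 1.68 (standard error 0.47, adjusted p = 0.102), so it did not pass the adjusted threshold over all genes. It did pass among the genes with a mean, or a maximum, of at least 50 normalized counts and at an unadjusted p under 0.05. With the term for RESUB libraries, which leaves 1 effective Acute-7d library, *Pdcd1* passed the threshold and the other 7 genes named here that had passed it did not. The fit of T_Dysf and Acute-7d alone did not call *Cd101*, *Cd38* and *Nr4a1*.

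**Figure D2:**
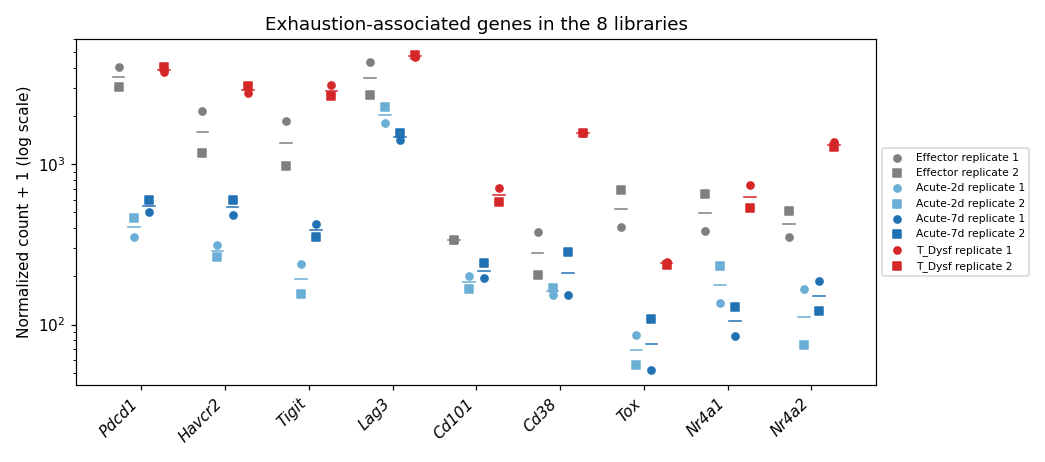
Normalized count + 1 on a log axis (y) of 9 exhaustion-associated genes (x) in each of the 8 libraries. Colours are the 4 conditions, shapes the 2 replicates, and lines the geometric mean of each condition. The T_Dysf libraries lie above all Acute libraries for each gene, and for *Tox* they lie below both Effector libraries.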

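*Itgae* (chromosome 11, 73090583 to 73147446) had 39141 ± 1861 normalized counts in T_Dysf (SD, n = 2), against 72.6 ± 1.63 in Acute-7d, 100.8 ± 0.499 in Acute-2d and 65.3 ± 21.4 in Effector. The log2 fold change against Acute-7d was 9.05 (standard error 0.22, adjusted p = 0.000385), by limma's moderated test with Benjamini-Hochberg adjustment. *Pmepa1* (chromosome 2, 173224458 to 173276533) rose from 82.8 ± 11.4 to 1822 ± 182, a log2 fold change of 4.45 (standard error 0.54, adjusted p = 0.0159). *Skil* (chromosome 3, 31095058 to 31122577) rose from 2014 ± 105 to 6372 ± 492, with a log2 fold change of 1.66 (standard error 0.32, adjusted p = 0.0453). *Ski* (chromosome 4, 155154075 to 155222592) rose from 2131 ± 264 to 4513 ± 456, with a log2 fold change of 1.08 (standard error 0.11, adjusted p = 0.0108), and without Acute-7d replicate 2 the fold change fell under 2, at 0.96 on the log2 scale. *Skil* and *Pmepa1* were not called with the term for RESUB libraries, nor *Ski* in the fit of T_Dysf and Acute-7d alone. *Smurf1* (chromosome 5, 144876495 to 144965847) had 869 ± 0.794 normalized counts in T_Dysf and 1007 ± 60.5 in Acute-7d. Its log2 fold change was -0.21 (standard error 0.13, adjusted p = 0.379) against Acute-7d and 0.48 (standard error 0.13, adjusted p = 0.0717) against Effector.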

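*Gzma* (chromosome 13, 113093825 to 113100981), which encodes granzyme A, had the highest normalized count of all genes in both T_Dysf libraries, with 1.78% and 1.65% of their totals, while *Eef1a1* had the highest in the other 6. It reached 369375 ± 16401 normalized counts in T_Dysf (SD, n = 2), 12105 ± 1707 in Acute-7d and 7554 ± 3708 in Effector. The log2 fold change of T_Dysf over Acute-7d was 4.94 (standard error 0.36, adjusted p = 0.00488), by limma's moderated test with Benjamini-Hochberg adjustment. *Gzmb* (chromosome 14, 56258838 to 56262260) had 149544 ± 49.5 normalized counts in T_Dysf, 28162 ± 1573 in Acute-7d and 78842 ± 17122 in Effector, with log2 fold changes of 2.41 (standard error 0.22, adjusted p = 0.00800) over Acute-7d and 0.94 (standard error 0.22, adjusted p = 0.0501) over Effector. *Gzmk* (chromosome 13, 113171608 to 113225908) rose from 102 ± 45.4 in Acute-7d to 1131 ± 26.4 in T_Dysf, a log2 fold change of 3.53 (standard error 0.33, adjusted p = 0.00868). *Ifng* (chromosome 10, 118441046 to 118445892) had 3336 ± 149 normalized counts in T_Dysf, 708 ± 214 in Acute-7d, 266 ± 63.2 in Acute-2d and 703 ± 189.7 in Effector. Its log2 fold change was 2.27 (standard error 0.31, adjusted p = 0.0208) over Acute-7d and 2.27 (standard error 0.31, adjusted p = 0.0151) over Effector. With the term for RESUB libraries *Ifng* and *Gzmb* were not called against Acute-7d, and in the fit of T_Dysf and Acute-7d alone *Ifng* and *Gzmk* were not.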

Notably, T__Dysf__ cells retained RNA expression of some effector molecules (*Ifng*, *Gzma*, *Gzmb*, *Gzmk*), though discordance between *Ifng* RNA and protein levels may reflect posttranscriptional regulation, impaired protein synthesis, or the chronic stimulation conditions under which they were isolated, in contrast with acutely stimulated cells, which were resting before transcriptional analysis. Conversely, acutely stimulated cells retained higher expression of stemness- and memory-associated genes (e.g., *Sell*, *Ccr7*, *Tcf7*, *Lef1*, *Cd27*), along with T cell migration– and chemotaxis-linked genes (e.g., *S1pr1*, *Klf2*, *Cxcr3*, *Cxcr4*, *S1pr4*) (Figure 3B and Supplemental Figure 5C).

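*Tcf7* (chromosome 11, 52252371 to 52283014), which encodes TCF-1, had 141 ± 27.4 normalized counts in T_Dysf (SD, n = 2), 8890.2 ± 1557 in Acute-7d, 18181 ± 413 in Acute-2d and 5121 ± 4163 in Effector. Between T_Dysf and Acute-7d the log2 fold change was -5.97 (standard error 0.63, adjusted p = 0.0114), by limma's moderated test with Benjamini-Hochberg adjustment. *Lef1* (chromosome 3, 131110471 to 131224356) had 167 ± 42.9 and 2563 ± 399, a log2 fold change of -3.94 (standard error 0.20, adjusted p = 0.00226). For *Ccr7* (chromosome 11, 99144196 to 99155077) the log2 fold change was -5.08 (standard error 0.76, adjusted p = 0.0254), and for *Cd27* (chromosome 6, 125232622 to 125237010) it was -1.13 (standard error 0.13, adjusted p = 0.0128). Against Acute-2d the log2 fold changes of these 4 genes ran from -7.01 for *Tcf7* to -1.22 for *Cd27*, and each was a DEG.

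Among the migration genes, *S1pr1* (chromosome 3, 115710433 to 115715072) had 78.6 ± 14.7 normalized counts in T_Dysf and 3483 ± 131 in Acute-7d, a log2 fold change of -5.46 (standard error 0.22, adjusted p = 0.00133). *Klf2* (chromosome 8, 72319033 to 72321656), *Cxcr4* (chromosome 1, 128588199 to 128592293) and *Cxcr3* (chromosome X, 101731535 to 101734269) had log2 fold changes of -3.86, -3.07 and -1.77, with adjusted p-values of 0.00185, 0.0114 and 0.00890. *S1pr4* (chromosome 10, 81497747 to 81500132) had 1369.6 ± 237 normalized counts in T_Dysf and 3153 ± 352 in Acute-7d. Its log2 fold change of -1.21 (standard error 0.36, adjusted p = 0.115) did not pass the adjusted threshold over all genes, but passed among genes with a mean or a maximum of at least 50 normalized counts and at an unadjusted p under 0.05. With the term for RESUB libraries *Ccr7*, *Tcf7*, *Cd27*, *Cxcr3* and *Cxcr4* were not called.

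**Figure D3:**
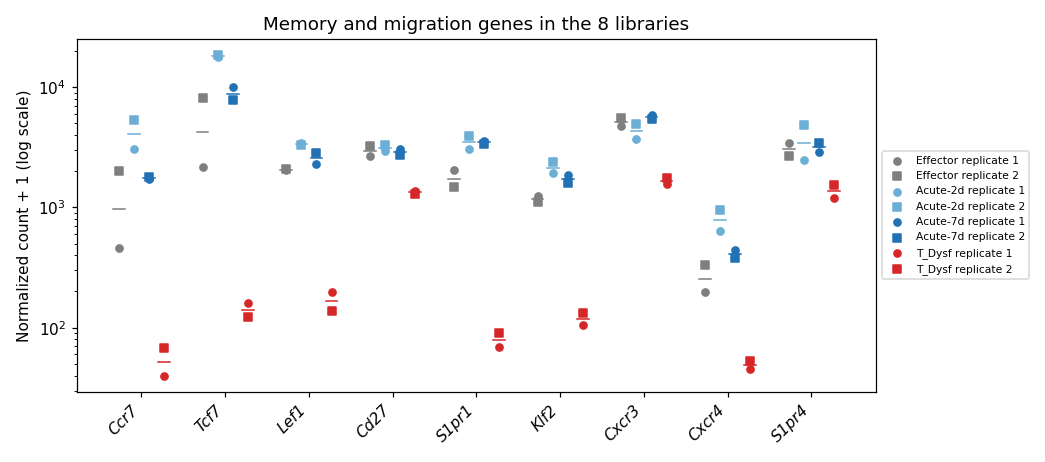
Normalized count + 1 on a log axis (y) of 9 stemness-, memory- and migration-associated genes (x) in each of the 8 libraries. Colours are the 4 conditions, shapes the 2 replicates, and lines the geometric mean of each condition. The T_Dysf libraries lie below all Acute libraries for each gene.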

To further determine whether the upregulated DEGs within T__Dysf__ cells recapitulate the transcriptional signature of TEX cells in vivo, we performed gene set enrichment analysis (GSEA) using progenitor, cytolytic, and terminally TEX subsets from chronic LCMV infection (28). Importantly, T__Dysf__ cells were enriched for the terminally exhausted signature, while Acute-2d and Acute-7d cells closely resembled progenitor TEX cells, and day 7 Effector P14 cells aligned with the cytolytic subset signature (Figure 3C and Supplemental Figure 5, D and E). 

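Against day 7 Effector cells, 2241 of 24303 genes were DEGs in T_Dysf, 1086 higher and 1155 lower. Against Acute-2d cells there were 1787, with 764 higher and 1023 lower. With 1 replicate left out at a time, between 1996 and 2189 of the 2241 genes and between 1727 and 1746 of the 1787 genes kept a fold change of 2 in the same direction. Both lists were chosen for that fold change with all libraries, so these shares were largely built in. Against Effector, a term for the libraries with the RESUB prefix gave 386 DEGs, 191 of them among the 2241, and the fit of T_Dysf and Effector alone gave 465, 387 of them among the 2241. The RESUB prefix, and with it the difference in *Xist* and Y-linked genes, covers both Effector libraries and no T_Dysf library, so the comparison with Effector cannot be separated from it except through the Acute-7d pair. Enrichment for the signatures of TEX subsets was not analysed here, since the signatures come from profiles outside the deposited table. After these signatures, the comparison with human TILs and the pathway analyses, the paper concludes that T_Dysf cells transcriptionally resemble terminally TEX cells in chronic infection and cancer.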

Comparing single-cell transcriptional signatures of human tumor-infiltrating lymphocytes (TILs) from 21 types of cancer (33), we found that T__Dysf__ cells resembled TEX subsets, including KIR^^+^^TXK^^+^^ NK-like and terminal exhausted TILs (Supplemental Figure 6A), while Acute-7d P14 cells aligned with functional subsets of TILs, closely resembling terminally differentiated effector memory T cell signature (Supplemental Figure 6B). To gain insights into the biological functions of upregulated genes in Acute-7d versus T__Dysf__ cells, we performed Gene Ontology and Hallmark GSEA, which revealed significant enrichment of pathways associated with T cell activation, proliferation, adhesion, IL-2/TNF/IFNG cytokine signaling, and glycolysis in acutely stimulated T cells (Figure 3D and Supplemental Figure 6C). However, upregulated genes in T__Dysf__ cells were enriched for cell cycle–related processes, E2F targets, and G2M checkpoint hallmarks (Supplemental Figure 6, D–G), previously linked with dysfunctional CD8^^+^^ T cells (9, 39). Thus, T__Dysf__ cells transcriptionally resemble terminally TEX cells in chronic infection and cancer.

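The Hallmark and Gene Ontology sets were not used here. In their place, 16 mouse Reactome sets chosen before the data were examined were tested over all genes with limma's camera, at an inter-gene correlation of 0.01 and with Benjamini-Hochberg adjustment over the 16 sets. Between T_Dysf and Acute-7d, 10 sets passed an adjusted p of 0.05. The median log2 fold change of the glycolysis set was -1.14, with 4 of 30 genes higher in T_Dysf (adjusted p = 1.18e-07). For interferon gamma signaling, of which 86 of 114 genes were in the table, it was -0.26, with 25 of 86 genes higher in T_Dysf (adjusted p = 0.00298). Interleukin-2 signaling had a median of 0.23, with 27 of 40 genes higher in T_Dysf (adjusted p = 0.00808). TNF signaling, with 9 genes, had a median of 0.17, with 7 of 9 genes higher in T_Dysf (adjusted p = 0.0780), and signaling by interleukins a median of 0.00, with 52 of 105 genes higher in T_Dysf (adjusted p = 0.361). For TCR signaling the median was 0.01, with 27 of 53 genes higher in T_Dysf (adjusted p = 0.685), and its direction reversed among genes with a mean or a maximum of at least 50. Without Acute-7d replicate 1 its median was -0.01. With limma's fry in place of camera, glycolysis, interferon gamma and interleukin-2 signaling still passed. With the correlation between genes estimated from the data, the choice that moved these calls most, 0 of the 16 sets passed, and 3 had an unadjusted p under 0.05.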

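Cell-cycle activity was measured with the S phase list (43 genes) and G2/M phase list (54 genes) of the Seurat package, matched to mouse symbols, since the Hallmark sets were not used here. Between T_Dysf and Acute-7d the median log2 fold change of the S phase list was 0.97, with 37 of 43 genes higher in T_Dysf (adjusted p = 1.26e-07), by limma's camera with Benjamini-Hochberg adjustment. For the G2/M phase list it was 1.60, with 50 of 54 genes higher in T_Dysf (adjusted p = 2.95e-10). The size of this rise depended on 1 library: without Acute-7d replicate 1 the medians were 0.70 for S phase and 0.87 for G2/M, and without Acute-7d replicate 2 they were 1.19 and 2.21. Against Effector cells the lists moved the other way, with a median log2 fold change of -1.19, with 0 of 43 genes higher in T_Dysf (adjusted p = 1.09e-10) for S phase and of -1.21, with 1 of 54 genes higher in T_Dysf (adjusted p = 1.37e-08) for G2/M. The size of this fall depended on the Effector library kept: without Effector replicate 1 the medians were -1.62 for S phase and -1.51 for G2/M, and without Effector replicate 2 they were -0.78 and -0.92. With fry, which tests each list by itself, the adjusted p-values of the 4 comparisons rose to between 0.0656 and 0.123, and with an estimated correlation to 0.333, so no call of these lists held under either. The 3 Reactome sets of the cell cycle moved less. Between T_Dysf and Acute-7d the median log2 fold change of the mitotic cell cycle was 0.36, with 299 of 400 genes higher in T_Dysf (adjusted p = 8.08e-08), that of mitotic G1-G1/S phases 0.50, with 98 of 123 genes higher in T_Dysf (adjusted p = 1.14e-07) and that of mitotic G2-G2/M phases 0.24, with 67 of 100 genes higher in T_Dysf (adjusted p = 0.00246). Against Effector the medians were -0.48, -0.51 and -0.16, and the last set did not pass (adjusted p = 0.146). With 1 replicate left out at a time these medians ran from -0.71 to -0.30, from -0.75 to -0.33 and from -0.25 to -0.06. None of the 3 sets passed with fry or with an estimated correlation.

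*Mki67* (chromosome 7, 135689784 to 135716361), which encodes Ki67, had 6791 ± 80.9 normalized counts in T_Dysf (SD, n = 2), 2233 ± 1609 in Acute-7d and 22382 ± 8822 in Effector. Over Acute-7d its log2 fold change was 1.82 (standard error 0.63, adjusted p = 0.156) by limma's moderated test with Benjamini-Hochberg adjustment, and 1.01 without Acute-7d replicate 1. *E2f1* (chromosome 2, 154559407 to 154569892) had a log2 fold change of 1.22 (standard error 0.28, adjusted p = 0.0646) and *Cdk2* (chromosome 10, 128697939 to 128705031) of 1.06 (standard error 0.21, adjusted p = 0.0475) over Acute-7d. Without Acute-7d replicate 1 that of *E2f1* was 0.87. For *Cdk2* it was 0.87 with the term for RESUB libraries, under a fold change of 2, and 1.25 without Acute-7d replicate 2. Among genes with a mean or a maximum of at least 50 normalized counts, and at an unadjusted p under 0.05, *Mki67* and *E2f1* passed. *Cdk2* was not called with quantile normalization, with rescaling to equal 75th percentiles, with the term for RESUB libraries or in the fit of T_Dysf and Acute-7d alone.

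**Figure D4:**
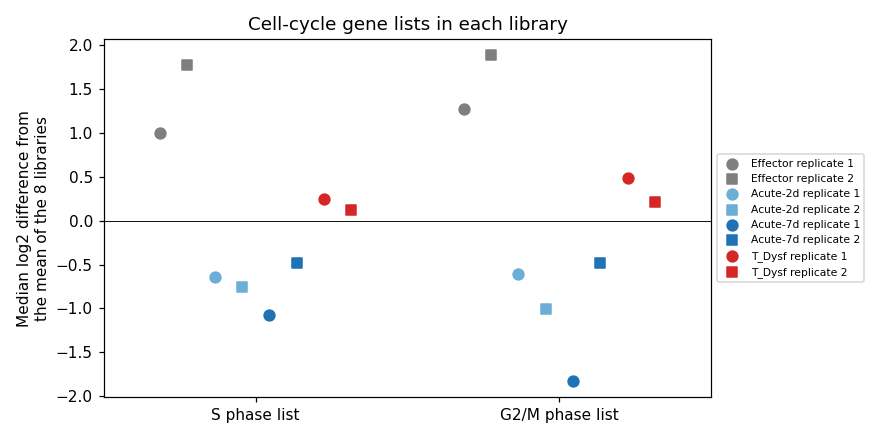
Median over the genes of each list of the log2 difference of a library from the mean of all 8 libraries (y axis), for the S phase and G2/M phase lists (x axis). Colours are the 4 conditions and shapes the 2 replicates. For G2/M the T_Dysf libraries sit at 0.49 and 0.21, Acute-7d at -1.83 and -0.48 and Effector at 1.27 and 1.89.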

TEX cells also exhibit impaired protein translation during metabolic stress (40). To evaluate protein translational activity in TEX cells from chronic LCMV infection, we performed a puromycin incorporation assay, in which puromycin is incorporated into nascent polypeptide chains during active protein synthesis (41). Terminally exhausted virus-specific CD8^^+^^ T cells had significantly reduced puromycin incorporation compared with progenitor or cytolytic TEX subsets (Figure 3E). Similarly, T__Dysf__ cells restimulated in vitro on day 19 showed reduced puromycin incorporation compared with Acute-7d cells (Figure 3F and Supplemental Figure 6H). Importantly, puromycin levels positively correlated with Ifnγ and PD-1 protein expression in both groups (Supplemental Figure 6, I and J). Together, these results demonstrate that T__Dysf__ cells acquire the transcriptional features of terminally TEX cells in mice or humans and also impaired protein synthesis, which may explain the discordant RNA-protein expression patterns observed in TEX cells (42).

### *Stable CD8^^+^^ T cell dysfunction requires prolonged stimulation exceeding 2 weeks*.

The hallmark of terminal CD8^^+^^ T cell exhaustion is the stability of the dysfunctional state (3, 10). To determine whether T__Dysf__ cells adopt this irreversible phenotype, we performed recovery experiments in which chronically stimulated P14 cells were withdrawn from antigenic stimulation and TGF-β1 signaling at different time points and allowed to rest under homeostatic conditions (Figure 4A). We first tested whether 12 days of chronic stimulation was sufficient to establish stable dysfunction by terminating GP33 and TGF-β1 exposure on day 12, followed by a 7-day rest until day 19 (T__Dysf__-12d condition). T__Dysf__-12d cells demonstrated substantial functional recovery, with restored effector cytokine production and degranulation activity, reflected by increased frequencies of Ifn**γ**^^+^^Tnf^^+^^ and Tnf^^+^^CD107a^^+^^ cells, comparable to acutely stimulated cells (Figure 4, C and D). This was accompanied by improved cell viability (Figure 4B). In contrast, T__Dysf__ cells rested from day 19 to day 26 failed to regain effector function and maintained reduced cytokine and degranulation capacity (Figure 4, C and D). The viability of T__Dysf__ cells also declined throughout the resting period (Figure 4B).

Phenotypic analysis further distinguished reversible from stable dysfunction. T__Dysf__-12d cells downregulated exhaustion markers (PD-1, Tim3, CD101, CD103, and Gzmb) and reexpressed the memory-associated markers Ly108 and Il7r, though CD62L recovery remained modest (Figure 4, E–K, and Supplemental Figure 7, A and B), suggesting a flexible dysfunctional state. In contrast, T__Dysf__ cells rested from day 19 retained high expression of exhaustion markers and failed to reexpress Il7r and Ly108 (Figure 4, E and F, and Supplemental Figure 7A), indicating phenotypic rigidity and stable commitment to terminal exhaustion. To further validate the stability of this state, we extended the recovery period to 11 days of resting (day 19 to day 30). Even after prolonged rest, T__Dysf__ cells failed to restore cytokine production, degranulation, or expression of memory markers, while exhaustion markers remained elevated (Supplemental Figure 7, C–K). These findings reveal a threshold in stimulation duration for stable exhaustion programming. While less than 2 weeks of chronic stimulation results in reversible functional impairment, extending stimulation to about 3 weeks establishes irreversible reprogramming characteristic of terminal dysfunction. The inability of T__Dysf__ cells to recover function or memory traits, even after prolonged rest, validates our in vitro model as a faithful representation of the irreversible T cell exhaustion observed in vivo.

### *Dysfunctional P14 cells recapitulate the heterogeneity of exhausted CD8^^+^^ T cells generated in vivo*.

T cell dysfunction is a gradual process resulting in heterogeneous populations. On day 19, we identified distinct subsets: a dominant PD-1^^hi^^Tim3^^+^^ population and a minor PD-1^^int^^Tim3^^–^^ subset, suggesting that heterogeneity arises during chronic stimulation (Figure 5, A and B, and Supplemental Figure 8A). Resting Acute-7d P14 cells downregulated PD-1 and Tim3, leading to the emergence of a PD-1^^lo^^Tim3^^–^^ subset (Figure 5A). Across all these subsets, acutely stimulated P14 cells maintained significantly higher expression levels of effector cytokines and memory markers (Ifnγ, Tnf, CD107a, Ly108, Il7r, and CD62L) compared with T__Dysf__ cells (Supplemental Figure 8, B–D and H). Remarkably, the PD-1^^hi^^Tim3^^+^^ T__Dysf__ subset exhibited reduced Perforin and Ki67 (Supplemental Figure 8, F and G), while maintaining heightened expression of Tox (43) (Supplemental Figure 8E), consistent with terminal dysfunction.

To test stability of T__Dysf__ P14 subsets, we CFSE-labeled and rested T__Dysf__ cells for 4 days (day 19–23, Figure 5C). The PD-1^^hi^^Tim3^^+^^ subset remained severely dysfunctional with high expression of inhibitory receptors and Tox (Figure 5, D–J, and Supplemental Figure 8, I–L). In contrast, PD-1^^int^^Tim3^^–^^ cells recovered polyfunctionality and expressed higher levels of Cx3cr1, a marker of the cytolytic TEX subset, while PD-1^^hi^^Tim3^^+^^ cells retained CD103 expression (Figure 5, K and L). PD-1^^int^^Tim3^^–^^ cells also showed greater homeostatic proliferation, with higher proportions undergoing at least 3 division cycles during rest (Figure 5, M and N). Together, these findings show that 3 weeks of chronic stimulation drives stable CD8^^+^^ T cell dysfunction, with the dominant PD-1^^hi^^Tim3^^+^^ subset exhibiting features of terminal exhaustion.

### *Terminal dysfunction of in vitro chronically stimulated CD8^^+^^ T cells is stabilized by exhaustion-specific epigenetic programs*.

T cell exhaustion is marked by distinct epigenetic changes that lock terminally exhausted CD8^^+^^ T cells into a stable dysfunctional state (3, 7–14). This remodeling involves loss of chromatin accessibility at effector function–, stemness-, and memory-associated genes while maintaining accessibility at exhaustion-linked loci (11, 23, 44). To define these changes within our in vitro–generated P14 cells, we performed ATAC-Seq on Acute-7d and T__Dysf__ (PD-1^^hi^^Tim3^^+^^) P14 cells isolated on day 19 (Figure 6A). T__Dysf__ cells acquired a distinct open chromatin landscape, with over 24,600 differentially open chromatin regions (OCRs; *P* < 0.01, fold change ≥ 2), including ~13,900 regions with reduced accessibility and ~10,700 regions with increased accessibility relative to Acute-7d cells (Figure 6B). These OCRs were mostly intronic and intergenic (Supplemental Figure 9, A and B), suggesting regulatory roles. Regions with increased accessibility in T__Dysf__ cells included TGF-β1 signaling genes (e.g., *Tgfb1*, *Tgfbr2*, *Pmepa1*, *Skil*, *Smad9*), inhibitory receptors (e.g., *Pdcd1*, *Cd200r2*), MAPK pathway genes (e.g., *Dusp16*, *Map2k2*, *Map2k4*), and exhaustion-associated TFs (*Nr4a3*, *Stat3*, *Irf8*) (45, 46) (Figure 6B). In contrast, decreased-accessibility regions included stemness/memory genes (e.g., *Ccr7*, *Sell*, *Slamf6*, *Cxcr5*, and *Il15ra*) and effector/TCR signaling genes (e.g., *Cd28*, *Cd44*, *Il2ra*, *Icos*, *Icosl*, *Itgal*, *Ifngr1*, and *Ifngr2*) (2, 29, 47) (Figure 6B). Pathway enrichment analysis showed that closed OCRs in T__Dysf__ cells were enriched for IL-2/STAT5, TCR signaling, Ifnγ, and inflammatory response pathways, while open OCRs were enriched for PI3K/AKT/mTOR, Hedgehog and Notch signaling, and GTPase activity pathways (Supplemental Figure 9, C–F). These results demonstrate extensive epigenetic remodeling in T__Dysf__ cells, consistent with a stable, epigenetically reprogrammed dysfunctional state.

To determine whether this epigenetic landscape mirrors in vivo exhaustion-specific programming, we compared ATAC-Seq profiles of T__Dysf__ and Acute-7d P14 cells to virus-specific CD8^^+^^ T cells from acute and chronic LCMV infections (23). PCA of the top 5,000 most variable peaks showed that T__Dysf__ cells clustered with terminally exhausted cells, while Acute-7d cells aligned more with memory CD8^^+^^ T cells (Figure 6C). Importantly, OCRs between T__Dysf__ and Acute-7d cells reflected patterns observed in terminally exhausted (PD-1^^+^^Tim3^^+^^CXCR5^^–^^) versus progenitor (PD-1^^+^^Tim3^^–^^CXCR5^^+^^) TEX cells or memory CD8^^+^^ T cells (44). For instance, T__Dysf__ cells exhibited similarly reduced accessibility at memory/progenitor TEX-associated genes (e.g., *Ccr7*, *Ifng*, *Tnf*, *Cxcr5*, *Sell*, *Slamf6*, *Il7r*, *Tcf7*) and increased accessibility at terminal exhaustion genes (e.g., *Pdcd1*, *Havcr2*, *Cd244a*) (Figure 6, D–F, and Supplemental Figure 9, I–Q). Thus, T__Dysf__ cells undergo exhaustion-specific chromatin remodeling consistent with terminally TEX cells in vivo, while Acute-7d cells retain a memory-like open chromatin landscape.

To assess stability after antigen stimulation withdrawal, we performed ATAC-Seq on PD-1^^hi^^Tim3^^+^^ cells (“double-positive”; Rest-DP) and PD-1^^int^^Tim3^^–^^ (“single-positive”; Rest-SP) P14 cells isolated on day 23 following withdrawal from chronic stimulation (Figure 5, C and D, and Figure 6A). Both populations retained the chromatin accessibility profiles of T__Dysf__ and terminally TEX cells (Figure 6, C–F, and Supplemental Figure 9, I–Q), with ~92.8% of closed and ~81.9% of open T__Dysf__-specific OCRs unchanged (Figure 6G and Supplemental Figure 10, A and B), indicating strong epigenetic stability. However, Rest-SP cells showed partial reversal in a subset of regions: ~5.9% (820 OCRs) of closed regions regained accessibility, including *Cd44*, *Sell*, *Btla*, and *Icos*; TFs (*Izkf1*, *Ikzf3*, *Bach2*, *Stat4*, *Zeb2*, *Klf12*, and *Foxo3*); and cytokine receptors (*Il12rb2*, *Il18r1*) (Figure 6G and Supplemental Figure 10, A–C). Conversely, ~16.7% (~1,790 OCRs) of open regions became less accessible, including peaks at TFs (e.g., *Bcl2*, *Tox*, *Irf4*, *Prdm2*, and *Foxp1*), histone-modifying enzymes (e.g., *Ezh2* and *Hdac5*), and signaling molecules (e.g., *Mapk10*, *Wnt3*, *Wnt11*, *Notch4*, and *Tbk1*) (Figure 6G and Supplemental Figure 10, A–C). Reopened regions in Rest-SP cells were enriched for IL-2 and TCR signaling pathways, while regions that lost accessibility were enriched for GTPase activity and MAPK signaling pathways (Supplemental Figure 9, G and H). These results demonstrate that T__Dysf__ cells retain a largely stable, epigenetically “scarred” chromatin state after removal of chronic signals — particularly in the PD-1^^hi^^Tim3^^+^^ cell population — closely resembling the fixed epigenetic profile of terminally TEX cells in vivo (11, 23, 44).

To gain insights into mechanisms underlying this stability, we performed TF motif enrichment analysis on T__Dysf__-specific OCRs that remained unchanged following resting. Stable closed OCRs were enriched for motifs of TFs regulating effector and memory programs (e.g., BATF, Bach2, AP1, NF-κB, c-Myc, KLF, and STATs), while reopened peaks in Rest-SP cells were enriched for Tcf7, LEF1, KLF1/3, and Foxo1/3 motifs (Figure 6H), suggesting limited reengagement of memory-regulatory TFs. Conversely, stable open OCRs in Rest-SP and Rest-DP cells were enriched for exhaustion-linked motifs (e.g., Elk1/4, Smad, IRF2/3, and Tbx21), while Rest-SP cells exhibited reduced accessibility at OCRs containing NFAT, Nur77, IRF4, RUNX1/2, and STAT1/5 motifs, suggesting partial rewiring of TCR and cytokine-dependent signaling (Figure 6I). Overall, these findings reveal that specific TF networks preserve the dysfunctional epigenetic state by maintaining accessibility at exhaustion-related motifs and closing memory- and effector-regulatory regions, limiting recovery even after stimulation withdrawal.

Our previous work demonstrated that de novo DNA methylation drives epigenetic silencing of memory and effector programs within TEX cells (8, 9). Additionally, specific DNA demethylation changes at the *Pdcd1* locus promote PD-1 upregulation in TEX cells, beginning in the effector phase of CD8^^+^^ T cell differentiation (26, 48). To determine whether T__Dysf__ cells acquire distinct DNA methylation programs associated with stable exhaustion, we performed targeted DNA methylation analysis at key differentially methylated genomic regions (DMRs) (8) (Supplemental Figure 11, A–C). Our analysis revealed that T__Dysf__ cells acquired substantial de novo DNA methylation at both *Tcf7* and *Ccr7* loci, consistent with downregulation of Tcf1 and Ccr7 proteins (Figure 6J and Supplemental Figure 11D), while acutely stimulated cells recovered both molecules by day 19 (Supplemental Figure 11, E–I). In contrast, the *Pdcd1* DMR was demethylated in both groups (Figure 6K), consistent with DNA demethylation at *Pdcd1* during early effector differentiation (26). However, PD-1 remained higher on T__Dysf__ cells on day 19, likely due to sustained antigen exposure (26, 27, 49) (Supplemental Figure 11, E–G). Thus, acquisition of de novo DNA methylation at stemness and memory-associated loci limits recovery, paralleling epigenetic constraints in these programs within terminally exhausted CD8^^+^^ T cells in vivo.

### *Dysfunction of in vitro–generated T__Dysf__ cells is irreversible during in vivo rechallenge*.

Finally, we assessed the in vivo recall responses of our in vitro–generated T__Dysf__ cells, as a key hallmark of T cell exhaustion is the compromised ability to respond after antigen rechallenge (11, 24). We sorted congenically distinct Thy1.1^^+^^ P14 cells from T__Dysf__ or Acute-7d groups on day 19 and adoptively transferred them into naive C57BL/6 animals. One day later, mice were challenged with acute LCMV infection, and P14 recall responses were assessed after 6–7 days (Figure 7A). While Acute-7d cells underwent extensive proliferation, T__Dysf__ cells showed impaired expansion (Figure 7B), as well as sustained Ly108 downregulation (Figure 7C). Upon ex vivo GP33 peptide restimulation, T__Dysf__ cells exhibited reduced effector functions (Ifnγ and Perforin), while Acute-7d cells maintained heightened polyfunctionality (Figure 7, D and E). T__Dysf__ cells also expressed higher levels of exhaustion-associated molecules, such as Tox and Gzmb, in spleen, liver, and lungs (Figure 7, F and G, and Supplemental Figure 12, A and B). To test whether resting T__Dysf__ cells improves their recall capacity, we adoptively transferred T__Dysf__ P14 cells after a 7-day rest period, followed by acute LCMV infection (Figure 7H). Despite rest, T__Dysf__ cells remained impaired in proliferation and expression of Ly108 and Il7r (Figure 7, I and J, and Supplemental Figure 12C), showed diminished effector function (e.g., Ifnγ, Tnf, and CD107a) (Figure 7K), and retained high levels of exhaustion markers (PD-1, Tim3, Gzmb, and Tox) (Figure 7, L–N, Supplemental Figure 12, D–F). Together, these findings demonstrate that ~3 weeks of in vitro chronic stimulation drives CD8^^+^^ T cells into a stable, terminally dysfunctional program that mirrors in vivo terminal exhaustion, including severely impaired recall capacity.

## Discussion

Epigenetic scarring of T cell exhaustion programs is a major cell-intrinsic barrier to T cell–based immunotherapies. Faithful model systems for T cell exhaustion are essential for understanding the individual and cooperative contributions of factors driving the epigenetic progression toward terminal exhaustion. While common animal models of T cell exhaustion, such as chronic LCMV infection or tumor models, are among the most reliable systems for these investigations, they present inherent complexities that make it challenging to dissect the precise contributions of individual factors to the epigenetic programming of TEX cells. Therefore, there is a major need to develop reliable reductionist approaches that enable precise control and isolation of individual signals, facilitating a deeper understanding of how specific factors influence the programming events underlying T cell exhaustion.

Recent studies have introduced new in vitro models of T cell dysfunction through repeated polyclonal anti-CD3 or antigen-specific stimulation of murine CD8^^+^^ T cells (18–21). However, a key limitation has been the poor survival and widespread cell death of repeatedly TCR-stimulated CD8^^+^^ T cells, preventing chronic stimulation from extending beyond 5–10 days (20). This restricts the ability to replicate in vivo settings, such as chronic viral infections, where CD8^^+^^ T cells experience prolonged stimulation over ~3 weeks before developing a terminally dysfunctional state (2, 24). Indeed, we found that ~1–2 weeks of repeated stimulation induces some exhaustion-like features, marked by increased coexpression of inhibitory receptors; however, these conditions fail to establish epigenetically stable terminal dysfunction. Instead, after acute antigen stimulation is removed, CD8^^+^^ T cells rapidly recover effector functions and memory programs. These findings align with the demonstrated plasticity of day 8–15 effector CD8^^+^^ T cells, which can regain function and memory potential when removed from chronic LCMV-infected environments and transferred to antigen-free conditions (24). Thus, short-term antigen stimulation alone is insufficient for inducing terminal dysfunction; instead, it drives effector differentiation with preserved memory potential, mimicking CD8^^+^^ T cell responses during acute viral infections, during which viruses are typically cleared within 1–2 weeks (50).

Here, we have developed a faithful animal cell model for terminal exhaustion by delivering chronic TGF-β1 signals between days 7 and 19 to chronically antigen-stimulated P14 CD8^^+^^ T cells. This in vitro model builds on our previous work showing that chronic, post-effector TGF-β1 signaling is necessary for driving terminal dysfunction in chronically TCR-stimulated human CD8^^+^^ T cells (9). Here, we demonstrate that prolonged TGF-β1 signals are critical for maintaining the survival of chronically antigen-stimulated P14 (T__Dysf__) cells while also promoting an epigenetically stabilized, terminally dysfunctional state. Under these conditions, T__Dysf__ cells exhibited the full range of phenotypic, functional, transcriptional, epigenetic, and metabolic characteristics of terminal exhaustion. The stability of this terminal exhaustion program was validated by resting T__Dysf__ cells following antigen withdrawal, which revealed persistent epigenetic “scarring” of the dysfunctional state. A limited degree of epigenetic flexibility was observed only within the minor PD-1^^int^^Tim3^^–^^ subset that emerged after resting T__Dysf__ cells. Furthermore, adoptive transfer studies of T__Dysf__ cells — both before and after resting — demonstrated that T__Dysf__ cells remained terminally dysfunctional, as they failed to regain effector functions or proliferate in response to acute LCMV infection.

Our tractable model of T cell exhaustion described here offers several advantages for studying molecular mechanisms that underline terminal dysfunction. Specifically, the ex vivo culture model (a) enables tracking of the developmental trajectory of T cell exhaustion over extended periods; (b) facilitates mechanistic studies of various signals from infected tissue or tumor microenvironments; (c) supports high-throughput molecular investigations of terminal T cell exhaustion, improving both the technical and economic efficiency, compared with genetic or therapeutic screening studies performed in vivo; (d) provides a more reliable tool for identifying key factors that stabilize the dysfunctional state in CD8^^+^^ T cells; and (e) offers physiologically relevant conditions for studying antigen-specific T cell responses by using antigen-dependent stimulation, rather than polyclonal, CD3-dependent stimulation. The T__Dysf__ model can be leveraged to design a discovery platform for the development of more effective immunotherapies aimed at restoring the function of severely dysfunctional T cells, ultimately enhancing treatment outcomes for patients with cancer or chronic infections.

## Methods

### *Sex as a biological variable*.

Our study was designed by accounting for sex as a biological variable. We examined both male and female animals, and similar findings are reported for both sexes.

### *Animals*.

All mice used in the LCMV infection experiments from this study were housed at The Ohio State University animal facilities under the IACUC-approved guidelines. This facility included an ambient temperature kept in a range of 68°C–76°C, relative humidity 30%–70%, and a 12-hour dark/12-hour light cycle (light 6 am to 6 pm). Mice were fed standard Teklad 7912 chow (Envigo). Transgenic mice expressing a TCR specific for the LCMV peptide GP33 (P14 donor mice) were bred in-house at The Ohio State University on a C57BL/6 background. Recipient C57BL/6 mice were purchased from The Jackson Laboratory and used at approximately 8 weeks of age. Recipient mice were sex-matched with donor mice.

### *In vitro chronic stimulation of mouse P14 CD8^^+^^ T cells*.

On day 0 of the in vitro chronic stimulation model, CD8^^+^^ T cells were isolated from spleens of healthy, uninfected male or female P14 transgenic mice (≥8 weeks old). Spleens were mashed through a 100 μm filter and subjected to RBC lysis. Splenocytes were enriched for CD8^^+^^ T cells using the EasySep Mouse CD8^^+^^ T Cell Isolation Kit (StemCell Technologies), then stained for spectral cytometry to confirm purity, viability, and GP33 tetramer specificity. CD8^^+^^ T cells were seeded into 6-well, flat-bottom, tissue culture–treated plates coated with mouse purified anti-CD3 (5 μg/mL; clone: 17A2; catalog 100102) and anti-CD28 (10 μg/mL; clone: 37.51; catalog 02102) (both from BioLegend), at a density of 1 × 10^^6^^ to 3 × 10^^6^^ CD8^^+^^ T cells/well in 3 mL of complete RPMI medium (10% fetal bovine serum and 1× Penicillin/Streptomycin from Gibco, 200 IU/mL of recombinant human IL-2 from PeproTech, and 50 μM of 2-Mercaptoethanol from MilliporeSigma) to stabilize IL-2 activity and CD8^^+^^ T cell priming (51). Plates were incubated at 37°C and 5% CO__2__ for 2 days to allow T cell activation.

On day 2, activated P14 CD8^^+^^ T cells were pooled, washed, and resuspended in T cell media (complete RPMI medium containing 20 IU/mL of recombinant human IL-2 and 10 ng/mL of recombinant human IL-15 from PeproTech). Cells were seeded into 96-well, U-bottom plates at 1 × 10^^5^^ to 2 × 10^^5^^ viable cells/well. For the 2d-stimulated condition, cells were cultured without GP33 peptide. For Acute-7d and Chronic groups, GP33 peptide (0.3 μg/mL) was added. On day 7, Acute-7d cells were maintained in peptide-free T cell media. For the Chronic + TGF-β1 T__Dysf__ condition, recombinant human TGF-β1 (5 ng/mL; PeproTech) was added to the GP33 peptide–containing medium beginning on day 7. Anti-CD28 was omitted during the chronic stimulation phase to simulate the declining costimulatory environment during chronic viral infections and tumors, where CD28 expression is progressively lost as TEX cells become terminally exhausted. Media were replenished every 2–3 days with fresh GP33 peptide and TGF-β1 until day 19.

On day 19 of chronic stimulation, P14 cells were sorted for viable CD8^^+^^ T cells (Sony MA900 Cell Sorter) and used for adoptive transfer, in vitro recovery experiments, or ATAC-Seq or snap-frozen at –80°C to use for RNA and DNA methylation sequencing analyses.

For recovery experiments, sorted P14 CD8^^+^^ T cells from day 12 or 19 of chronic stimulation were seeded at 5 × 10^^4^^ cells/well in complete RPMI medium containing IL-15 (10 ng/mL). Cells were cultured for 4–12 days and analyzed on days 23, 26, or 30 of in vitro culture.

### *Plate-bound in vitro stimulation of mouse P14 CD8^^+^^ T cells*.

Following a 2-day activation phase with mouse purified anti-CD3 (5 μg/mL) and anti-CD28 (10 μg/mL) (BioLegend), activated P14 CD8^^+^^ T cells were resuspended in complete RPMI medium containing 20 IU/mL of recombinant human IL-2 and 10 ng/mL of recombinant human IL-15 (PeproTech). P14 cells were then seeded into tissue culture–treated, 96-well, flat-bottom plates coated with anti-CD3 (5 μg/mL) at a density of 1 × 10^^5^^ to 2 × 10^^5^^ viable cells per well. Cells were transferred to freshly coated anti-CD3 plates every 2 days and analyzed on day 5 and 9.

### *Functional analysis of in vitro–stimulated P14 CD8^^+^^ T cells*.

The effector function and cytokine production of in vitro–stimulated P14 cells were analyzed on days 0, 2, 5, 7, 12, 19, 23, 26, and 30 after initial activation. Cells were collected at these time points and stimulated for either 3 hours with PMA/ionomycin plus protein transport inhibitors (eBioscience Cell Stimulation Cocktail, Thermo Fisher Scientific) or for 5 hours with GP33 peptide (0.3 μg/mL) plus protein transport inhibitors (eBioscience Brefeldin A and Monesin, Thermo Fisher Scientific) at 37°C. A spectral cytometry antibody targeting mouse CD107a (Brilliant Violet 421, BioLegend) was added at the beginning of each stimulation to track CD8^^+^^ T cell degranulation activity. Stimulation was immediately followed by antibody staining for spectral cytometry analysis.

### *Puromycin incorporation assay*.

For puromycin incorporation analysis (to measure protein translation capacity), P14 cells were stimulated for 5 hours with GP33 peptide (0.3 μg/mL) plus protein transport inhibitors as above. During the final 30 minutes of incubation, puromycin was added to the media at a concentration of 10 μg/mL (MilliporeSigma). During intracellular staining following stimulation, anti-puromycin antibody (Alexa Fluor 488, BioLegend) was used to label and measure puromycin uptake by spectral cytometry.

### *Adoptive transfer and in vivo rechallenge of in vitro–stimulated P14 CD8^^+^^ T cells*.

For adoptive transfer experiments, antigen-experienced P14 cells were sorted on day 19 or on day 26 (following 7 days of rest) of the in vitro stimulation protocol to isolate the viable CD8^^+^^ T cells using the Sony MA900 Cell Sorter. Immediately following sorting, P14 cells from the 3 described conditions (Acute-2d, Acute-7d, and T__Dysf__) were adoptively transferred into wild-type, congenically distinct (Thy1.1^^–^^Thy1.2^^+^^) C57BL/6 mice (male or female depending on P14 cell identity, age-matched at ≥8 weeks old) at 100,000–150,000 P14 cells/mouse from 1 of the 3 conditions via i.v. retro-orbital injection. One day following adoptive transfer, recipient mice were infected with LCMV Armstrong virus (2 × 10^^5^^ PFU/mouse) via i.p. injection. Mice were euthanized on day 6–7 postinfection, and lymphoid (spleens) and peripheral tissues (livers and lungs) were harvested and processed into single-cell suspensions as previously described (9). Tissue samples were then used for ex vivo GP33 peptide stimulation for 5 hours followed by spectral cytometry staining to assess the function and phenotype of the transferred P14 cells.

### *Spectral cytometry antibody staining*.

Single-cell suspensions were stained with a comprehensive panel, and data were collected using a Cytek Aurora 4-laser spectral cytometer and SpectroFlow software (version 3.3). Dead cells were stained with Ghost Dye Violet 510 (catalog 50-105-2992, Tonbo Biosciences, 1:600 dilution). Mouse surface antibodies used for staining throughout this study include Brilliant Violet 421 anti-CD107a (LAMP-1; clone 1D4B, 1:150 dilution; catalog 121617), Brilliant Violet 605 anti-CD62L (MEL-14, 1:400 dilution; catalog 104437), Brilliant Violet 605 anti-CD103 (2E7, 1:400 dilution; catalog 121433), Brilliant Violet 650 anti-Ccr7 (4B12, dilution 1:200; catalog 120137), Brilliant Violet 711 anti-Cx3cr1 (SA011F11, 1:300 dilution; catalog 149031), Pacific Blue anti-Ly108 (SLAMF6; 330-AJ, 1:150 dilution; catalog 134608), PerCP/Cyanine5.5 anti-CD8a (53–6.7, 1:300 dilution; catalog 100734), Alexa Fluor 700 anti-CD44 (IM7, 1:400 dilution; catalog 103026), APC/Cyanine7 anti-CD279 (PD-1; 29F.1A12, 1:200 dilution; catalog 135224), PE/Cyanine7 anti-Tim3 (RMT3-23, 1:200 dilution; catalog 119716), PE anti-CD127 (Il7r; A7R34, 1:300 dilution; catalog 135009) (all from BioLegend), and Brilliant Violet 711 Annexin V (catalog 563972, BD Horizon, 1:300 dilution). LCMV GP33-specific CD8^^+^^ T cells were detected by tetramerization of GP33 monomers (supplied by the NIH Tetramer Core Facility) conjugated to streptavidin-APC (eBioscience).

Cells were then fixed and permeabilized for intracellular staining using the 10× Permeabilization Buffer (Invitrogen). Mouse intracellular antibodies used for staining throughout this study include APC anti–IFN-γ (XMG1.2, 1:200 dilution; catalog 505810), Brilliant Violet 650 anti-TNF (MP6-XT22, 1:400 dilution; catalog 506333), Brilliant Violet 785 anti-Tbet (4B10, 1:200 dilution; catalog 644835) PE/Dazzle 594 anti–Granzyme B (QA16A02, 1:200 dilution; catalog 372216), PE anti-Perforin (S16009A, 1:200 dilution; catalog 154306), Alexa Fluor 488 anti-Puromycin (2A4, 1:200; catalog 381506) (all from BioLegend), Alexa Fluor 488 anti–TCF-7/TCF-1 (S33-966, 1:200 dilution; catalog 567018, BD Biosciences), eFluor 660 anti-TOX (TXRX10, 1:200 dilution; catalog 50-6502-82, eBioscience), and Brilliant Ultra Violet 737 anti–Ki-67 (SolA15, 1:150 dilution; catalog 367-5698-82, eBioscience).

### *Cytotoxicity assay of P14 CD8^^+^^ T cells*.

For in vitro cytotoxicity assay, GP33-expressing CT2A glioma tumor cells (a gift from Hiroshi Nakashima, Harvard University, Boston, Massachusetts, USA) (52) were labeled with CFSE dye (1 μM, Sigma), then seeded into a 96-well, flat-bottom plate at a concentration of 60,000 cells per well in complete RPMI medium. The tumor cells were incubated at 37°C and 5% CO__2__ overnight to allow monolayer formation. The following day, each well was seeded with 60,000 P14 cells collected from either the acutely or chronically stimulated conditions at the indicated time point. The cocultured tumor cells and P14 cells were then incubated overnight (18–20 hours), followed by staining for spectral cytometry. Tumor cell killing activity was determined by measuring the number of dead tumor cells per 10 viable CD8^^+^^ T cells by spectral cytometry.

### *RNA-Seq*.

RNA was isolated from sorted P14 cell pellets using the Arcturus PicoPure RNA Isolation Kit (catalog KIT0204, Applied Biosystems). RNA samples were submitted for library prep and sequencing by Azenta Life Sciences. RNA-Seq data were analyzed by Partek Flow software. The generated FASTQ files were used for prealignment quality assurance/quality control, then aligned to the mouse mm10 genome by STAR. The resultant aligned reads were quantified to the mm10 RefSeq Transcripts using Quantify to annotation model, followed by filtering to exclude features where maximum < 50.0. 

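The deposited table was compared with these steps. It holds 24303 genes, of which 1263 are at 0 in all 8 libraries. A maximum of at least 50 normalized counts was reached by 13175 genes, and 11128 stayed under it, so the table had not been filtered in this way. Of its names, 23629 (97.2%) are in GENCODE vM21 and 20465 (84.2%) are symbols of RefSeq for GRCm38.p6. A group of 3655 names is in GENCODE only and 491 are in RefSeq only. Over the 16753 genes above 0 in all libraries, the median ratio to the geometric mean was between 1.01302 and 1.01309 in the 8 libraries, so the columns share the scale that median-ratio normalization gives.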

DESeq2 analysis was performed first by normalization of the filtered gene counts for median ratio to compare among the P14 conditions. 

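The effect of adjusting the p-value was measured at a fold change of at least 2 in limma's fit. With an unadjusted p under 0.05, 3184 genes passed between T_Dysf and Acute-7d, 3517 between T_Dysf and Acute-2d and 4060 between T_Dysf and Effector. Among the 13175 genes with a maximum of at least 50, a choice made after the data were seen, the numbers with an adjusted p under 0.05 were 1712, 1989 and 2532.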

DEGs were determined as genes with fold change ≥ 2 and *P* < 0.05 between the compared groups. The DEGs were plotted into heatmaps and used for PCA compared with the transcriptional signatures of TEX subsets from acute or chronic LCMV infection in mice (28, 36) using Partek Flow software. GSEA for Hallmark and Gene Ontology pathways and the pan-cancer single-cell RNA-Seq gene signatures for human TILs (33) was performed using Partek Flow software. The lists of significant biomarker genes for TEX subsets were calculated using the normalized RNA counts of TEX subsets (generated in vivo) (28) on Partek (*P* < 0.05, fold change ≥ 2). Enrichment analyses using these transcriptional signatures of TEX subsets were performed on GSEA software (UCSD and Broad Institute, v4.3.3).

### *ATAC-Seq*.

P14 cells were isolated for ATAC-Seq using the Sony MA900 Cell Sorter, including Acute-7d or T__Dysf__ PD-1^^+^^Tim3^^+^^ on day 19 and resting T__Dysf__ cells isolated as PD-1^^+^^Tim3^^–^^ (Rest-SP) or PD-1^^+^^Tim3^^+^^ (Rest-DP) on day 23. ATAC was performed using Omni-ATAC, as previously described (53), with minor modifications. Briefly, nuclei were isolated from cells using ATAC lysis buffer (10 mM Tris-HCl pH 7.5, 10 mM NaCl, 3 mM MgCl__2__, 0.1% NP-40, 0.1% Tween 20, and 0.01% Digitonin) and then transposed for 30 minutes at 37°C using Tagment DNA TDE1 Enzyme (Illumina, 20034197). Transposed DNA was purified, and libraries were generated using Nextera XT DNA Library Preparation Kit (Illumina, FC-131-2001). The concentration and size distribution of libraries were determined by Qubit (Thermo Fisher Scientific) and Agilent Tapestation, respectively. The ATAC libraries were then sequenced by Azenta Life Sciences. The data were analyzed using cutadapt 1.18, Bowtie2, Picard 2.18.17, samtools, and deepTools 3.3.0. First, the FASTQ files were trimmed using cutadapt, then aligned to mouse mm10 genome assembly using Bowtie2. Next, duplicate reads were removed using Picard 2.18.17, and bigWig files were generated with deepTools. Differentially OCRs on day 19 were defined as regions with fold change ≥ 2 (for open in T__Dysf__) or ≤ –2 (for closed in T__Dysf__) and *P* < 0.01 for T__Dysf__ versus Acute-7d cells and plotted as heatmaps using Partek Flow software. PCA was performed using Partek to compare OCRs for Acute-7d, T__Dysf__, and Rest-SP or Rest-DP subsets to published chromatin landscapes for memory or exhausted CD8^^+^^ T cells (23) using the top 5,000 variable peaks. Accessible chromatin peaks were visualized using IGV software at the indicated genomic sites. To visualize chromatin accessibility transitions specific to T__Dysf__ PD-1^^+^^Tim3^^+^^ cells, we generated an alluvial plot. Peaks were classified as “open” or “closed” (stage 2) based on comparisons to the Acute-7d condition, using thresholds of adjusted *P* < 0.01 and fold change ≥ 2 or ≤ –2. These peaks were then evaluated in resting states (Rest-DP and Rest-SP) to assign stage 3 labels — open, closed, or unchanged — using the same statistical cutoffs. The Sankey-style plot depicts the number of peaks transitioning from the Acute-7d baseline (stage 1) through their T__Dysf__-specific state (stage 2) to their resting fate (stage 3), highlighting dynamic regulatory patterns across conditions. TF enrichment analysis was performed using HOMER (findMotifsGenome.pl) with the mm10 genome and the -size given option to preserve original region lengths.

### *Targeted DNA methylation sequencing*.

DNA was isolated from FACS-purified P14 cell pellets (sorted on day 19 of in vitro stimulation) and used for bisulfite conversion using the EZ DNA Methylation-Direct Kit (Zymo). PCR was then performed on the bisulfite-converted DNA at DMRs for key genes related to CD8^^+^^ T cell exhaustion states (*Tcf7*, *Ccr7*, *Pdcd1*). The following primers were used for each region: *mTcf7* (forward primer: 5′-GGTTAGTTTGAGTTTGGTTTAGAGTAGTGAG-3′, reverse primer: 5′-CCTCTTACCTAAATTTCCCTACAAAATACC-3′), *mCcr7* (forward primer 5′-GGAGTTTGGGATAAAAGTTTTTAATGG-3′, reverse primer: 5′-CCAAACCCACTCTAAACCCTATATTAC-3′), and *mPdcd1* (forward primer: 5′-GGTTGAGAGAGATTGAAATTAGGGTTAG-3′, reverse primer: 5′-CAACAAAACTAACAAACCTAAAACAACT-3′). Following PCR amplification, the amplicon size was verified by gel electrophoresis. Gel bands were excised, and amplicon DNA was purified from each region using the Zymoclean Gel DNA Recovery Kit (Zymo). The purified amplicon DNA was then used for library preparation using the Native Barcoding Kit 24 V14 (Oxford Nanopore Technologies) (9). The barcoded DNA library was loaded onto an R10 flow cell and run on the MinION Mk1B sequencer from Oxford Nanopore. FASTQ files generated from the sequencing run were used for downstream analysis for genome alignment and determining percentage of CpG methylation at each amplified region using a customized NanoEM pipeline (54).

### *Statistics*.

Statistical analyses were performed using GraphPad Prism v10. For flow cytometry and DNA methylation data analysis, comparisons between 2 groups were performed using the Mann-Whitney *U* test (unpaired, 2-sided). For comparison of 3 or more groups, 1-way ANOVA tests (for 1 factor) or 2-way ANOVA tests (for 2 factors) were performed with a Tukey’s multiple-comparison correction. Biological and technical replicates (*n*) are stated in the figures. All data were expressed as mean ± SEM, and a *P* value of less than 0.05 was considered statistically significant. Statistical significance for RNA-Seq data was determined by PCA, DESeq2 analysis, or GSEA using Partek Flow software (v12) or UCSD and Broad Institute GSEA software. Statistical significance for ATAC-Seq data was determined by PCA and DESeq2 analysis using Partek Flow software.

### *Study approval*.

All research conducted in this study complies with the ethical regulations under the approved protocols by The Ohio State University IACUC (IACUC #2019A00000055-R1) and the Institutional Biosafety Committee (IBC #2020R00000129).

### *Data availability*.

Values for all data points in graphs are reported in the Supporting Data Values XLS file. ATAC-Seq and RNA-Seq datasets have been deposited in the NCBI BioProject PRJNA1299473 and Gene Expression Omnibus under the accession codes GSE304670 and GSE304671, respectively.

## Author contributions

Conceptualization: HEG. Methodology: HEG, AY, AAS, and AL. Investigation: HEG, AY, AAS, AL, AMY, KP, AS, MRA, and EMO. Visualization: HEG, AY, AAS, and AL. Supervision: HEG. Writing — original draft: HEG, AY, AAS, and AL. Writing — review and editing: HEG, EMO, AY, AAS, and AL.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
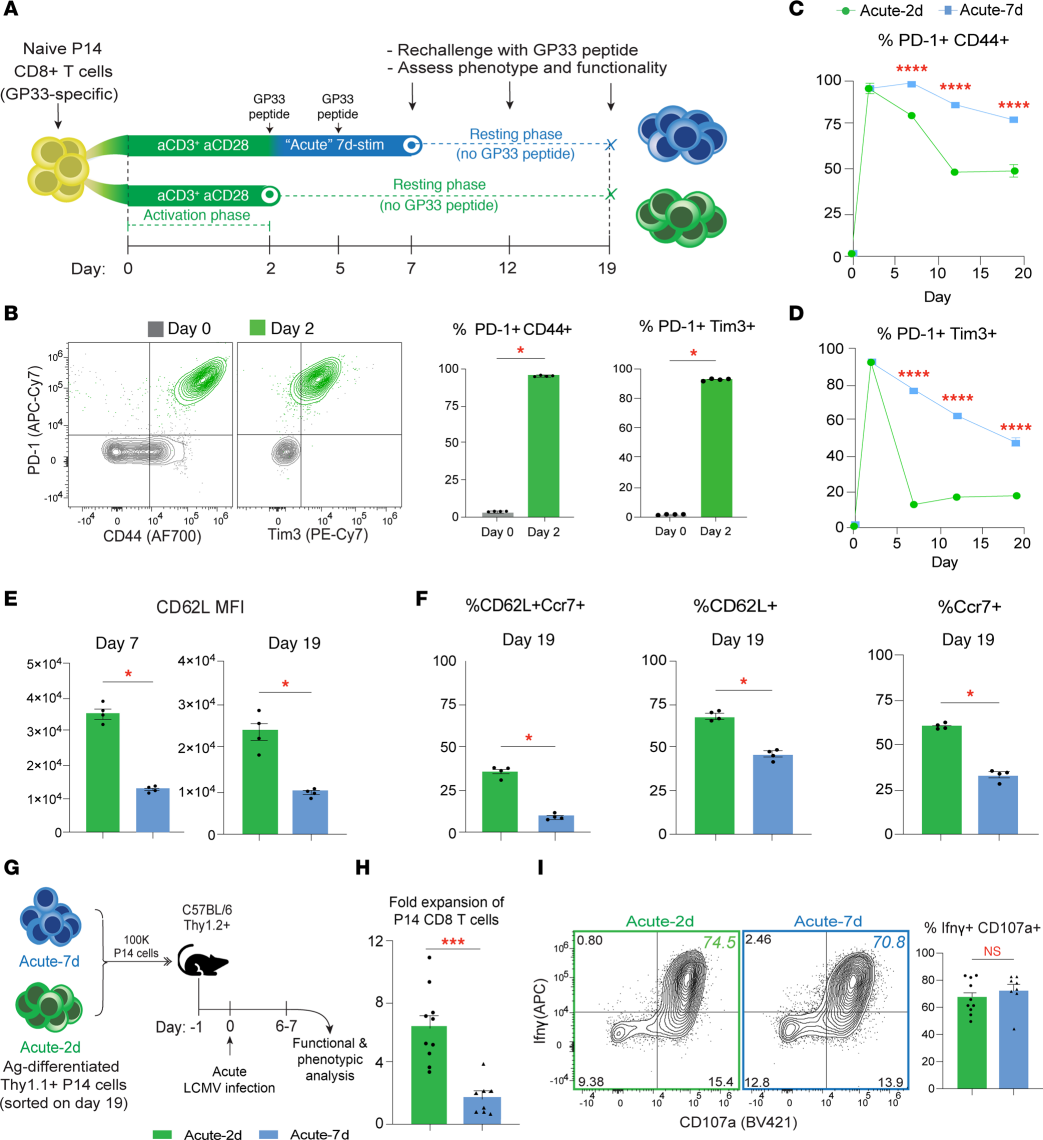
Acute antigenic stimulation for 1 week fails to induce a dysfunctional program in CD8^+^ T cells. (**A**) Schematic for in vitro stimulation of GP33-specific P14 CD8^+^ T cells isolated from spleens of naive mice. P14 cells were activated with anti-CD3 and anti-CD28 day 0–2, followed by resting (“Acute-2d”), or by 2 rounds of GP33 peptide stimulation day 2–7 followed by resting until day 19 (“Acute-7d”). (**B**) Representative FACS plots showing expression of PD-1 and CD44 or Tim3 on P14 cells from day 0 to day 2 and summary bar graphs showing frequency of PD-1^+^CD44^+^ or PD-1^+^Tim3^+^ P14 cells on days 0 and 2. (**C**) Longitudinal tracking of % PD-1^+^CD44^+^ P14 cells for either Acute-2d (bottom line, green) or Acute-7d (top line, blue) or (**D**) % PD-1^+^Tim3^+^ P14 cells from day 0–19. (**E**) Expression levels (shown by geometric mean fluorescence intensity, gMFI) of CD62L from Acute-2d or Acute-7d P14 cells on days 7 and 19. (**F**) Bar graphs showing % of CD62L^+^Ccr7^+^, total CD62L^+^, and total Ccr7^+^ P14 cells on day 19. (**G**) Schematic for adoptive transfer of 100K Acute-2d or Acute-7d in vitro–stimulated P14 cells in congenically distinct C57BL/6 mice on day 19, followed by acute LCMV infection and analysis day 6–7 postinfection. (**H**) Fold expansion of P14 cells relative to endogenous GP33-specific CD8^+^ T cells on day 6–7 postinfection. (**I**) Representative FACS plots and % Ifnγ^+^CD107a^+^ P14 cells after ex vivo GP33 peptide restimulation of splenocytes. For **B**–**F** *n* = 4 biological replicates, representative of 2 to 3 independent experiments. For **H** and **I**, data were pooled from 2 independent experiments, each with *n* = 3–4 biological replicates per group. *P < 0.05, ***P < 0.001, ****P < 0.0001. Comparisons were determined by 2-way ANOVA (**C** and **D**) or Mann–Whitney *U* test (unpaired, 2-sided) (**B**, **E**, **F**, **H**, and **I**). Error bars indicate mean ± SEM.

**Figure 2:**
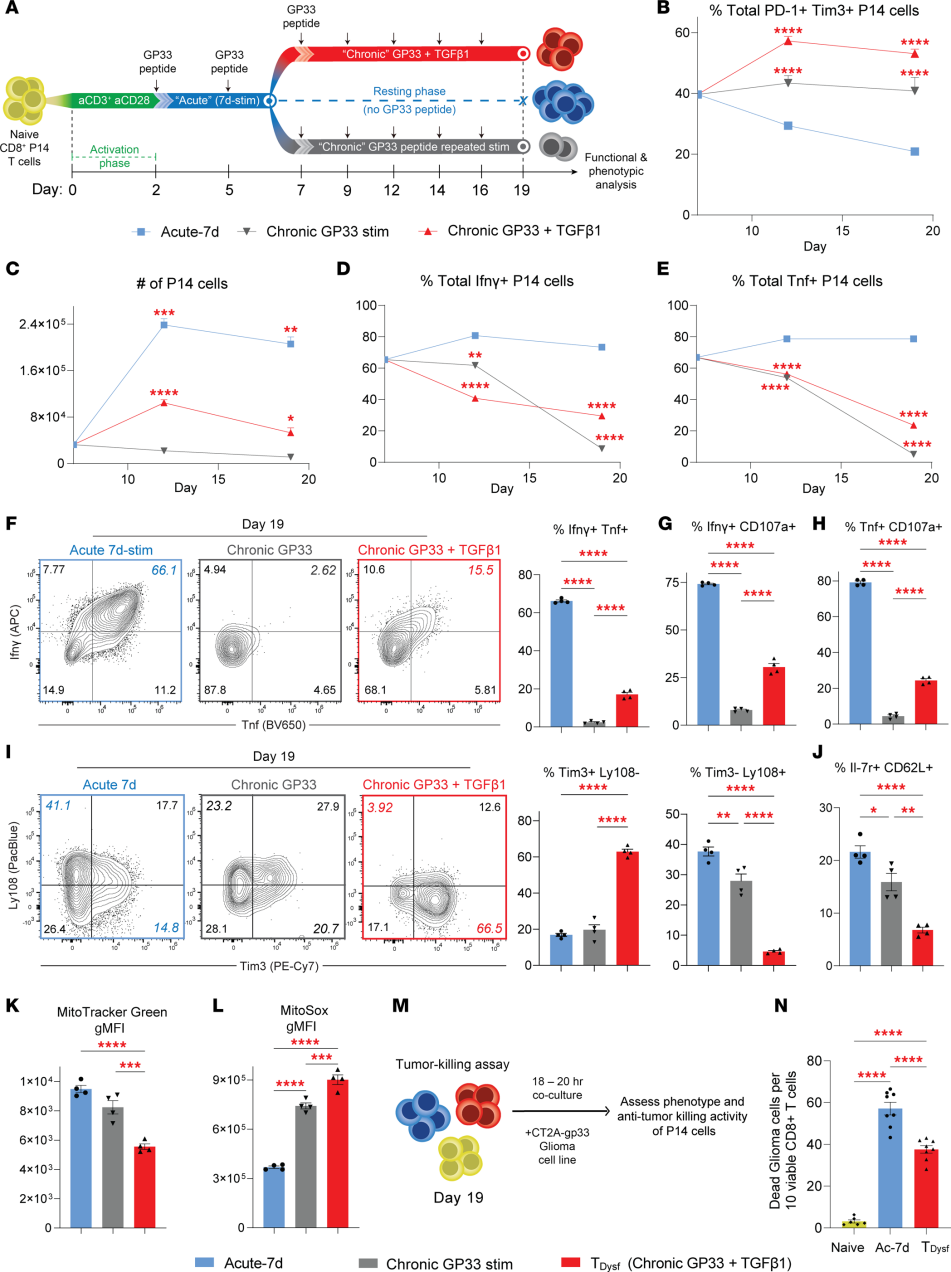
Chronic antigenic stimulation faithfully induces terminal dysfunction. (**A**) Schematic for in vitro stimulation of P14 cells: Activated P14 cells were acutely stimulated by GP33 peptide from day 2–7 and rested until day 19 (Acute-7d condition, blue) or repeatedly GP33-stimulated from day 2–19 with chronic TGF-β1 exposure (day 7–19, red T_Dysf_) or without TGF-β1 signals (gray). Longitudinal tracking of (**B**) frequencies of PD-1^+^Tim3^+^ P14 cells, (**C**) P14 cell numbers/200 μL, (**D**) %Ifnγ^+^ and (**E**) %Tnf^+^ from day 7–19 for Acute-7d (blue), Chronic GP33 stim (gray), or Chronic GP33+TGF-β1 (red). (**F**) Representative FACS plots and bar graphs of Ifnγ and Tnf expression, (**G**) %Ifnγ^+^CD107a^+^, or (**H**) %Tnf^+^CD107a^+^ P14 cells on day 19 after GP33 peptide rechallenge. (**I**) Representative FACS plots and bar graphs of Tim3 and Ly108 expression. (**J**) Summary bar graph of %Il7r^+^CD62L^+^ P14 cells on day 19. Expression level (geometric MFI; gMFI) of (**K**) MitoTracker Green dye (for mitochondrial mass) and (**L**) MitoSox Red dye (for mitochondrial ROS) within P14 cells on day 19. (**M**) Schematic for tumor-killing assay of naive (yellow), Acute-7d, or T_Dysf_ P14 cells cocultured with GP33-expressing CT2A glioma tumor cells. (**N**) Bar graph showing numbers of dead CT2A-GP33 cells per 10 viable P14 cells. All *n* = 4 biological replicates, representative of 2 to 3 independent experiments. Adjusted *P* value *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Comparisons were determined by 2-way ANOVA (**B**–**E**) or 1-way ANOVA with Tukey’s multiple comparisons (**F**–**L** and **N**). Error bars indicate mean ± SEM.

**Figure 3:**
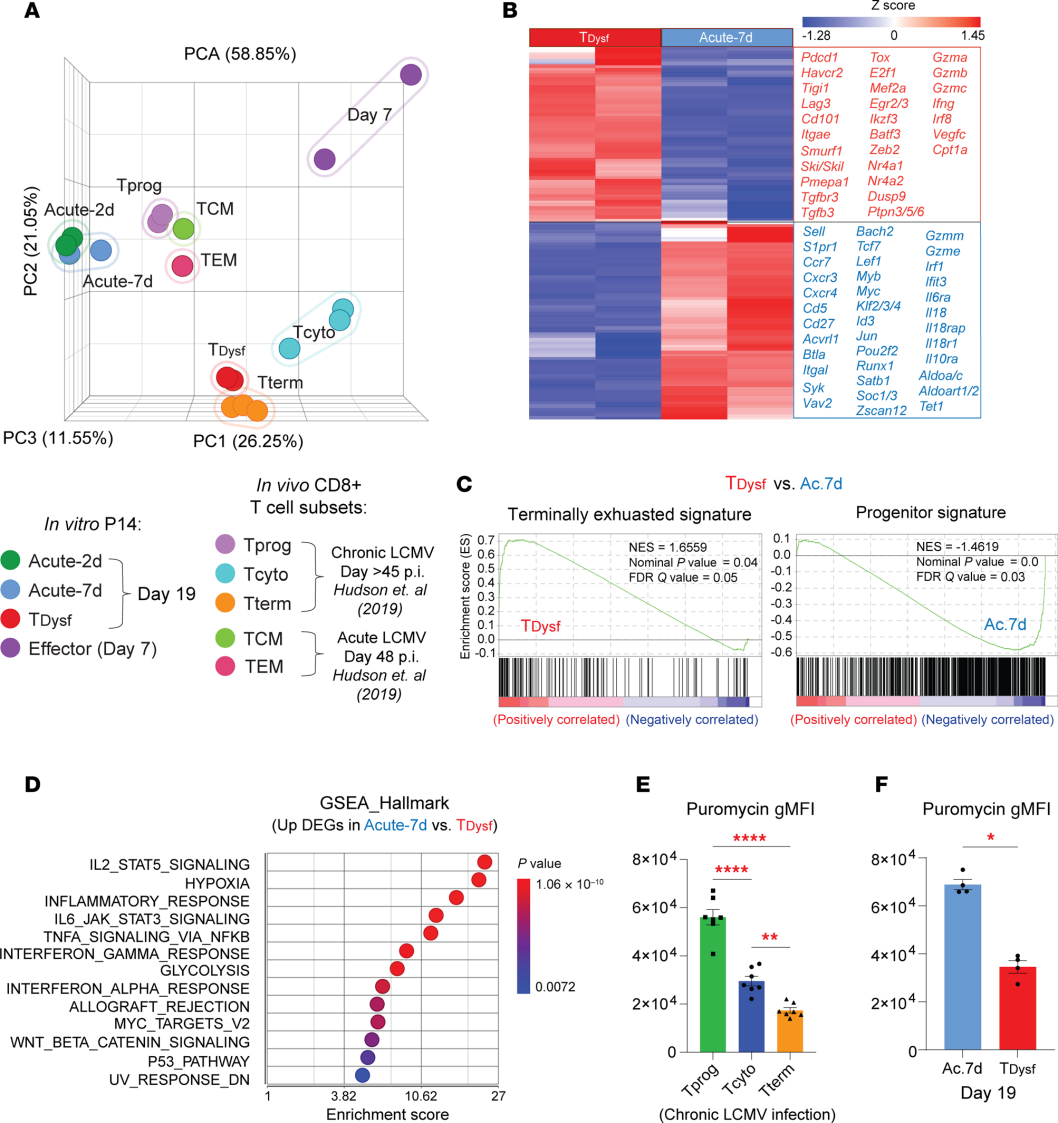
Chronic TCR plus TGF-β1 signals establish the terminal exhaustion transcriptome and impair protein translation. (**A**) Principal component analysis (PCA) plot comparing transcriptional (RNA) signatures for in vitro antigen-stimulated P14 cells (isolated on day 7, “Effector”; or day 19, “T_Dysf_,” “Acute-2d”, “Acute-7d”) to published signatures for PD-1^+^CD8^+^ TEX subsets isolated on day >45 of chronic LCMV infection (progenitor “Tprog” CD101^–^Tim3^–^; cytolytic “T_cyto_” CD101^–^Tim3^+^; terminally exhausted “T_term_” CD101^+^Tim3^+^) (28) or memory CD8^+^ T cell subsets on day 48 postinfection with acute LCMV (central memory “TCM,” effector memory “TEM”) (36). (**B**) Heatmap showing differentially expressed genes (DEGs) between T_Dysf_ and Acute-7d P14 cells. DEGs were plotted based on relative *Z*-score of normalized RNA counts and grouped based on shared expression patterns. (**C**) Gene set enrichment analysis (GSEA) plots for DEGs upregulated in T_Dysf_ versus Acute-7d in comparison to published signatures for TEX subsets on day >45 of chronic LCMV infection (28). (**D**) GSEA score plot compared with Hallmark gene signature for DEGs upregulated in Acute-7d versus T_Dysf_. (**E**) Summary bar graph for intracellular puromycin levels (gMFI) in TEX subsets isolated from LCMV clone 13–infected mice on day 21 postinfection or (**F**) in vitro–stimulated P14 cells on day 19 after GP33 peptide rechallenge. *N* = 2 biological replicates for RNA-Seq, or *n* = 4–6 biological replicates for **E** and **F**, representative of 2 to 3 independent experiments. Statistical significance was determined by (**A**) PCA, (**B**) DESeq2 analysis, or (**D**) GSEA using Partek software or (**C**) using UCSD and Broad Institute GSEA software. Comparisons (**E**) were determined by 1-way ANOVA with Tukey’s multiple comparisons or (**F**) Mann-Whitney *U* test (unpaired, 2-sided). Adjusted *P* value *P < 0.05, **P < 0.01, ****P < 0.0001. Error bars indicate mean ± SEM.

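The 75 gene names printed beside the heatmap of Fig. 3B were read from the figure, 33 as higher and 42 as lower in T_Dysf. In limma's fit, 74 of them changed in that direction between T_Dysf and Acute-7d, with *Smurf1* the exception. Of the 75, 53 were DEGs at a fold change of at least 2 and an adjusted p under 0.05 over all genes, 23 of those higher and 30 of those lower. By p-values adjusted over the list alone, 68 passed. The study chose the list on these samples, so that count is not independent evidence. *Jun* (chromosome 4, 95049034 to 95052222) was among those that did not pass by either count, with a log2 fold change of -0.88 (standard error 0.56, adjusted p = 0.394). Its value rested on 1 library, since the log2 fold change was -0.17 without Acute-7d replicate 1 and -1.58 without Acute-7d replicate 2.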

**Figure 4:**
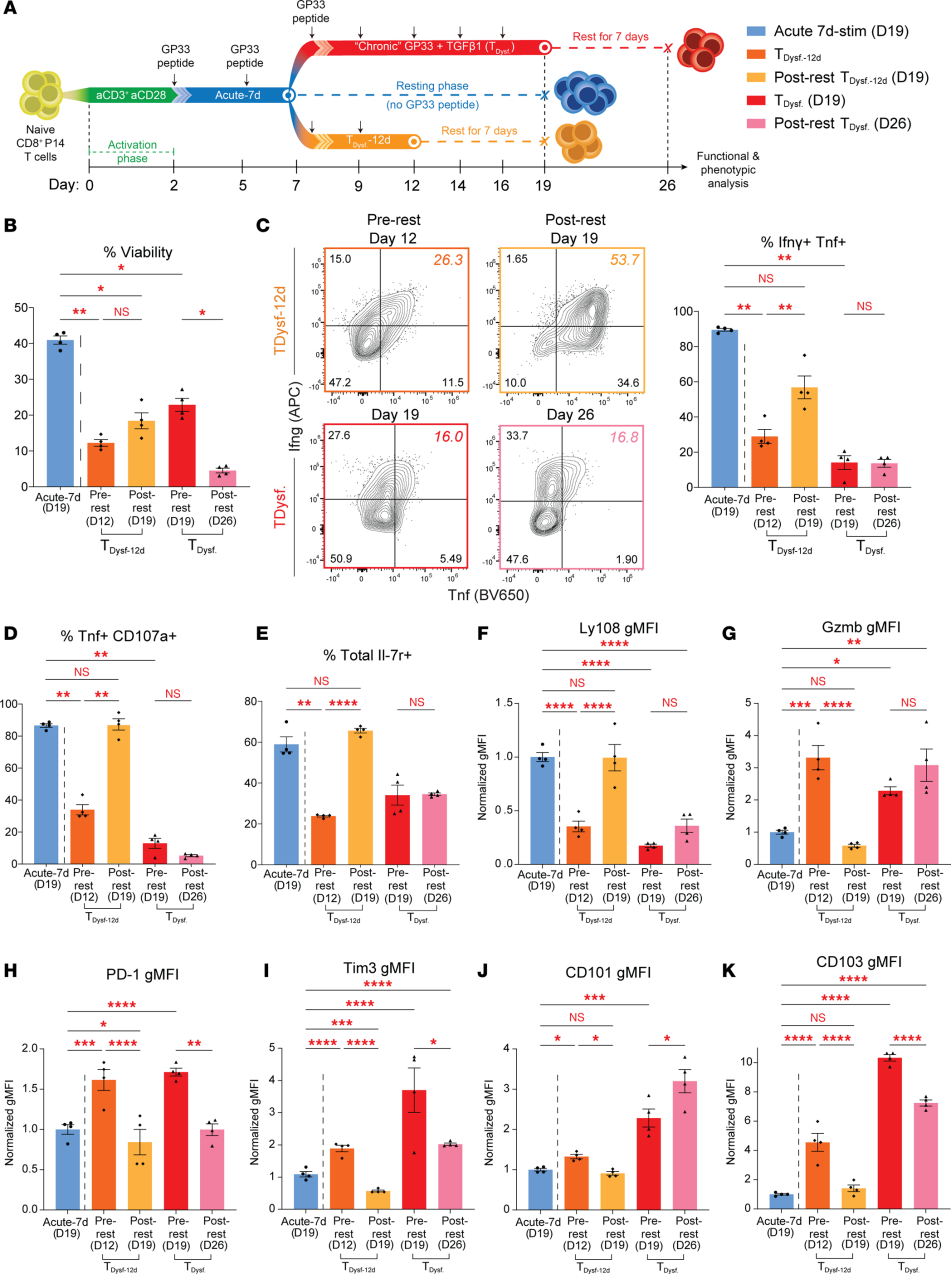
Stable CD8^+^ T cell dysfunction requires prolonged stimulation exceeding 2 weeks. (**A**) Schematic showing resting phase of T_Dysf_ P14 cells under homeostatic conditions. Naive P14 CD8^+^ T cells were stimulated with GP33 peptide and TGF-β1 for either 12 days (T_Dysf_-12d) or 19 days (T_Dysf_), then rested in GP33 and TGF-β1–free medium for 7 days. (**B**) Bar graph depicting frequency of viable P14 cells comparing T_Dysf_-12d pre-rest (day 12) and post-rest (day 19) versus T_Dysf_ pre- and post-rest (day 19 and 26, respectively). (**C** and **D**) Functional assessment of polyfunctional cytokine production. Representative FACS plots and bar graphs showing frequencies of (**C**) Ifnγ^+^Tnf^+^ and (**D**) Tnf^+^CD107a^+^ P14 cells following GP33 peptide rechallenge for P14 CD8^+^ T cells on day 12, 19, and 26 following resting for 7 days. (**E**) Bar graph showing frequency of Total Il7r^+^ P14 cells. (**F**) Expression level (normalized gMFI) of Ly108, (**G**) Gzmb, (**H**) PD-1, (**I**) Tim3, (**J**) CD101, and (**K**) CD103 within P14 cells normalized to Acute-7d on day 19. All *n* = 4 biological replicates, representative of 2 to 3 independent experiments. Adjusted *P* value *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Comparisons were determined by 1-way ANOVA with Tukey’s multiple comparisons (**B**–**K**). Error bars indicate mean ± SEM.

**Figure 5:**
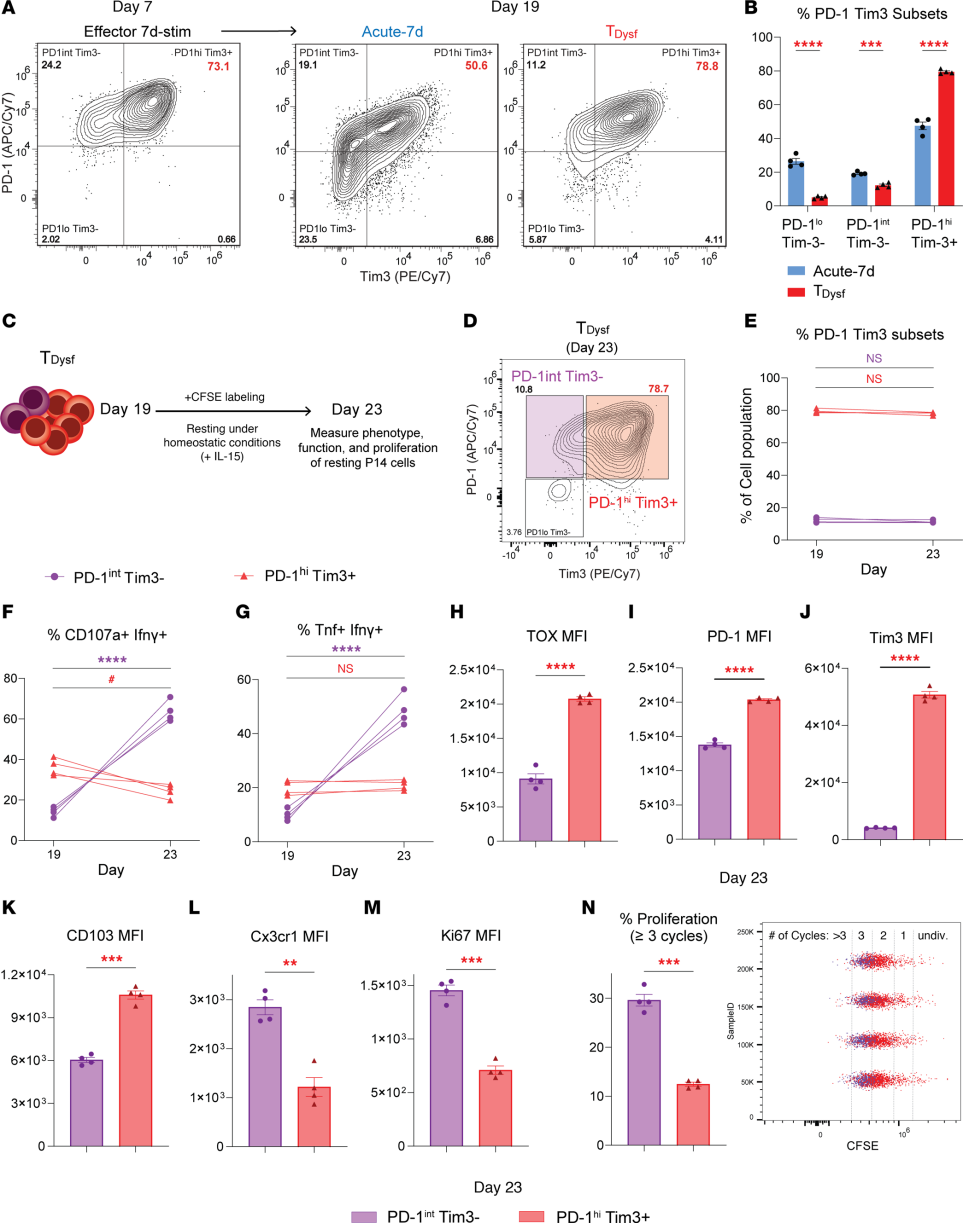
Dysfunctional CD8^+^ T cells recapitulate the heterogeneity of exhausted CD8^+^ T cells generated in vivo. (**A**) Representative FACS plots of PD-1 and Tim3 expression for P14 CD8^+^ T cells on both day 7 (Effector 7d-stim) and day 19 (Acute-7d or Chronic GP33^+^TGF-β1: T_Dysf_) after rechallenging with GP33 peptide. (**B**) Summary bar graph showing % of PD-1– and Tim3-expressing subsets on P14 CD8^+^ T cells on day 19. (**C**) Schematic for the resting phase of T_Dysf_ P14 cells under homeostatic conditions. (**D**) Representative FACS plot of PD-1 and Tim3 expression for P14 CD8^+^ T cells on day 23 following resting for 4 days. (**E**) Longitudinal tracking on day 19 and 23 of the frequency of PD-1^int^Tim3^–^ (purple) and PD-1^hi^Tim3^+^ (red) P14 cells, (**F**) frequency of CD107a^+^Ifnγ^+^ P14 cells, and (**G**) frequency of Tnf^+^Ifnγ^+^ P14 cells within PD-1^int^Tim3^–^ and PD-1^hi^Tim3^+^ subsets. (**H**) Expression levels (gMFI) of TOX, (**I**) PD-1, (**J**) Tim3, (**K**) CD103, (**L**) Cx3cr1, and (**M**) Ki67 within PD-1^int^Tim3^–^ and PD-1^hi^Tim3^+^ subsets on day 23. (**N**) Bar graph showing frequencies of divided P14 cells with ≥3 proliferation cycles by CFSE staining. All *n* = 4 biological replicates, representative of 2 to 3 independent experiments. Adjusted *P* value ^#^*P* < 0.05 for PD-1^hi^Tim3^+^ cells (**F**), **P < 0.01, ***P < 0.001, ****P < 0.0001. Comparisons were determined by 1-way ANOVA (**B**), 2-way ANOVA (**E**–**G**), or Mann-Whitney *U* test (unpaired, 2-sided) (**H**–**N**). Error bars indicate mean ± SEM.

**Figure 6:**
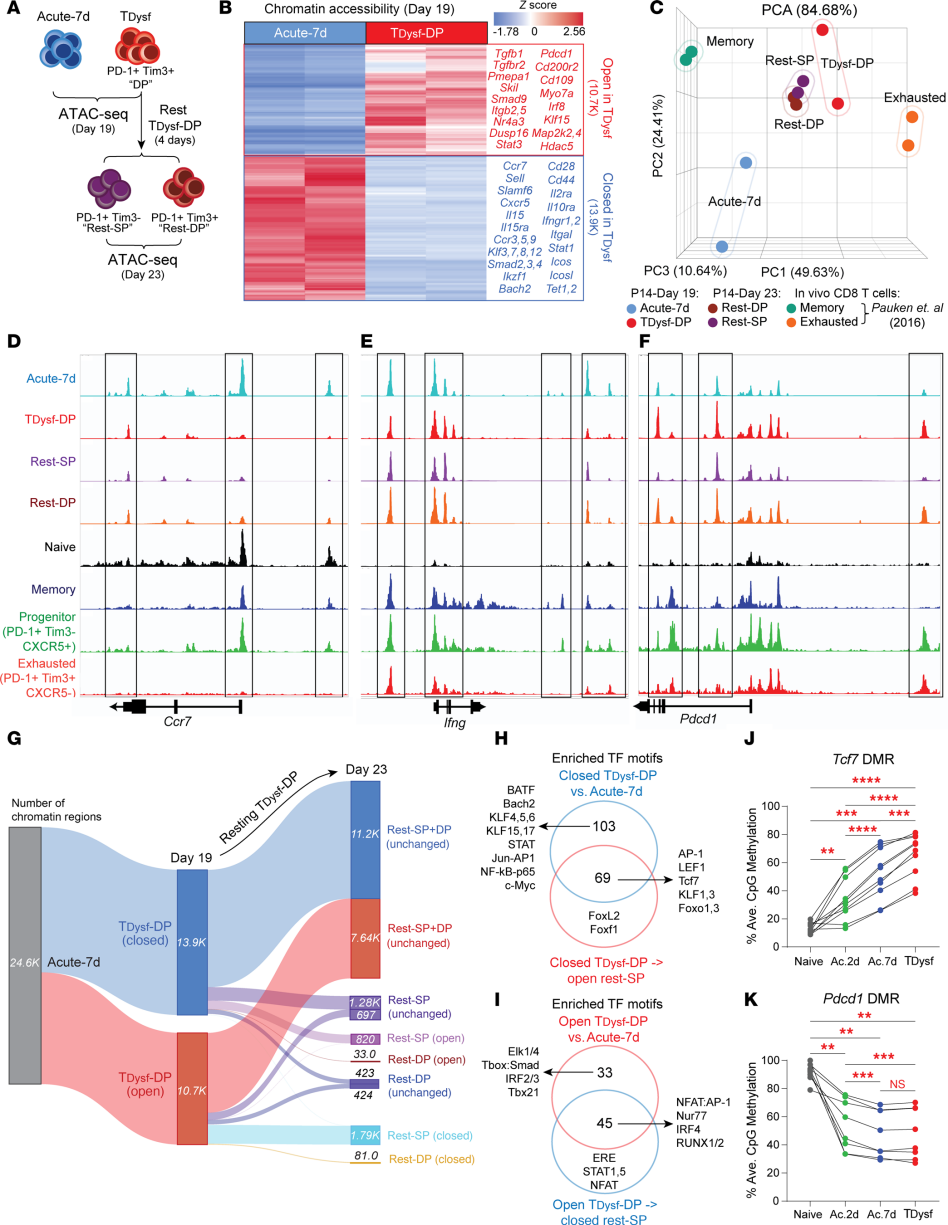
Terminal dysfunction of in vitro–generated CD8^+^ T cells is stabilized by exhaustion-associated epigenetic programs. (**A**) Schematic for ATAC-sequencing of P14 cells from the models described in Figure 2A and Figure 5C. T_Dysf_ cells were FACS-sorted on day 19 of chronic stimulation as the PD-1^+^Tim3^+^ (double-positive, “T_Dysf_-DP”) and rested for 4 days. Rested T_Dysf_-DP cells were sorted on day 23 as PD-1^+^Tim3^–^ (single-positive, “Rest-SP”) or PD-1^+^Tim3^+^ (double-positive, “Rest-DP”). (**B**) Heatmap showing differentially open chromatin regions (OCRs) between Acute-7d and T_Dysf_-DP cells (day 19) plotted based on relative *Z*-score with example genes listed. Red indicates “open” and blue indicates “closed” regions. (**C**) PCA comparing chromatin accessibility profiles for in vitro Acute-7d or T_Dysf_ subsets to published signatures for in vivo memory or exhausted CD8^+^ T cells (23). (**D**) Representative snapshots of accessible chromatin peaks (mapped in Integrative Genomics Viewer, IGV) within in vitro P14 or in vivo naive, memory, progenitor, or exhausted CD8^+^ T cells (44) at gene loci for *Ccr7*, (**E**) *Ifng*, and (**F**) *Pdcd1*. (**G**) Alluvial plot tracking the number of chromatin regions from Acute-7d cells that became open/closed in T_Dysf_-DP (day 19) compared with Acute-7d and regions from T_Dysf_-DP that remained unchanged or became open/closed in rested T_Dysf_ subsets (day 23). (**H**) Venn diagram comparing transcription factor (TF) motifs enriched within closed OCRs in T_Dysf_-DP cells and regions that became open in Rest-SP cells or (**I**) open OCRs in T_Dysf_-DP cells and regions that became closed in Rest-SP cells. (**J**) Average % CpG methylation at *Tcf7* and (**K**) *Pdcd1* differentially methylated regions (DMRs) within naive or in vitro–generated P14 cells (day 19). *N* = 2 biological replicates, representative of 2 to 3 independent experiments. Statistical significance was determined by DESeq2 (**B** and **G**) or PCA (**C**) using Partek software. Comparisons in **J** and **K** were determined by repeated measures 1-way ANOVA with Tukey’s multiple comparisons. Adjusted *P* value **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 7:**
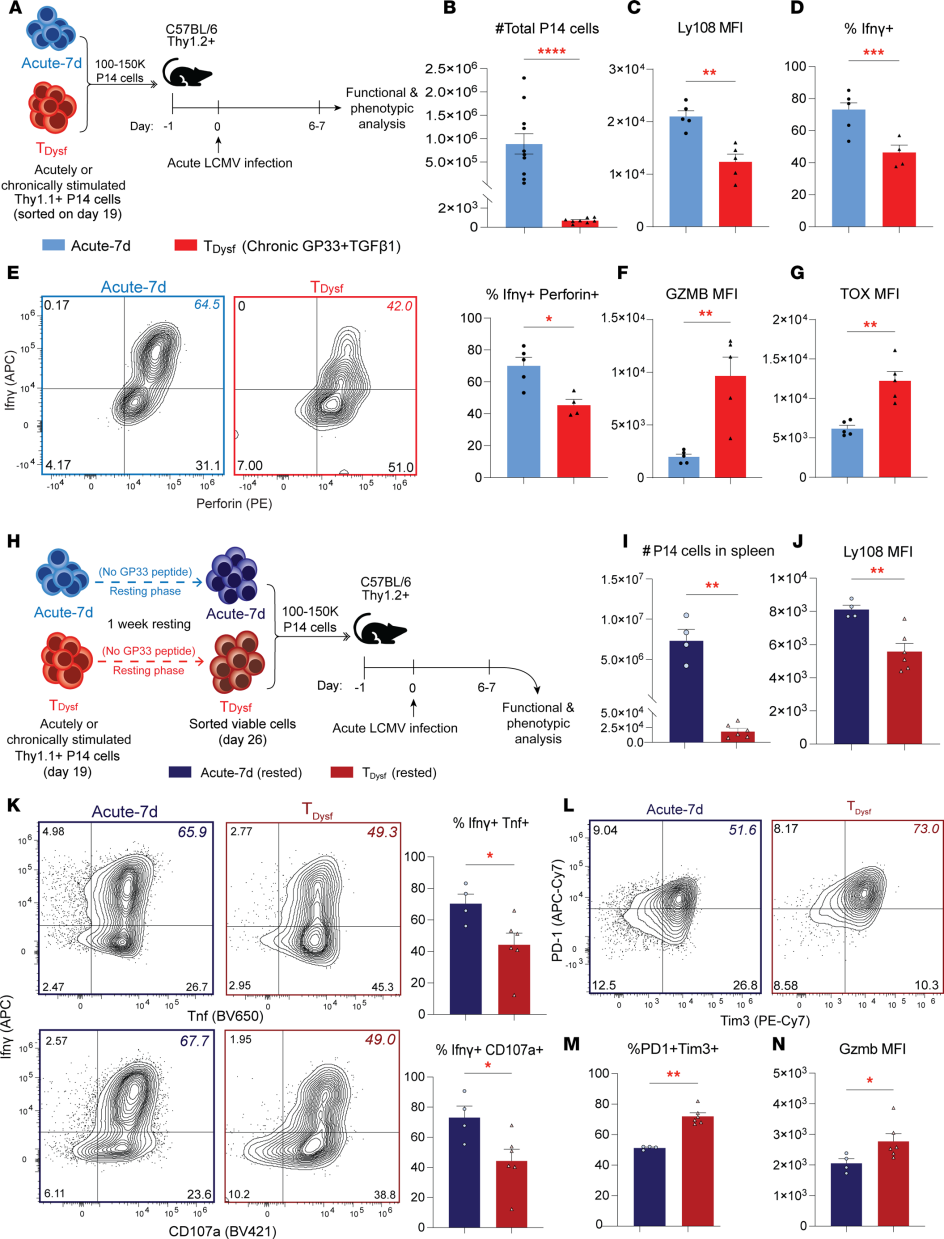
Dysfunction of in vitro–generated T_Dysf_ cells is irreversible during in vivo rechallenge. (**A**) Schematic for adoptive transfer of “Acute-7d” (blue) or “T_Dysf_” (red) P14 cells into congenically distinct C57BL/6 mice on day 19, followed by acute LCMV infection and analysis on day 6–7 postinfection. (**B**) Total P14 cell numbers from spleens, livers, and lungs. Panels **C**–**G** and **I**–**N** are for spleens. (**C**) Bar graph showing expression level (gMFI) of Ly108 or (**D**) % Ifnγ^+^ P14 cells after ex vivo GP33 peptide rechallenge. (**E**) Representative FACS plots showing Ifnγ and Perforin expression and summary bar graph showing % Ifnγ^+^Perforin^+^ P14 cells. (**F**) Bar graph showing expression level (gMFI) of Gzmb or (**G**) TOX. (**H**) Schematic for adoptive transfer of “Rested Acute-7d” (dark blue) or “Rested T_Dysf_” (dark red) P14 cells on day 26 into congenically distinct C57BL/6 mice, followed by acute LCMV infection and analysis on day 6–7 postinfection. (**I**) Bar graph showing total number of P14 cells isolated from spleens or (**J**) expression level (gMFI) of Ly108. (**K**) Representative FACS plots showing Ifnγ and Tnf or CD107a expression and summary bar graph showing % of Ifnγ^+^Tnf^+^ or Ifnγ^+^CD107a^+^ P14 cells. (**L**) Representative FACS plots showing PD-1 and Tim3 expression and (**M**) summary bar graph showing % of PD-1^+^Tim3^+^ P14 cells. (**N**) Bar graph showing the expression level (gMFI) of Gzmb. For all FACS plots (**E**, **K**, and **L**), Acute-7d plots are representative of 1 recipient mouse, while the T_Dysf_ plots show data combined from all T_Dysf_ recipient mice. For **B**, data were pooled from 2 independent experiments with *n* = 3–5 biological replicates per group for each experiment. For all other panels, *n* = 4–6 biological replicates from 2 to 3 independent experiments. Adjusted *P* value *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Comparisons were determined by Mann-Whitney *U* test (unpaired, 2-sided). Error bars indicate mean ± SEM.

# Supplementary material for: Faithful modeling of terminal CD8+T cell dysfunction and epigenetic stabilization in vitro
**Source:** JCI Insight. 2025 Oct 8;10(19):e191220. doi: 10.1172/jci.insight.191220
**Supplement:** Supplemental data

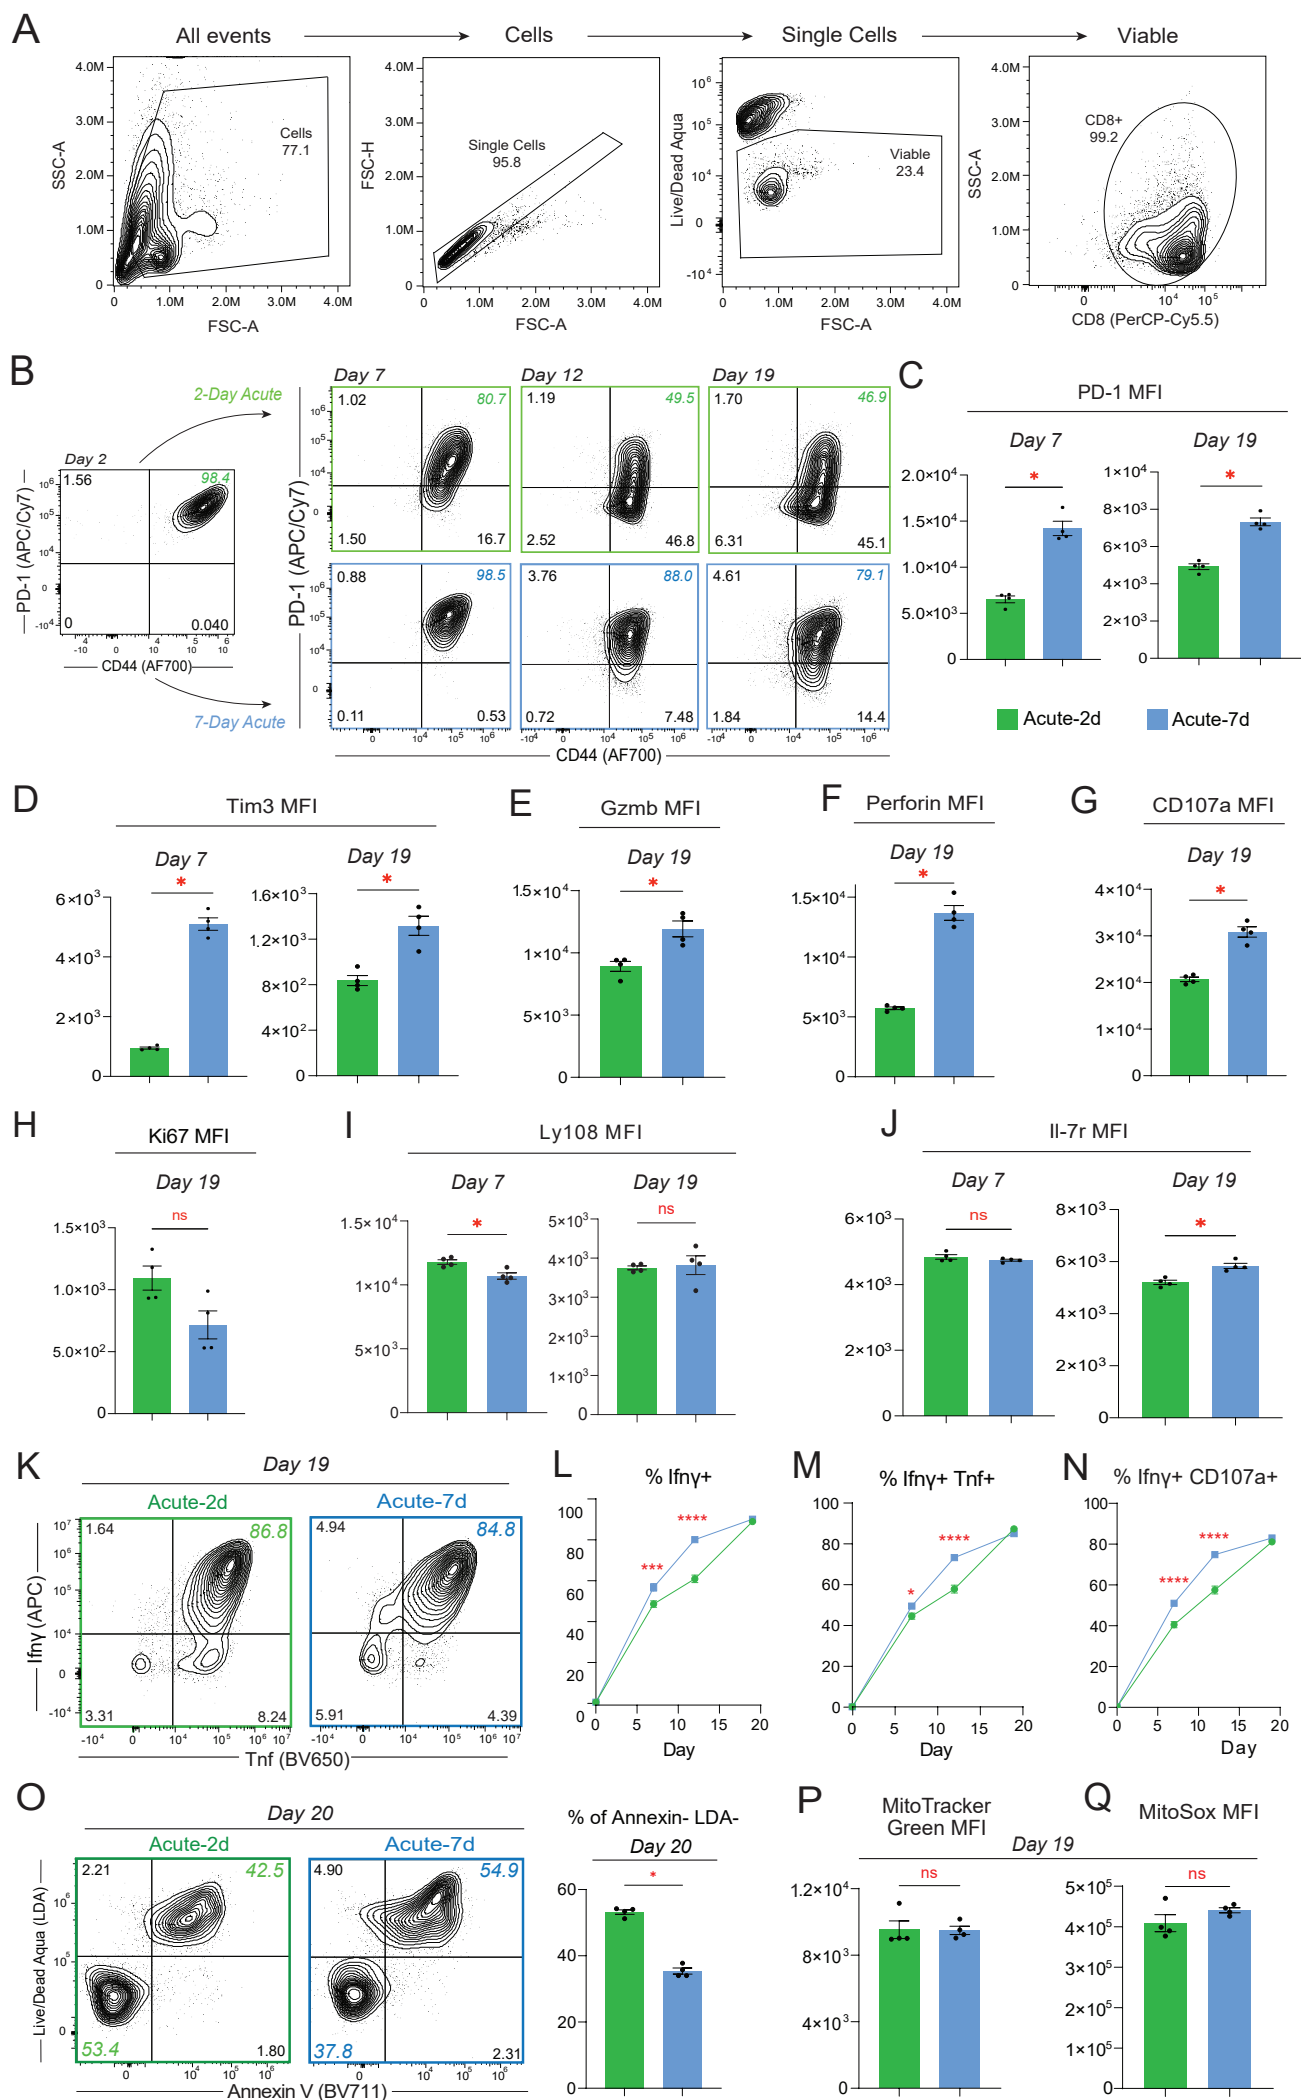

SUPPLEMENTAL FIGURE 1

**Supplemental Fig. 1.** (A) Gating strategy for *in vitro* stimulated P14 CD8<sup>+</sup> T cells. (B) Representative FACS plots showing PD-1 and CD44 expression on Acute-2 and 7day P14 CD8<sup>+</sup> T cells on days 2, 7, 12 and 19. (C) Expression level (gMFI) of PD-1 and (D) Tim3 on days 7 and 19 on Acute-2d or -7d P14 cells. (E) Expression level (gMFI) of Gzmb; (F) Perforin; (G) CD107a and; (H) Ki67 after GP33 peptide rechallenge on day 19 on Acute-2d or -7d P14 cells. (I) Expression level (gMFI) of Ly108 and (J) Il7r on days 7 and 19 on Acute-2d or -7d P14 cells. (K) Representative FACS plots of Ifn $\gamma$  and Tnf expression on P14 cells on day 19 after GP33 peptide rechallenge. (L) Longitudinal tracking of % total Ifn $\gamma$ <sup>+</sup>; (M) % Ifn $\gamma$ <sup>+</sup> Tnf<sup>+</sup>; and (N) % Ifn $\gamma$ <sup>+</sup> CD107a<sup>+</sup> P14 cells after GP33 peptide rechallenge at the indicated timepoints. (O) Representative FACS plots showing Live/Dead Aqua (LDA) and Annexin V staining on Acute-2 and 7day P14 CD8<sup>+</sup> T cells on day 20 along with a summary bar graph. (P) Expression level (gMFI) of MitoTracker Green dye (for mitochondrial mass) and (Q) MitoSox dye (for mitochondrial reactive oxygen species, "ROS") within P14 cells on day 19. All  $n=4$  biological replicates, representative of two to three independent experiments. Adjusted P value ns>0.05, \* $P<0.05$ , \*\* $P<0.01$ , \*\*\* $P<0.001$ , \*\*\*\* $P<0.0001$ . Comparisons were determined by two-way ANOVA (L-N), or the Mann–Whitney U test (unpaired, two sided) (C-J, O-Q). Error bars indicate mean  $\pm$  SEM.

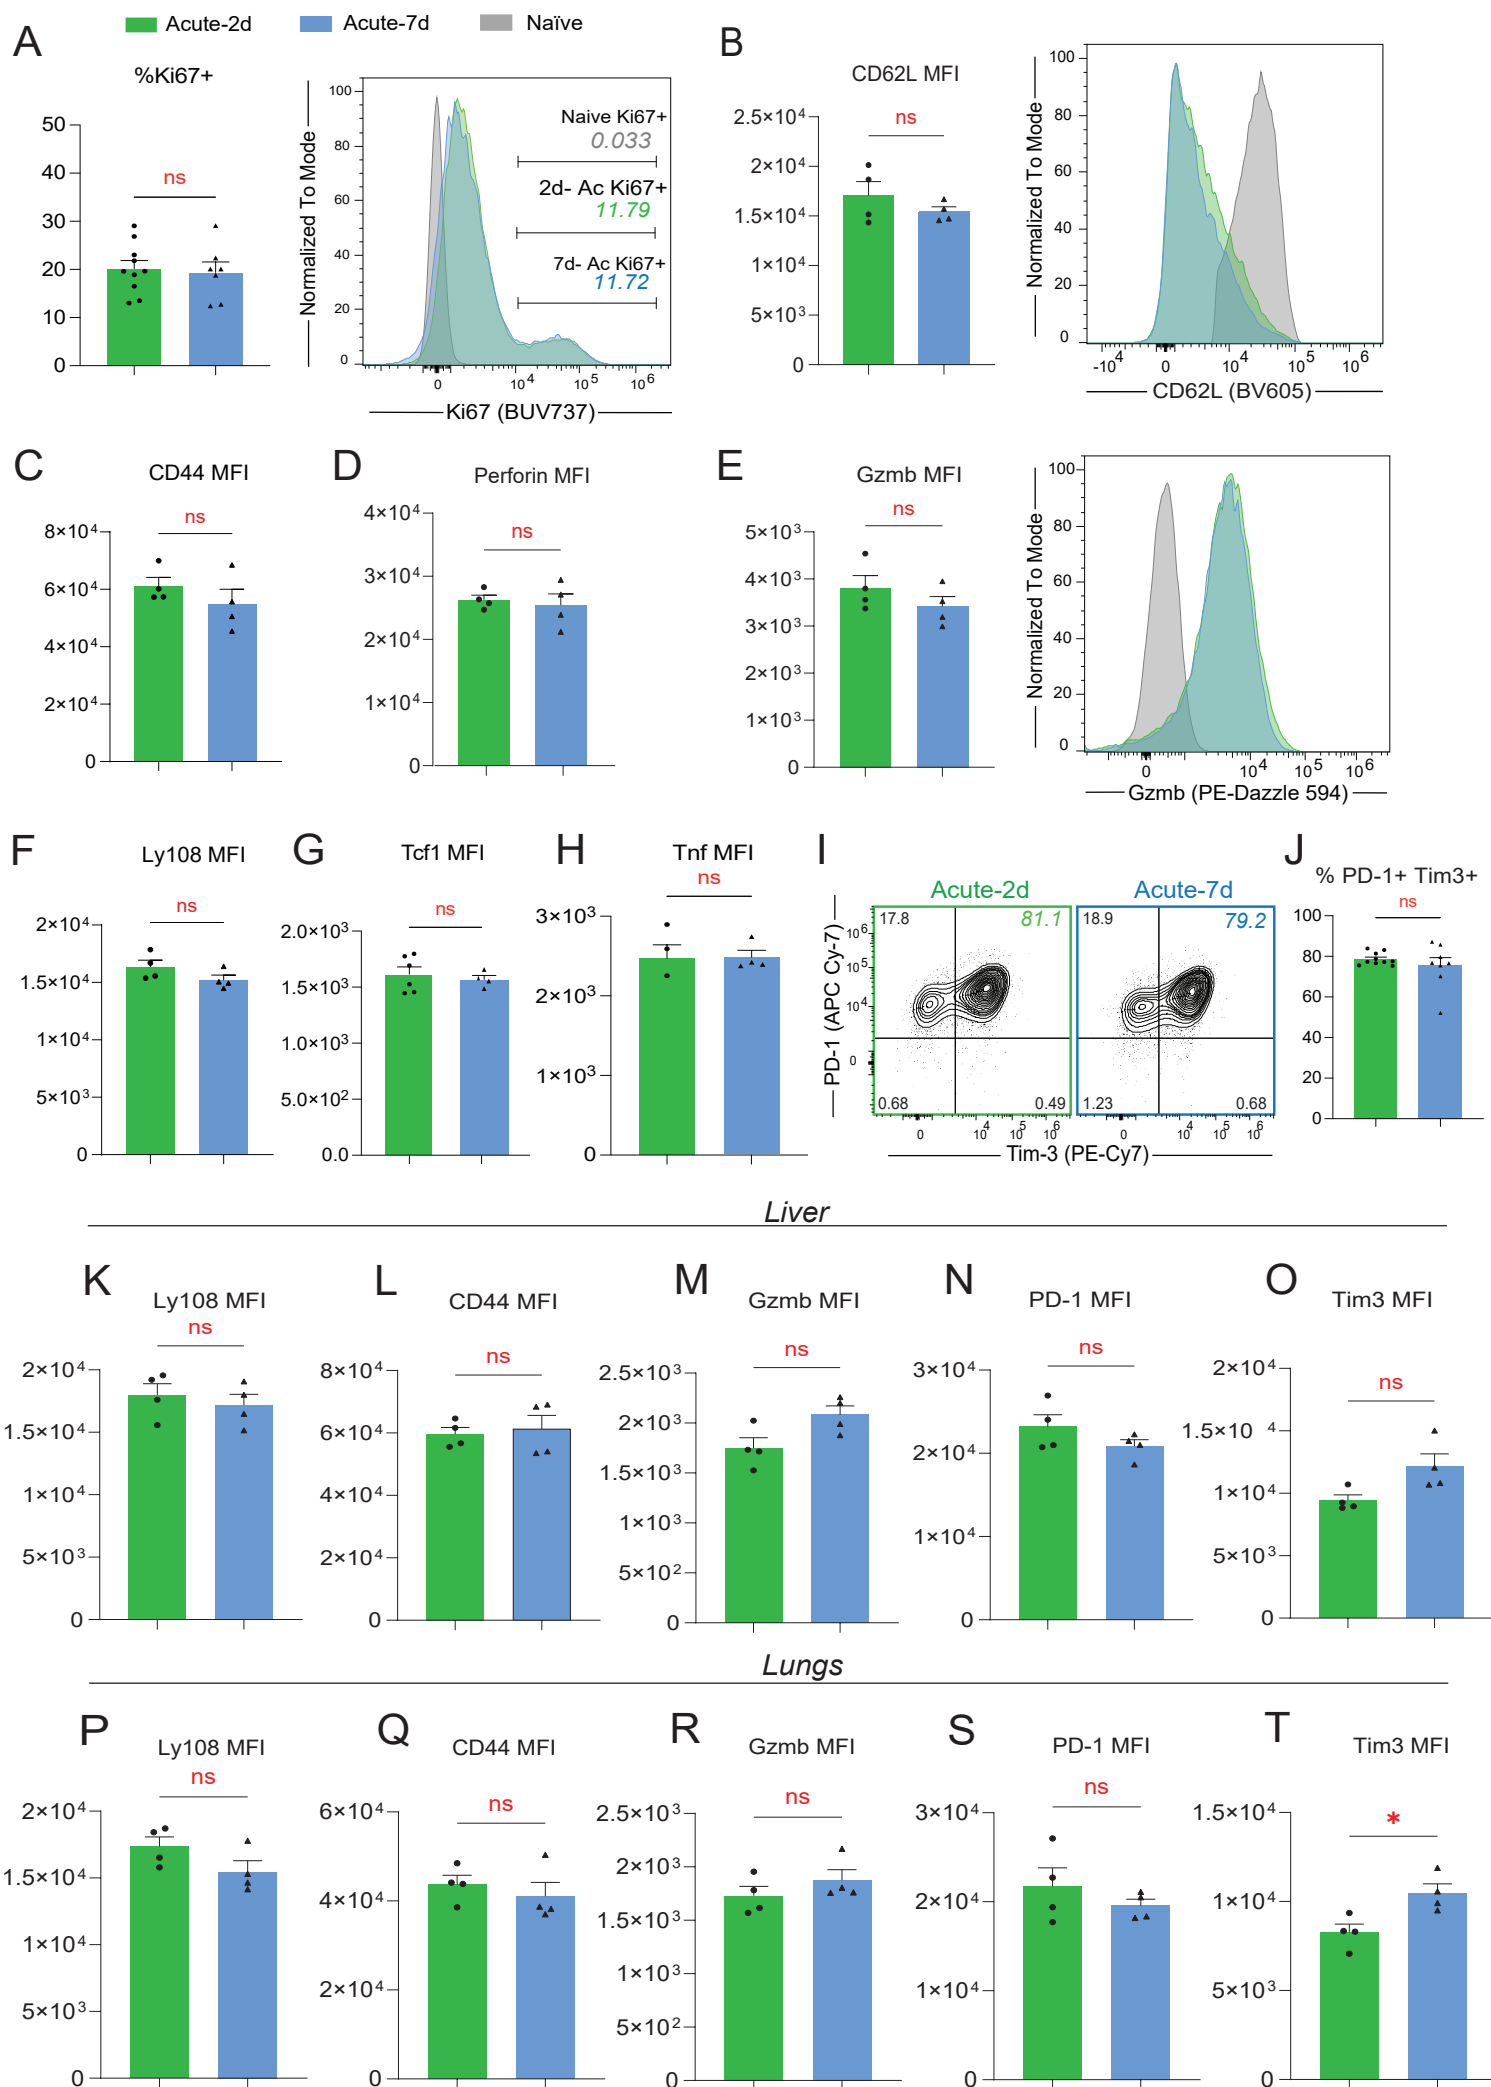

**Supplemental Fig. 2.** (A) Bar graph showing the frequency of Ki67+ 2 or 7-day acute P14 CD8+ T cells from the spleens of C57BL/6 mice infected with acute LCMV (exact experiment design described in **Fig.1 G**) along with a representative histogram. (B) Bar graph and representative histogram showing the expression level (gMFI) of CD62L. (C) Bar graphs showing the expression levels (gMFI) of CD44, and (D) Perforin. (E) Bar graph and representative histogram showing the expression level (gMFI) of Gzmb. (F) Bar graphs showing the expression levels (gMFI) of Ly108; (G) Tcf1; and (H) Tnf. (I) Representative FACS plot and (J) summary bar graph of % PD-1+ Tim3+ P14 CD8+ T cells isolated from the spleens. (K) Bar graphs showing the expression levels (gMFI) of Ly108; (L) CD44; (M) Gzmb; (N) PD-1; and (O) Tim3 in P14 CD8+ T cells isolated from the livers. (P) Bar graphs showing the expression levels (gMFI) of Ly108; (Q) CD44; (R) Gzmb; (S) PD-1; and (T) Tim3 in P14 CD8+ T cells isolated from the lungs. For A, data were pooled from two independent experiments with  $n = 3-4$  biological replicates per group for each experiment. For all other panels All  $n = 4$  biological replicates, representative of two to three independent experiments. Adjusted P value ns>0.05 and \* $P < 0.05$ . Comparisons were determined by the Mann-Whitney U test (unpaired, two sided). Error bars indicate mean  $\pm$  SEM.

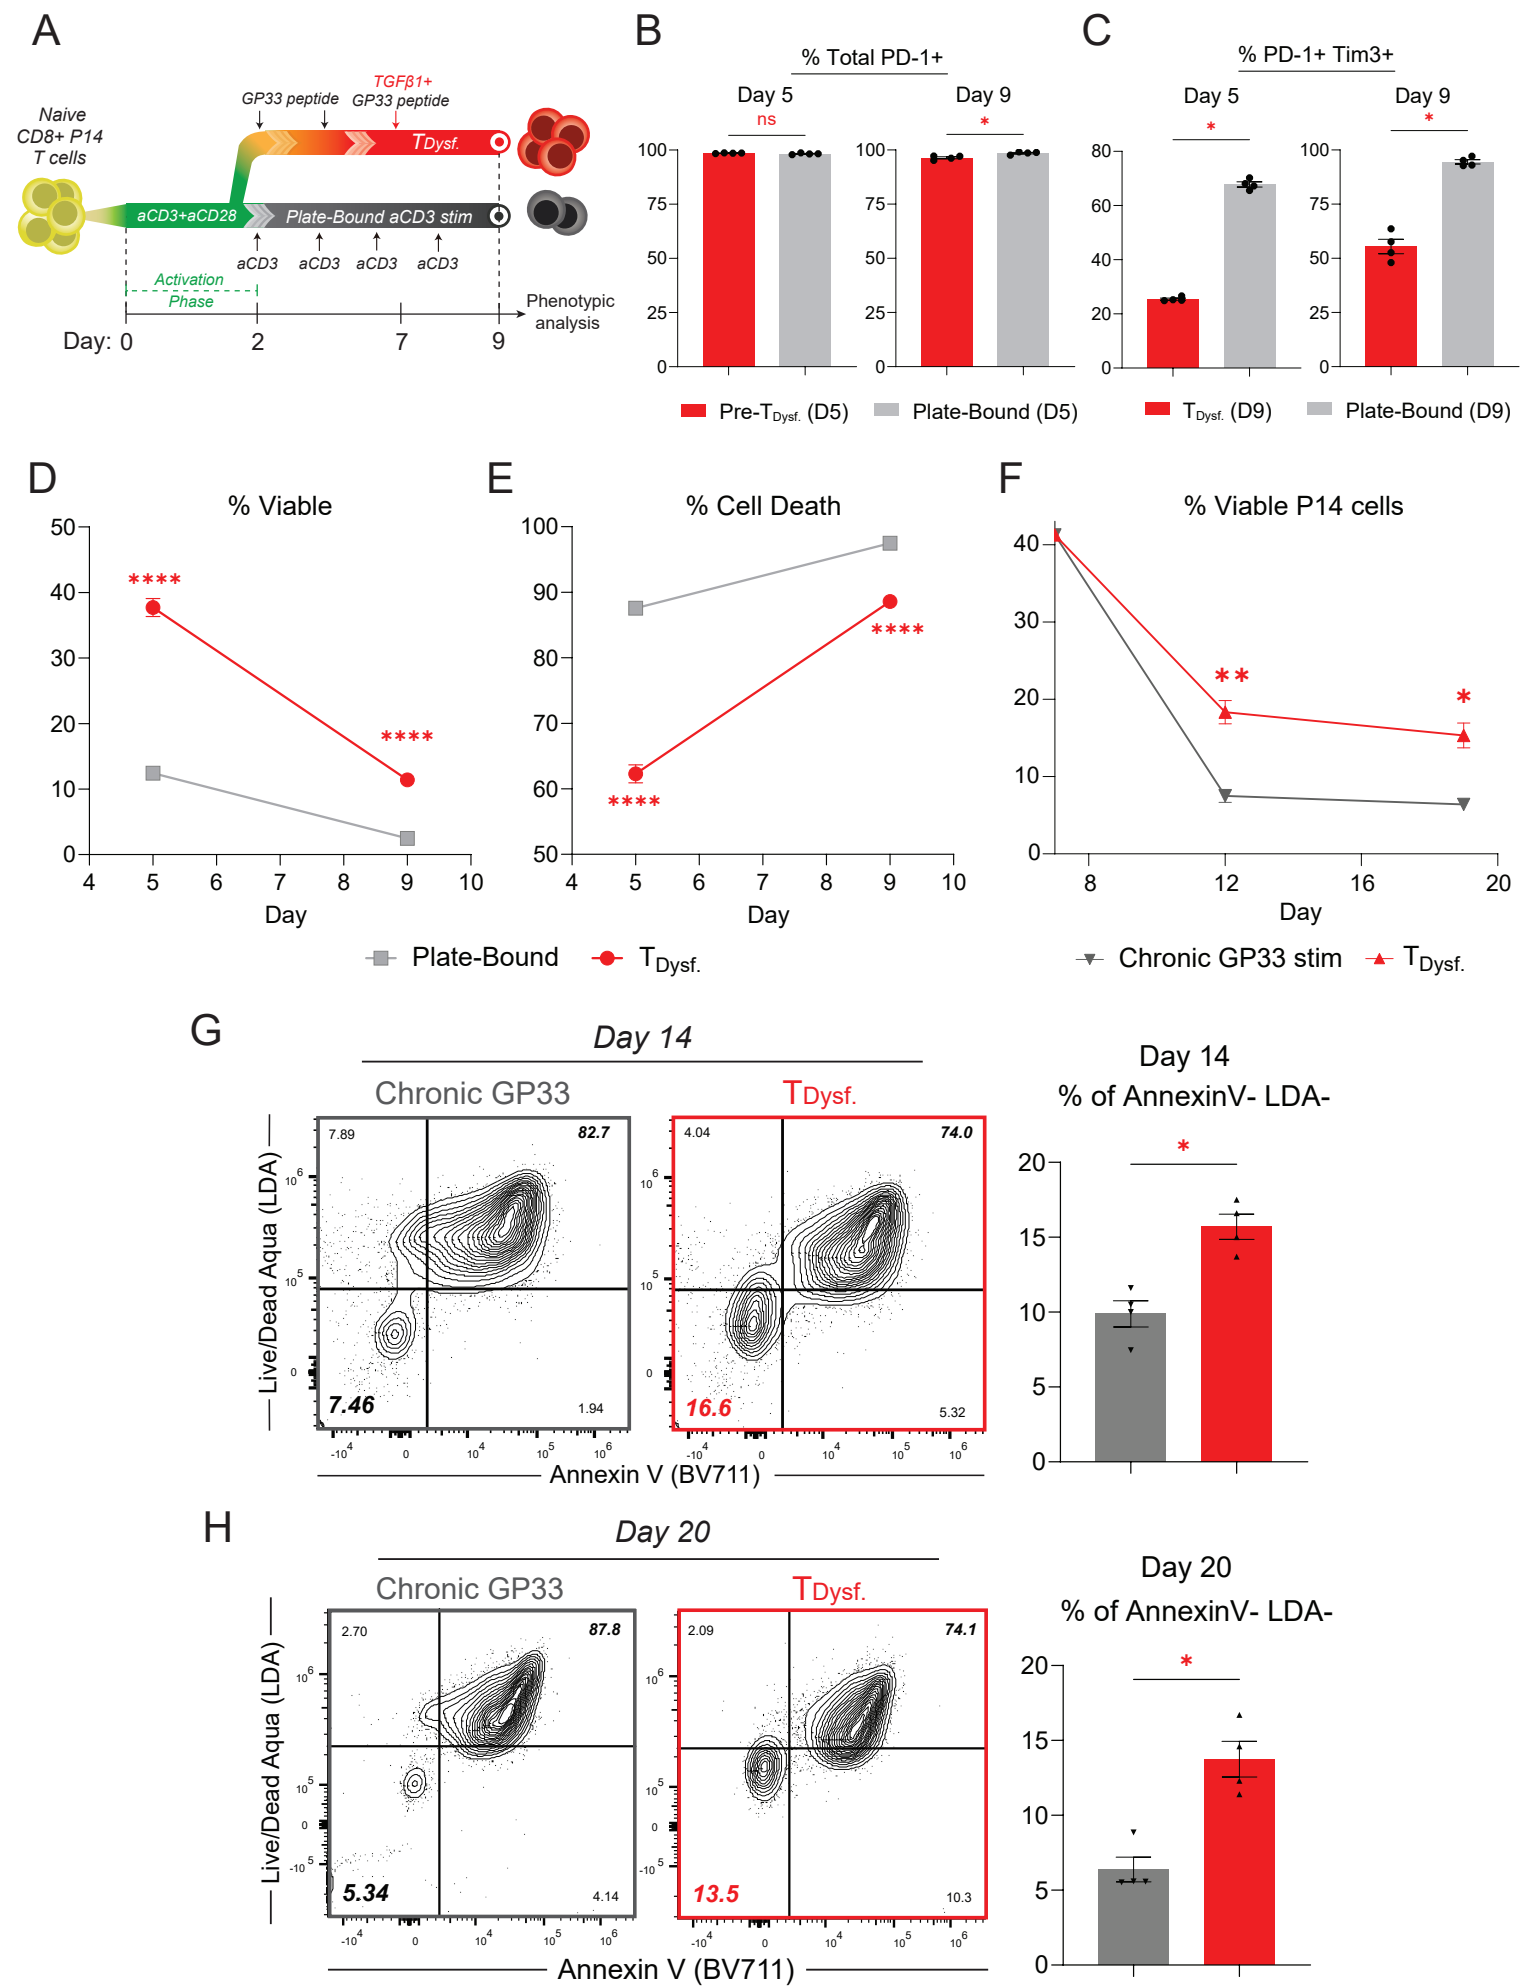

**SUPPLEMENTAL FIGURE 3**

**Supplemental Fig. 3.** (A) Schematic for *in vitro* stimulation of P14 cells comparing repeated plate-bound chronic ant-CD3 stimulation (d0-9) vs repeated GP33-stimulated from day 2-9 with chronic TGFβ1 exposure (red “T<sub>Dysf</sub>”). Summary bar graph showing (B) frequency of Total PD-1 and (C) %PD-1+Tim3+ of T<sub>Dysf</sub> vs plate-bound stimulated P14 CD8+ T cells on day 5 and day 9. Frequency of (D) viable, and (E) cell death of T<sub>Dysf</sub> vs plate-bound stimulated P14 CD8+ T cells on day 5 and day 9 per 200 μl. (F) Longitudinal tracking of frequency of viable P14 cells per 200 μl from day 7-19 for Chronic GP33 stim (gray) or T<sub>Dysf</sub> (red). Representative FACS plots and bar graphs of % of Annexin V- and live/dead (LDA-) expression on (G) Day 14, and (H) Day 20 for Chronic GP33 stim (gray) or T<sub>Dysf</sub> (red). All *n* = 4 biological replicates, representative of two to three independent experiments. Adjusted *P* value \*\**P* < 0.01, \*\*\**P* < 0.001, \*\*\*\**P* < 0.0001. Comparisons were determined by Two-way ANOVA (D-F), or the Mann–Whitney U test (unpaired, two sided) (B-C, G-H). Error bars indicate mean ± SEM.

A

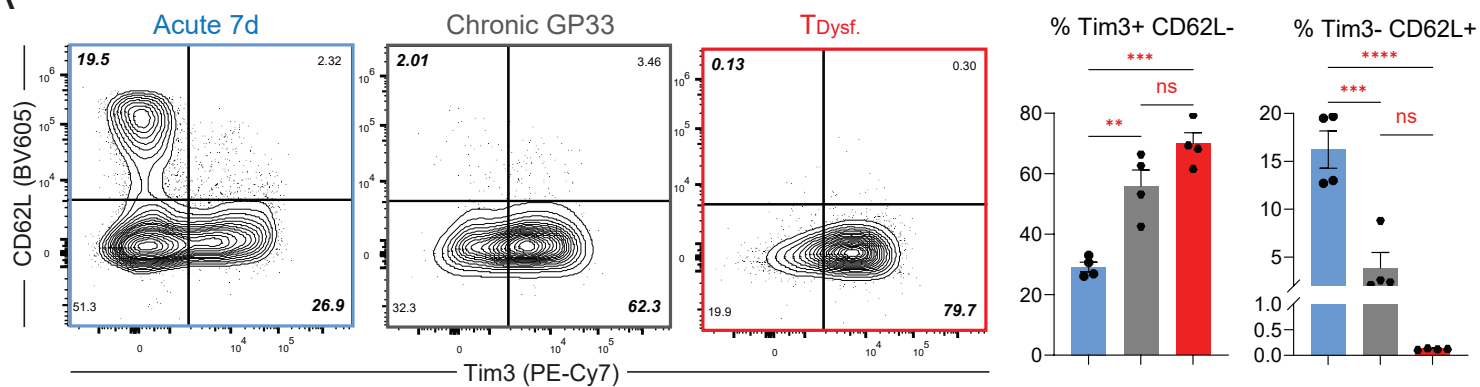

B

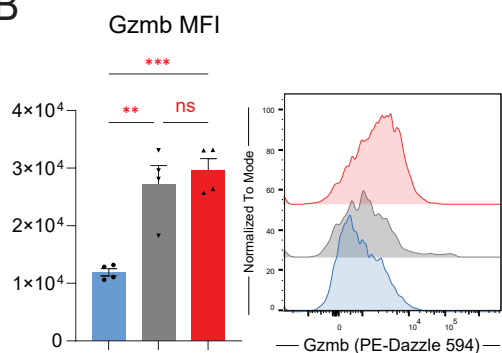

C

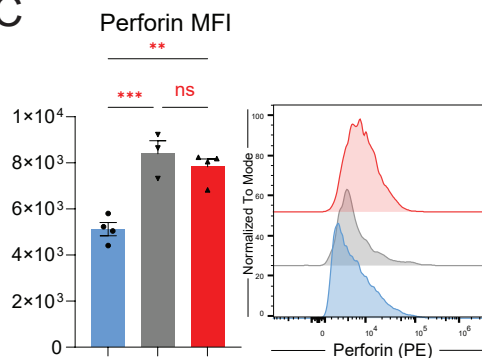

D

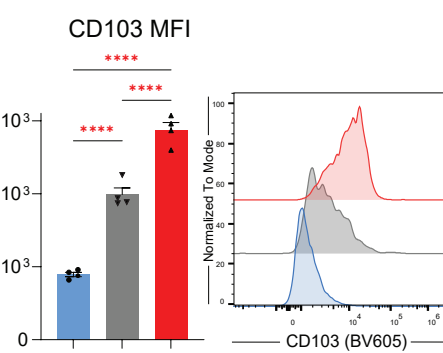

E

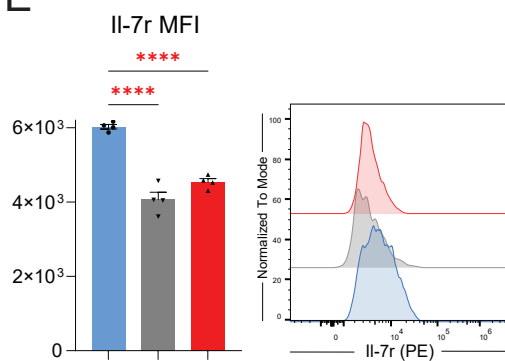

F

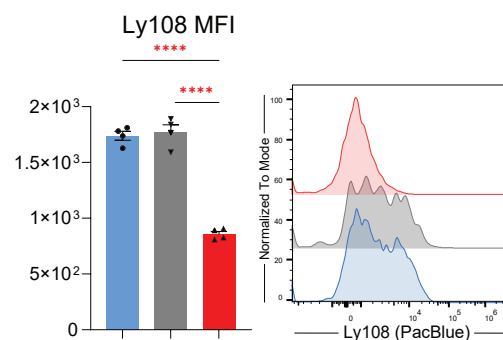

Acute-7d

Chronic GP33 stim

TDysf (Chronic GP33 + TGFβ1)

SUPPLEMENTAL FIGURE 4

**Supplemental Fig. 4.** (A) Representative FACS plots and summary bar graphs of Tim3 and CD62L expression (% Tim3+CD62L- and %Tim3-CD62L+) for Acute-7d (blue), Chronic GP33 stim (gray) or Chronic GP33+TGFβ1 (T<sub>Dysf</sub>-red) on day 19. Expression level (gMFI) of (B) Gzmb, (C) Perforin, (D) CD103, (E) Il-7r, and (F) Ly108 within P14 cells on day 19 after GP33 peptide rechallenge. All  $n = 4$  biological replicates, representative of two to three independent experiments. Adjusted P value  $**P < 0.01$ ,  $***P < 0.001$ ,  $****P < 0.0001$ . Comparisons were determined by One-way ANOVA (A-G). Error bars indicate mean  $\pm$  SEM.

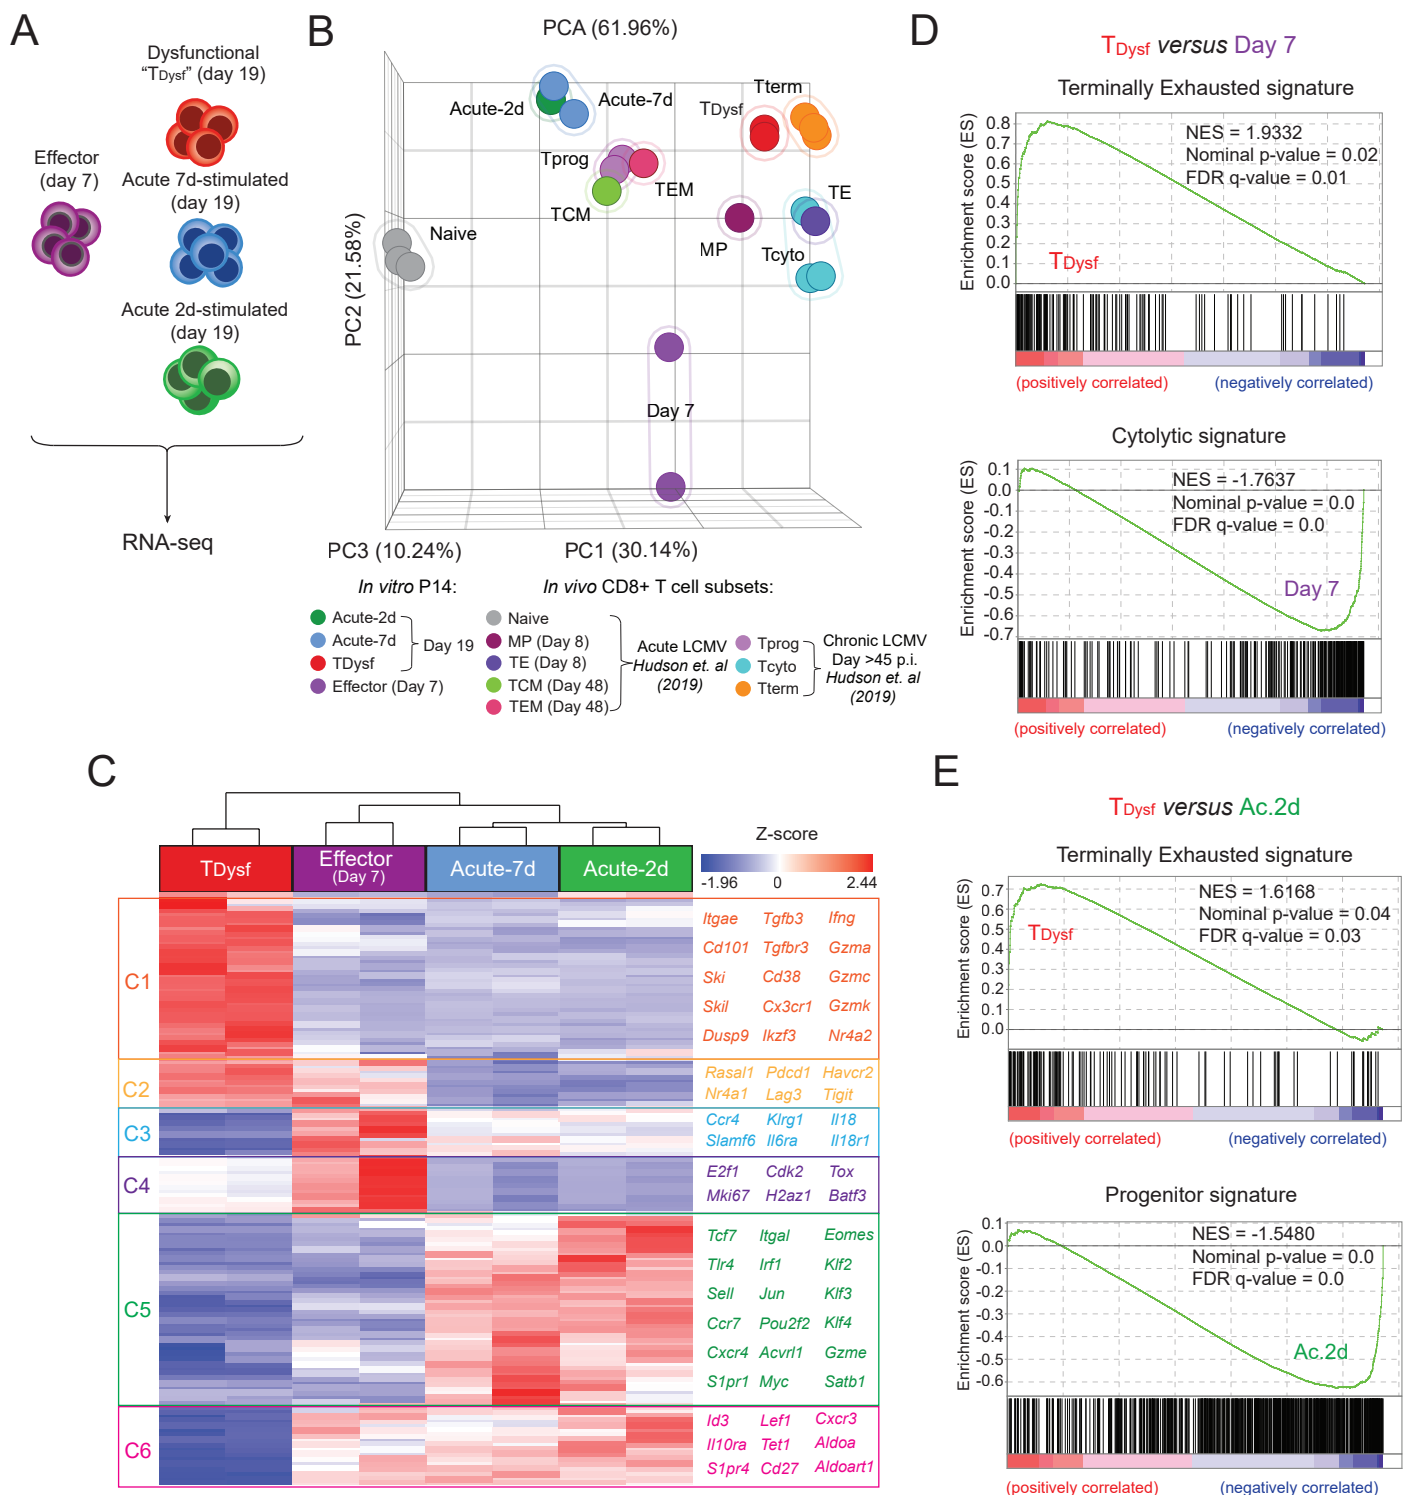

**SUPPLEMENTAL FIGURE 5**

**Supplemental Fig. 5 (A)** Schematic for RNA sequencing of *in vitro*-generated P14 cells that were FACS-purified on day 7 or day 19 of the model described in **Fig.1A** and **2A**. **(B)** Principal component analysis (PCA) plot comparing global transcriptional signatures of *in vitro*-generated P14 cells isolated on day 7 (Effector) or day 19 (Acute-2d, Acute-7d or dysfunctional “T<sub>Dysf</sub>” cells) to published transcriptional signatures of exhausted PD-1+ CD8+ T cell subsets on day >45 of chronic LCMV infection (Progenitor “Tprog” CD101-Tim3-, Cytolytic “Tcyto” CD101-Tim3+, Terminally Exhausted “Tterm” CD101+Tim3+) from Hudson et. al (28), and naive, effector or memory CD8 T cell subsets on day 8 (Memory Precursor “MP” or Terminal Effector “TE”) or day 48 post-acute LCMV infection (Central Memory “TCM”, Effector Memory “TEM”) from Hudson et. al (36). **(C)** Heatmap showing differentially expressed genes (DEGs) across the four P14 conditions and grouped into clusters based on shared expression patterns. **(D)** Gene set enrichment analysis (GSEA) plots for DEGs upregulated in T<sub>Dysf</sub> versus Effector (Day 7), or **(E)** versus Acute-2d P14 cells in comparison to published signatures for TEX subsets from day >45 of chronic LCMV infection (28). N=2 biological replicates per condition for RNA-seq. Statistical significance was determined by PCA **(B)** or DESeq2 analysis **(C)** using Partek software, or GSEA **(D-E)** using UC San Diego and Broad Institute GSEA software.

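The genes printed beside the 6 clusters of the heatmap in Supplemental Fig. 5C were checked for the order of the 4 conditions that each cluster shows, by the mean of log2(normalized count + 1) over 2 libraries per condition. In C3, which shows Effector high and T_Dysf low, only T_Dysf as the lowest was checked. The order was met by 15 of 15 genes in cluster C1, 6 of 6 in C2, 6 of 6 in C3, 6 of 6 in C4, 16 of 18 in C5 and 9 of 9 in C6. In C3, *Klrg1* had 5.31 in Effector and 5.53 in Acute-7d, so Effector was not its highest condition. The study drew the clusters from these libraries, so the counts are not independent evidence. Cluster C5 is high in both Acute conditions, and *Eomes* was 1 of the 2 genes there that did not meet the order. In *Eomes* (chromosome 9, 118478212 to 118486132) the means on the log2 scale were 10.25 in Acute-2d, 11.40 in Acute-7d, 10.74 in Effector and 9.96 in T_Dysf. No test was made of these orders.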

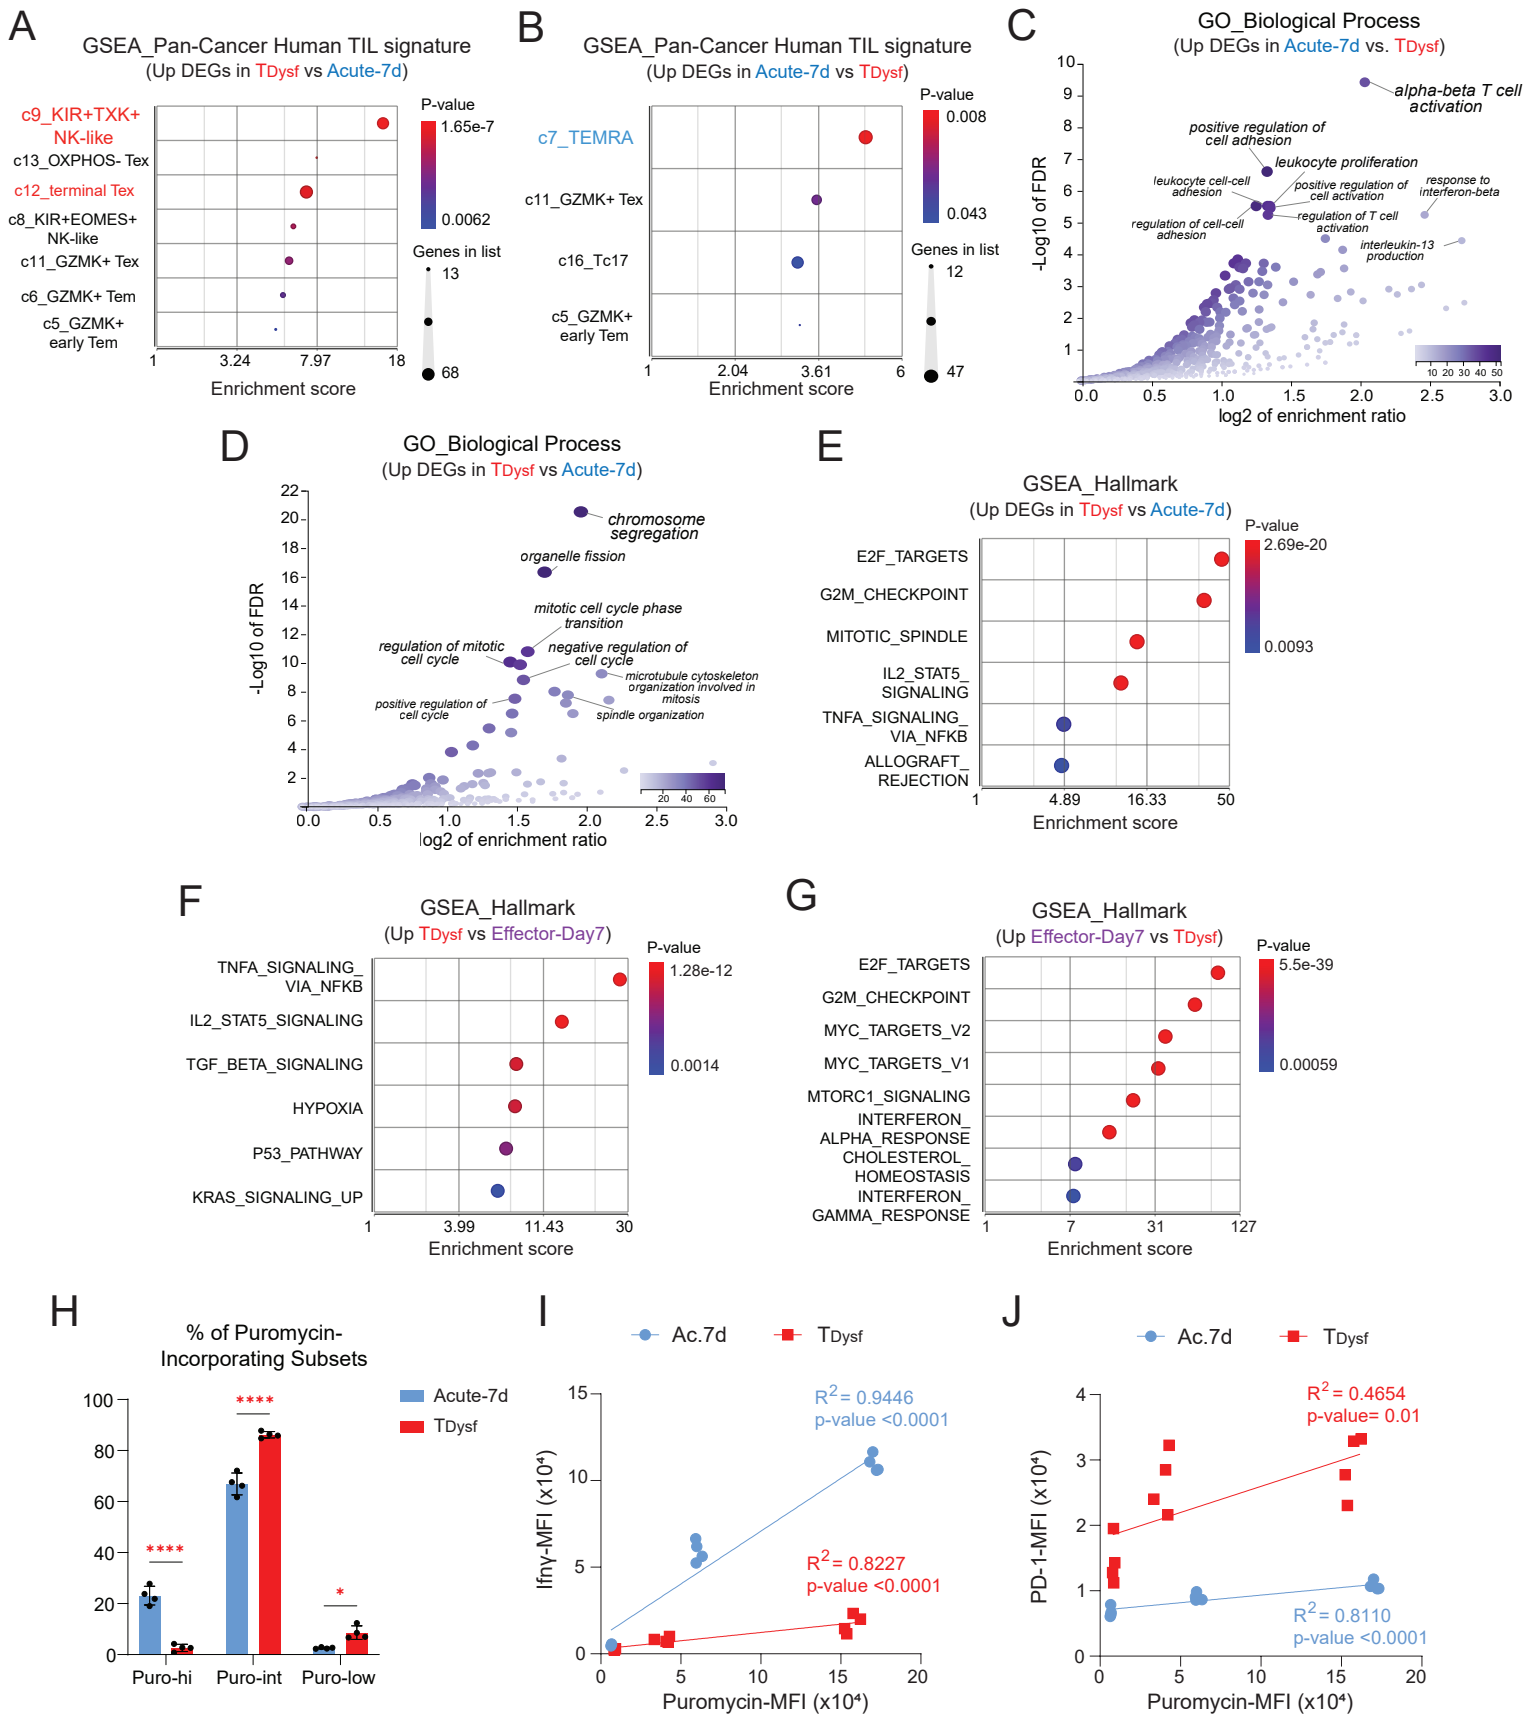

**SUPPLEMENTAL FIGURE 6**

**Supplemental Fig. 6** (A) Gene set enrichment score plot for differentially expressed genes (DEGs) upregulated in T<sub>Dysf</sub> versus Acute-7d, or (B) upregulated in Acute-7d versus T<sub>Dysf</sub> compared to the pan-cancer human TILs gene signature (33). (C) Volcano plot for gene ontology (GO) enrichment of biological processes for DEGs upregulated in Acute-7d *versus* T<sub>Dysf</sub>, or (D) upregulated in T<sub>Dysf</sub> *versus* Acute-7d. (E) GSEA score plot compared to Hallmark gene signature for DEGs upregulated in T<sub>Dysf</sub> versus Acute-7d, (F) upregulated in T<sub>Dysf</sub> vs. Effector-Day 7, or (G) upregulated in Effector-Day 7 *versus* T<sub>Dysf</sub>. (H) Bar graph showing frequencies of intracellular puromycin-incorporating subsets (high, intermediate and low) within P14 cells on day 19 after GP33 peptide rechallenge. (I) Summary plots showing intracellular levels of puromycin versus Ifn $\gamma$  gMFI, or (J) PD-1 gMFI in P14 cells on day 19 after GP33 peptide rechallenge, with linear regression ( $R^2$ ) and p-values listed.  $N=2$  biological replicates for RNA-seq, or  $n=4$  biological replicates for H-J, representative of two to three independent experiments. Statistical significance for (A-G) was determined by GSEA or GO enrichment analysis using Partek software. Significance in (H) was determined by One-way ANOVA with Tukey's multiple comparisons, or (I-J) by simple linear regression. Adjusted P value \* $P<0.05$ , \*\*\*\* $P<0.0001$ . Error bars indicate mean  $\pm$  SEM.

**Supplemental Fig. 7.** (A) Representative FACS plots showing Il-7r and Ly108 expression for TDysf-12d pre-rest (day 12) and post-rest (day 19) vs TDysf. pre- and post-rest (on days 19 and 26, respectively). (B) Bar graph showing % of Total CD62L+ P14 cells. (C) Schematic showing resting phase of T<sub>Dysf</sub> P14 cells under homeostatic conditions for 11 days (Day 19-30). Summary bar graph comparing the frequencies of (D) viability, (E) Ifn $\gamma$ +Tnf, (F) Ifn $\gamma$ +CD107a+, and (G) Tnf+CD107a+ P14 cells following GP33 peptide rechallenge for P14 CD8+ T cells on days 19 and 26. Expression level (normalized gMFI) of (H) CD101, (I) Gzmb, (J) CD103, (K) CD62L within P14 cells normalized to Acute-7d on day 19. All  $n=4$  biological replicates, representative of two to three independent experiments. Adjusted P value  $**P < 0.01$ ,  $***P < 0.001$ ,  $****P < 0.0001$ . Comparisons were determined by One-way ANOVA (A, C-L). Error bars indicate mean  $\pm$  SEM.

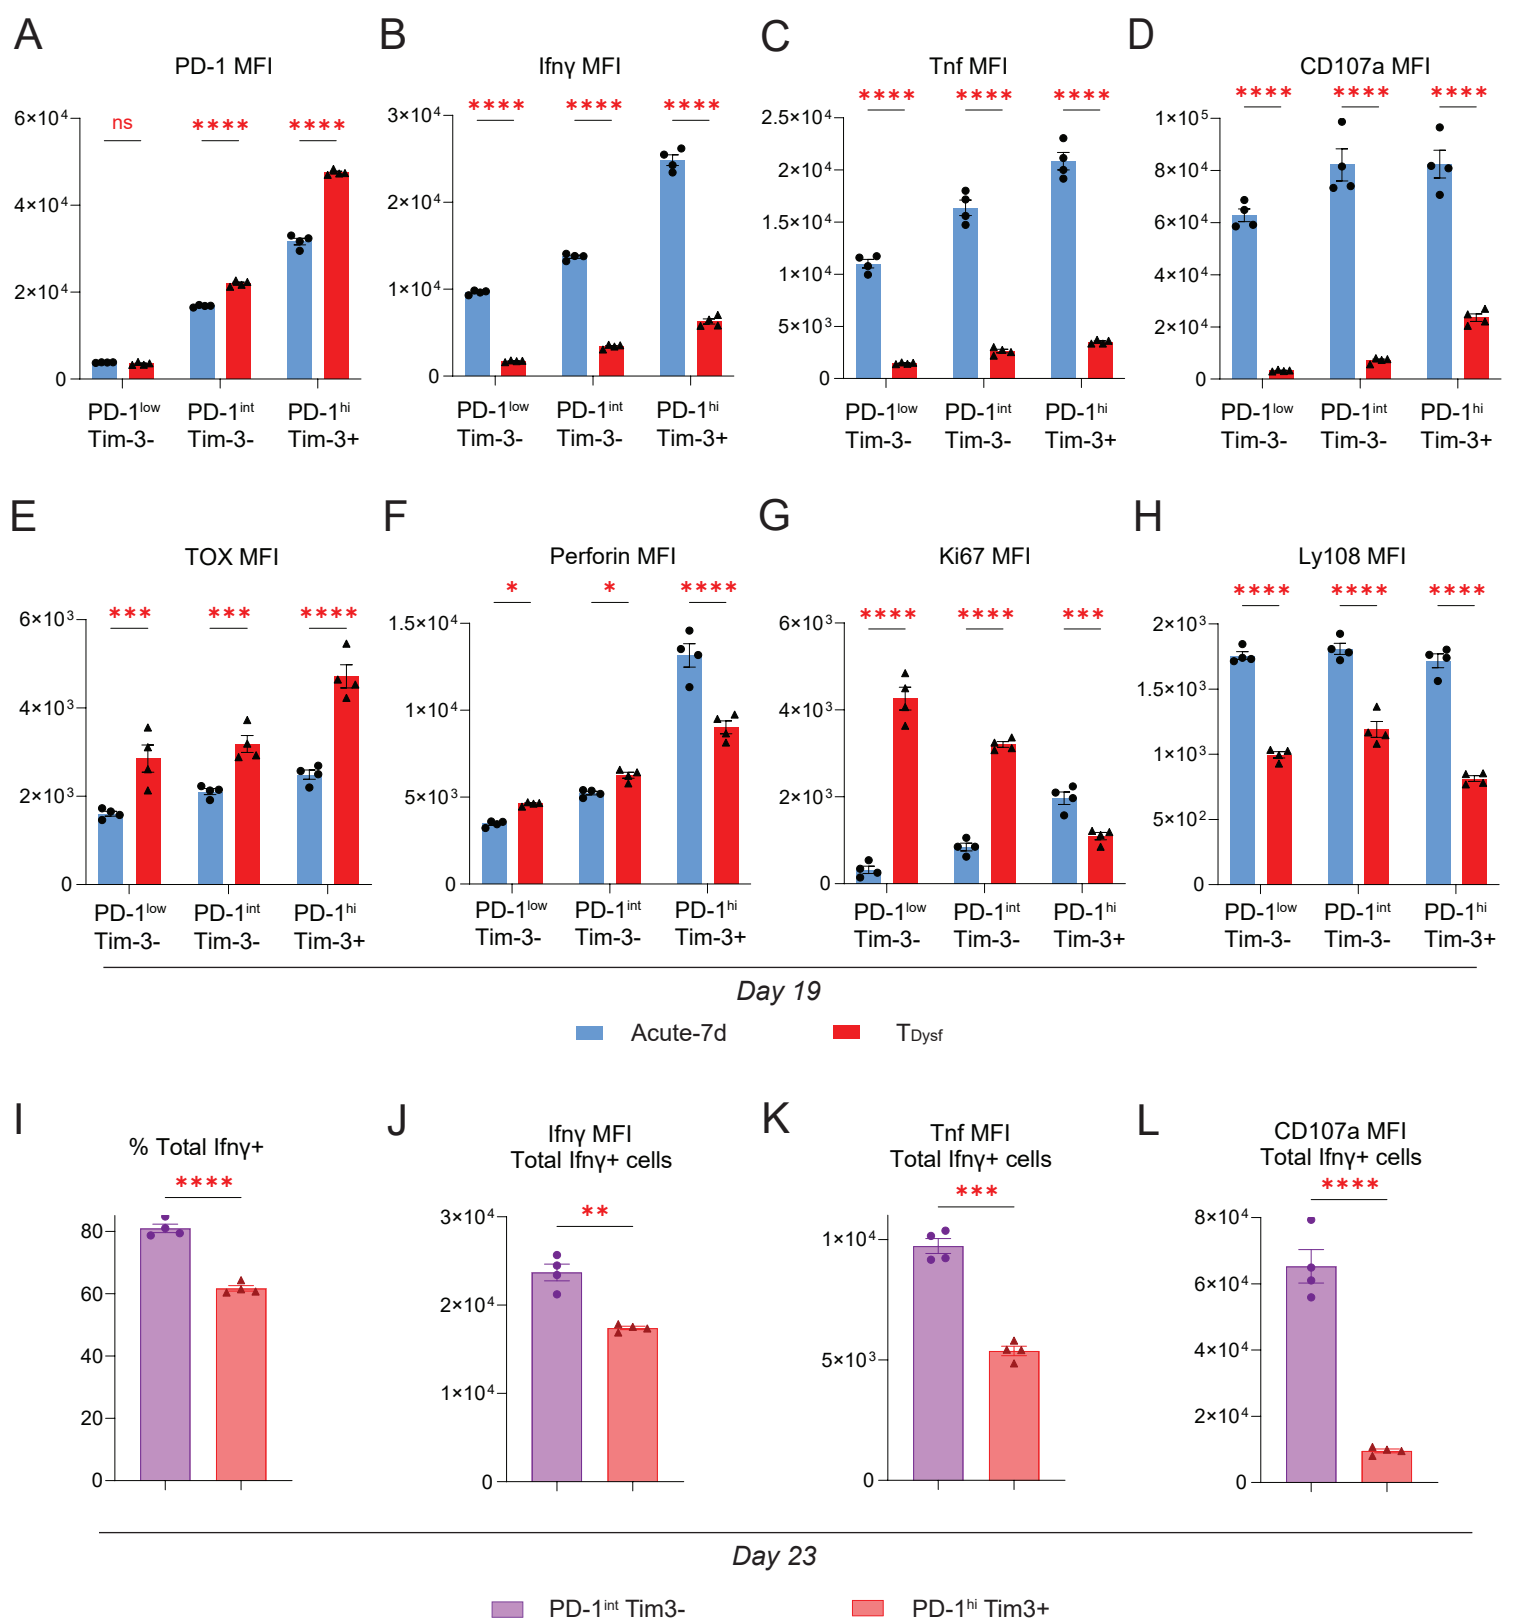

**SUPPLEMENTAL FIGURE 8**

**Supplemental Fig. 8.** (A) Bar graphs showing the expression level (gMFI) of PD-1, (B) Ifn $\gamma$ , (C) Tnf, (D) CD107a, (E) TOX, (F) Perforin, (G) Ki67, and (H) Ly108 on P14 cells within the indicated PD-1/Tim3 subsets on day 19 after 5-hr GP33 peptide rechallenge. (I) Frequency of total Ifn $\gamma$ + P14 cells on day 23 after GP33 peptide rechallenge following the resting phase of T<sub>Dysf</sub> cells under homeostatic conditions. (J) Expression level (gMFI) of Ifn $\gamma$ , (K) Tnf, and (L) CD107a within the Ifn $\gamma$ + P14 cells on day 23 after GP33 peptide rechallenge of T<sub>Dysf</sub> PD1<sup>int</sup> Tim3<sup>-</sup> and PD1<sup>hi</sup> Tim3<sup>+</sup> subsets. All  $n = 4$  biological replicates, representative of two to three independent experiments. Adjusted P value \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ . Comparisons were determined by One-way ANOVA (A-H) or Mann-Whitney U test (unpaired, two sided) (I-L). Error bars indicate mean  $\pm$  SEM.

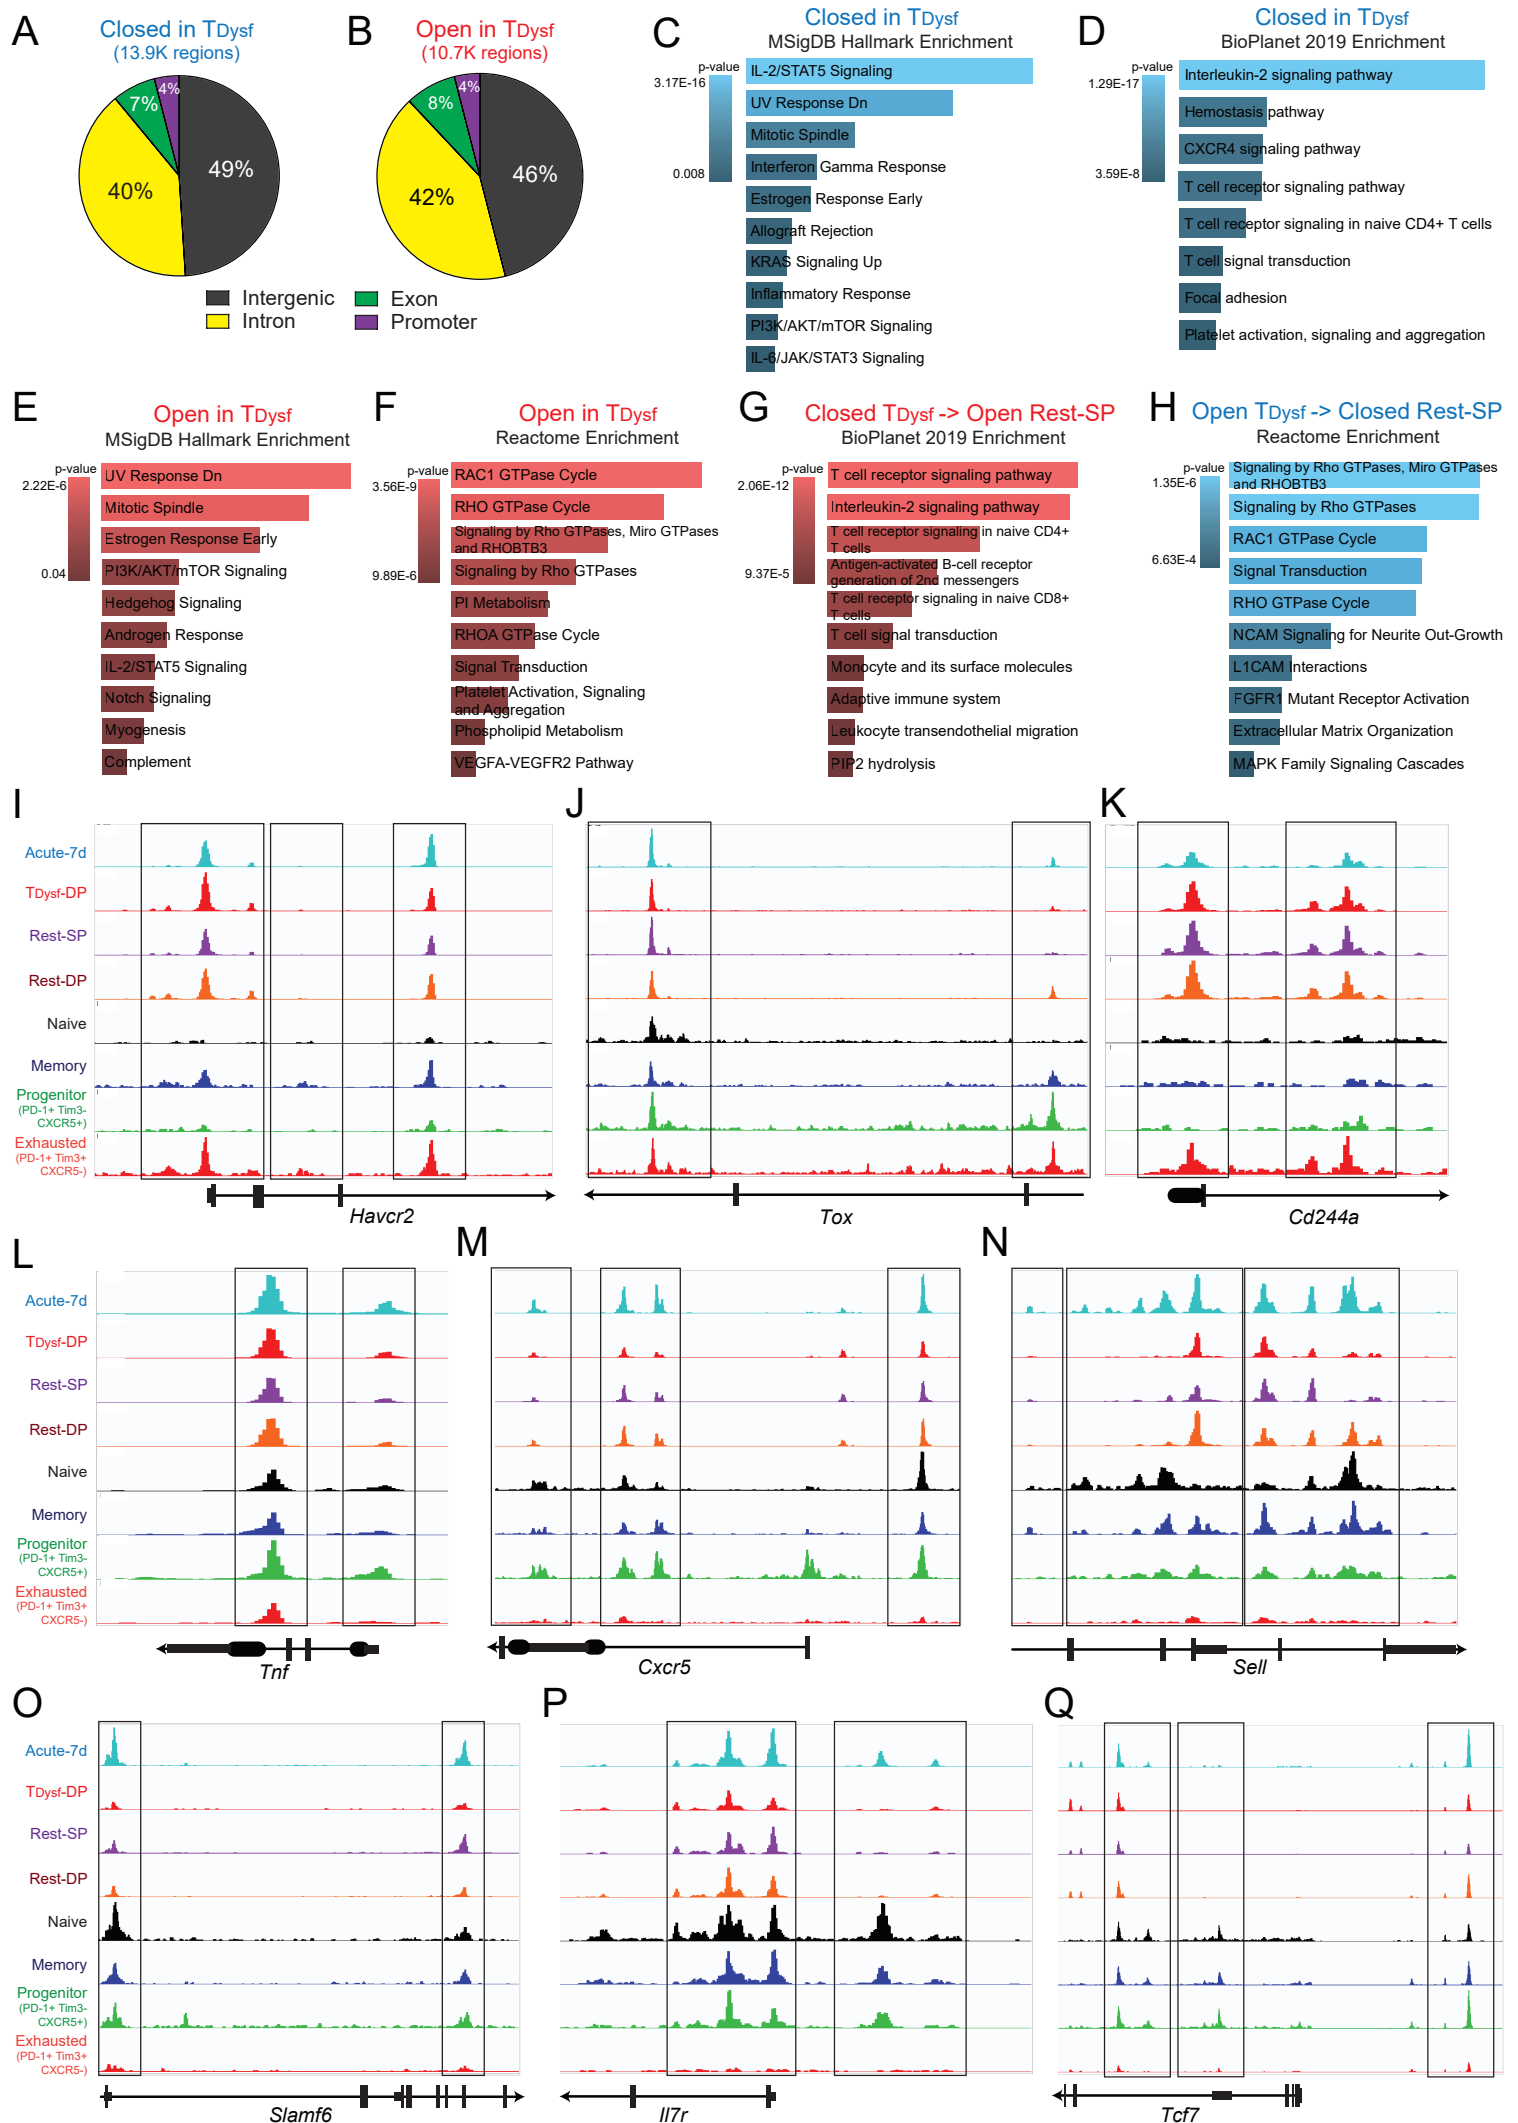

SUPPLEMENTAL FIGURE 9

**Supplemental Fig. 9** (A) Pie chart showing frequency distribution of genomic sites within Closed chromatin regions in T<sub>Dysf</sub>-DP (PD-1+Tim3+) P14 CD8 T cells, or (B) Open regions in T<sub>Dysf</sub>-DP cells on Day 19. (C) Pathway enrichment analysis of genes within Closed regions in T<sub>Dysf</sub>-DP cells compared to the MSigDB Hallmark gene signature, or (D) BioPlanet 2019 signature. (E) Pathway enrichment analysis of genes within Open regions in T<sub>Dysf</sub>-DP cells on Day 19 vs Acute-7d cells compared to the MSigDB Hallmark gene signature, or (F) Reactome signature. (G) Pathway enrichment analysis for genes within Closed regions in TDysf-DP cells that became Open in Resting SP (PD-1+Tim3-) cells on Day 23 compared to the BioPlanet 2019 signature, or (H) Open regions in TDysf-DP cells that became Closed in Resting SP cells compared to the Reactome signature. (I) Representative IGV snapshots of mapped accessible chromatin peaks within *in vitro* P14 or *in vivo* naive, memory or exhausted subsets (44) at gene loci for *Havcr2*, (J) *Tox*, (K) *Cd244a*, (L) *Tnf*, (M) *Cxcr5*, (N) *Sell*, (O) *Slamf6*, (P) *Il7r*, and (Q) *Tcf7*. N=2 biological replicates for ATAC-seq. Statistical significance for (C-H) was determined by Enrichr, with adjusted p-value of enriched pathways <0.05.

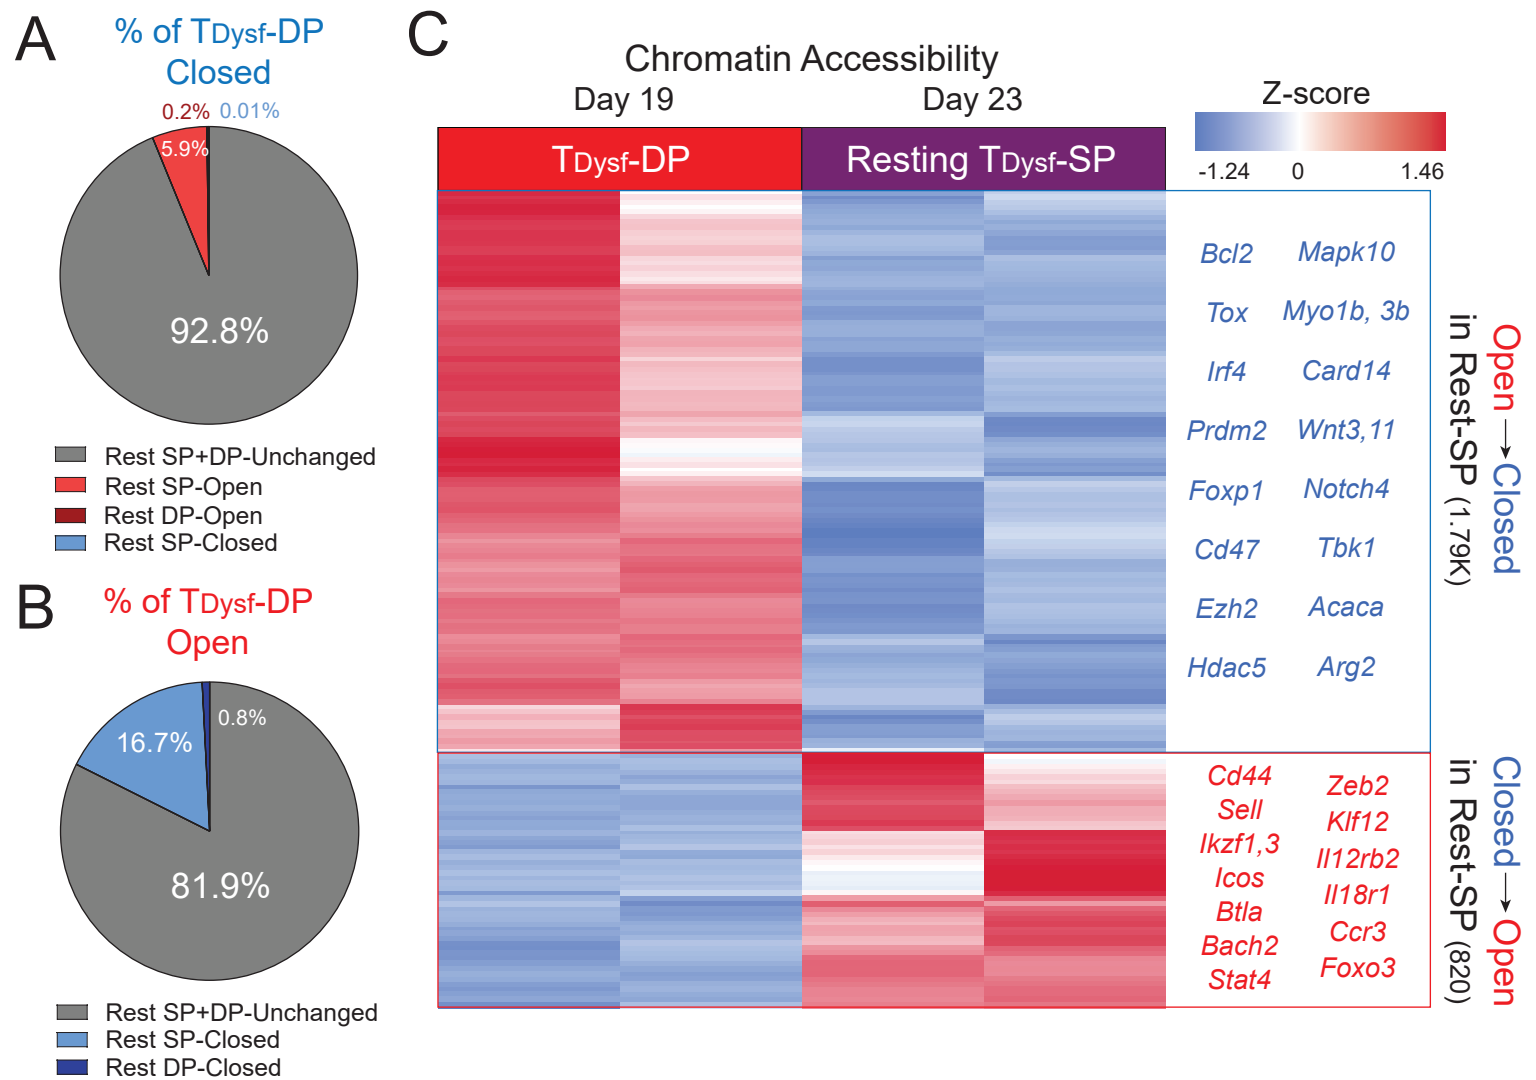

**SUPPLEMENTAL FIGURE 10**

**Supplemental Fig. 10 (A)** Pie chart showing frequency of differentially open chromatin regions (OCRs) that were Closed in T<sub>Dysf</sub>-DP cells compared to Acute-7d cells on Day 19, which remained Unchanged or became more Open or Closed in Resting T<sub>Dysf</sub> cells on Day 23, and **(B)** Open OCRs in T<sub>Dysf</sub>-DP Day 19 cells that remain Unchanged or became more Closed in Resting T<sub>Dysf</sub> cells. **(C)** Heatmap showing differentially OCRs between T<sub>Dysf</sub>-DP cells on Day 19 and Resting T<sub>Dysf</sub>-SP cells on Day 23 with example genes listed. Statistical significance for **(C)** was determined by DESeq2 analysis using Partek software.

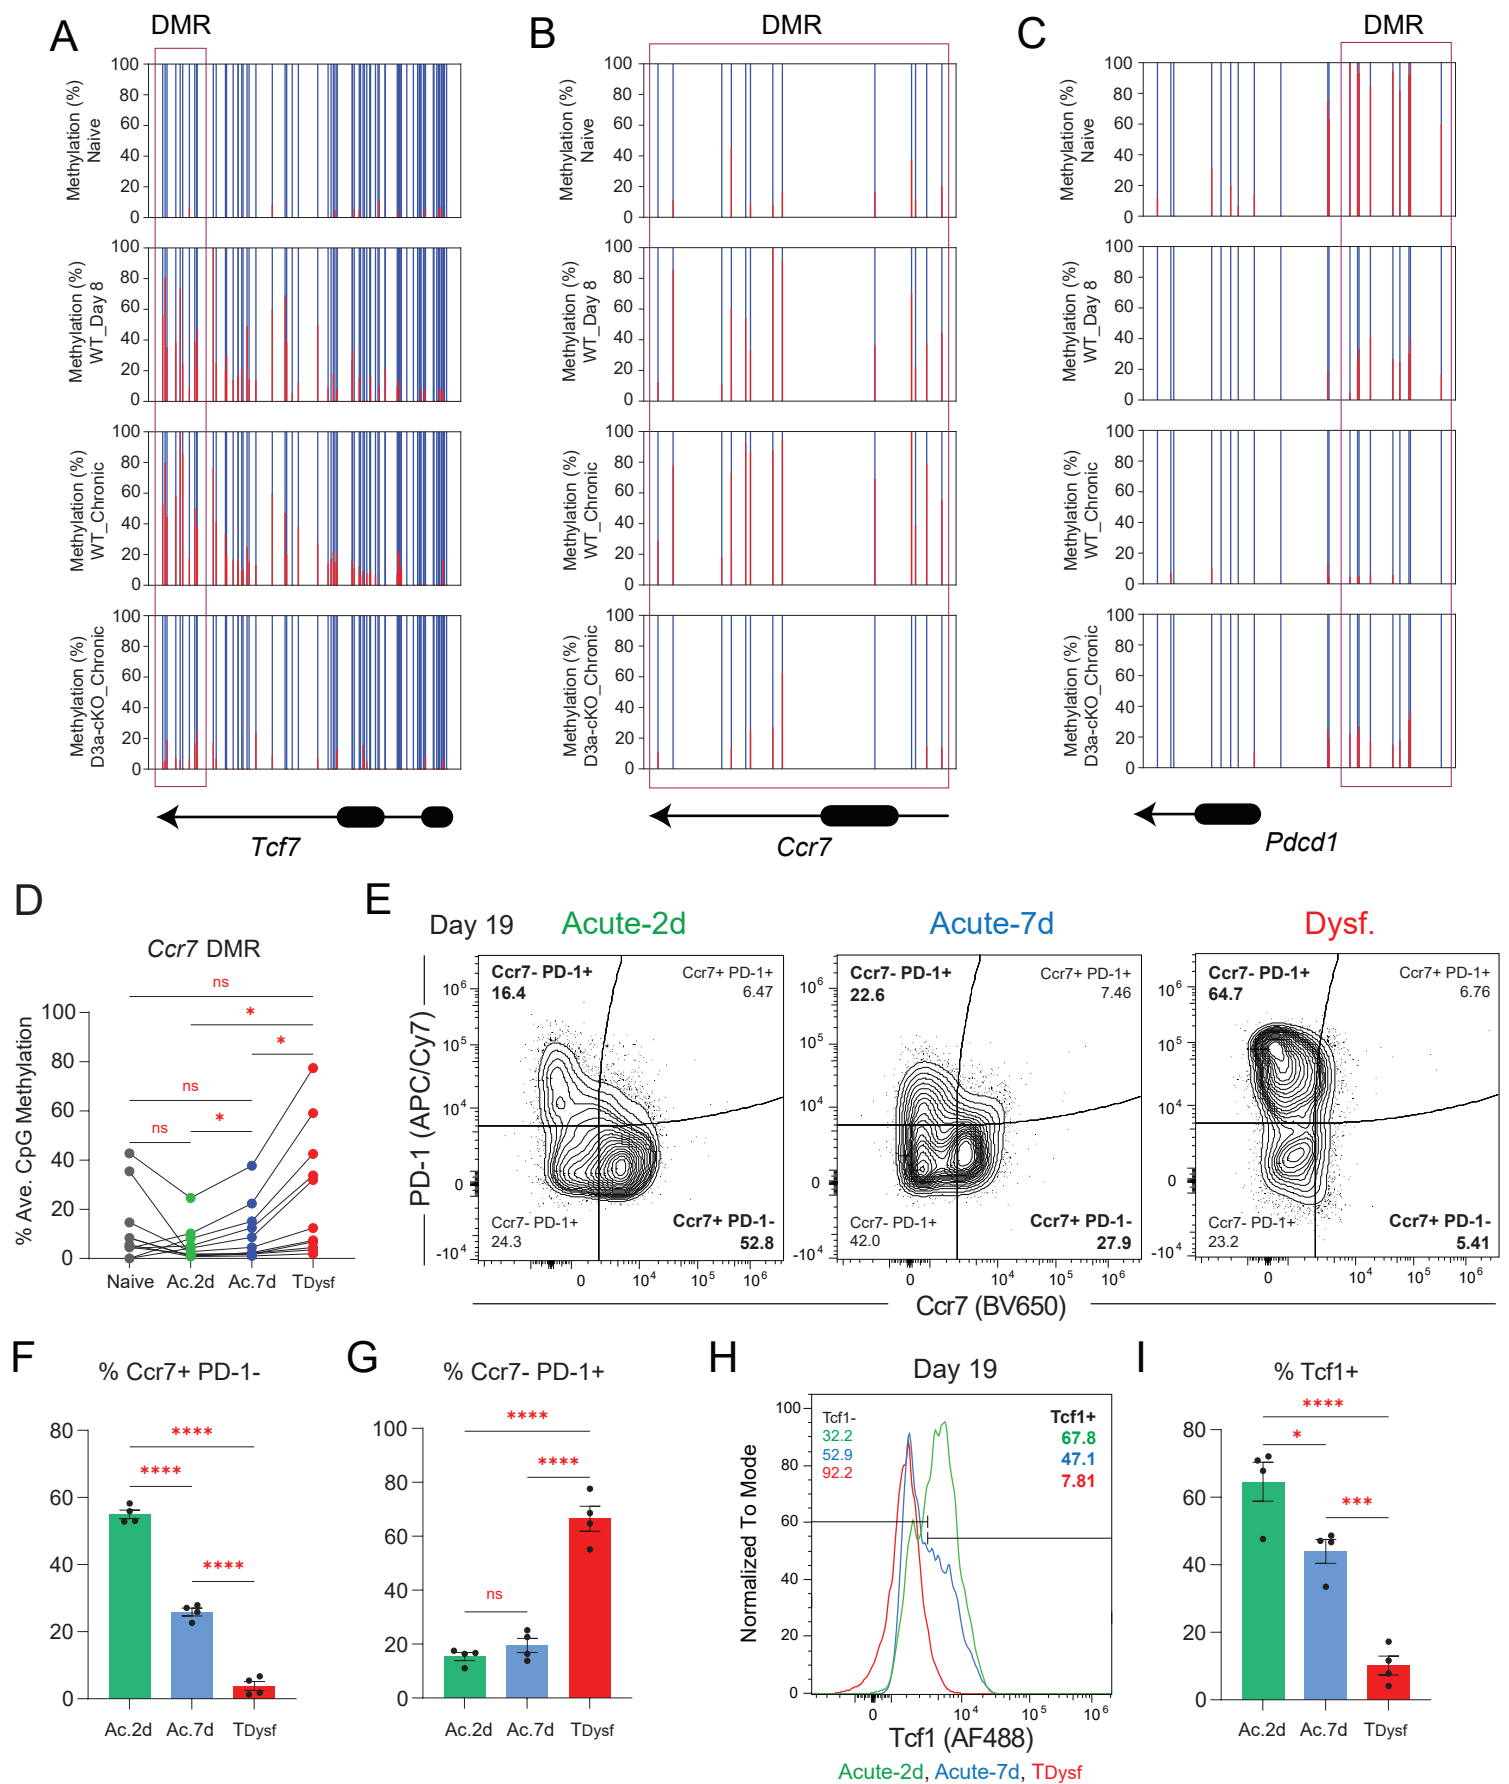

**SUPPLEMENTAL FIGURE 11**

**Supplemental Fig. 11** (A) CpG methylation plots showing differentially methylated regions (DMRs) at gene loci for *Tcf7*, (B) *Ccr7*, and (C) *Pdcd1* within LCMV-specific CD8+ T cells at effector (Day 8) and chronic (Day 35) stages of LCMV infection from wild-type (WT) or Dnmt3a-conditional knockout (D3a-cKO) mice from Ghoneim et. al (8). Vertical lines represent individual CpG sites in the loci, while the ratio of blue-to-red indicates % unmethylated *versus* methylated reads, respectively. (D) % methylation of individual CpG sites at the DMR at *Ccr7* locus within naive or *in vitro*-generated P14 cells on day 19 ("Acute-2d", "Acute-7d", or "T<sub>Dysf</sub>"). (E) Representative FACS plots showing expression of PD-1 and *Ccr7*, and (F) bar graph showing frequency of *Ccr7*+ PD-1-, or (G) *Ccr7*- PD-1+ P14 cells on day 19. (H) Representative histogram and (I) bar graph showing frequency of *Tcf1*+ P14 cells on day 19. *N*=2 biological replicates for DNA methylation sequencing, or *n*=4 biological replicates for (E-I), representative of two to three independent experiments. Comparisons in (D) were determined by repeated-measures one-way ANOVA, or (F-G, I) ordinary one-way ANOVA analysis with Tukey's multiple comparisons test. Adjusted P value \**P*<0.05, \*\**P*<0.01, \*\*\**P*<0.001, \*\*\*\**P*<0.0001. Error bars indicate mean ± SEM.

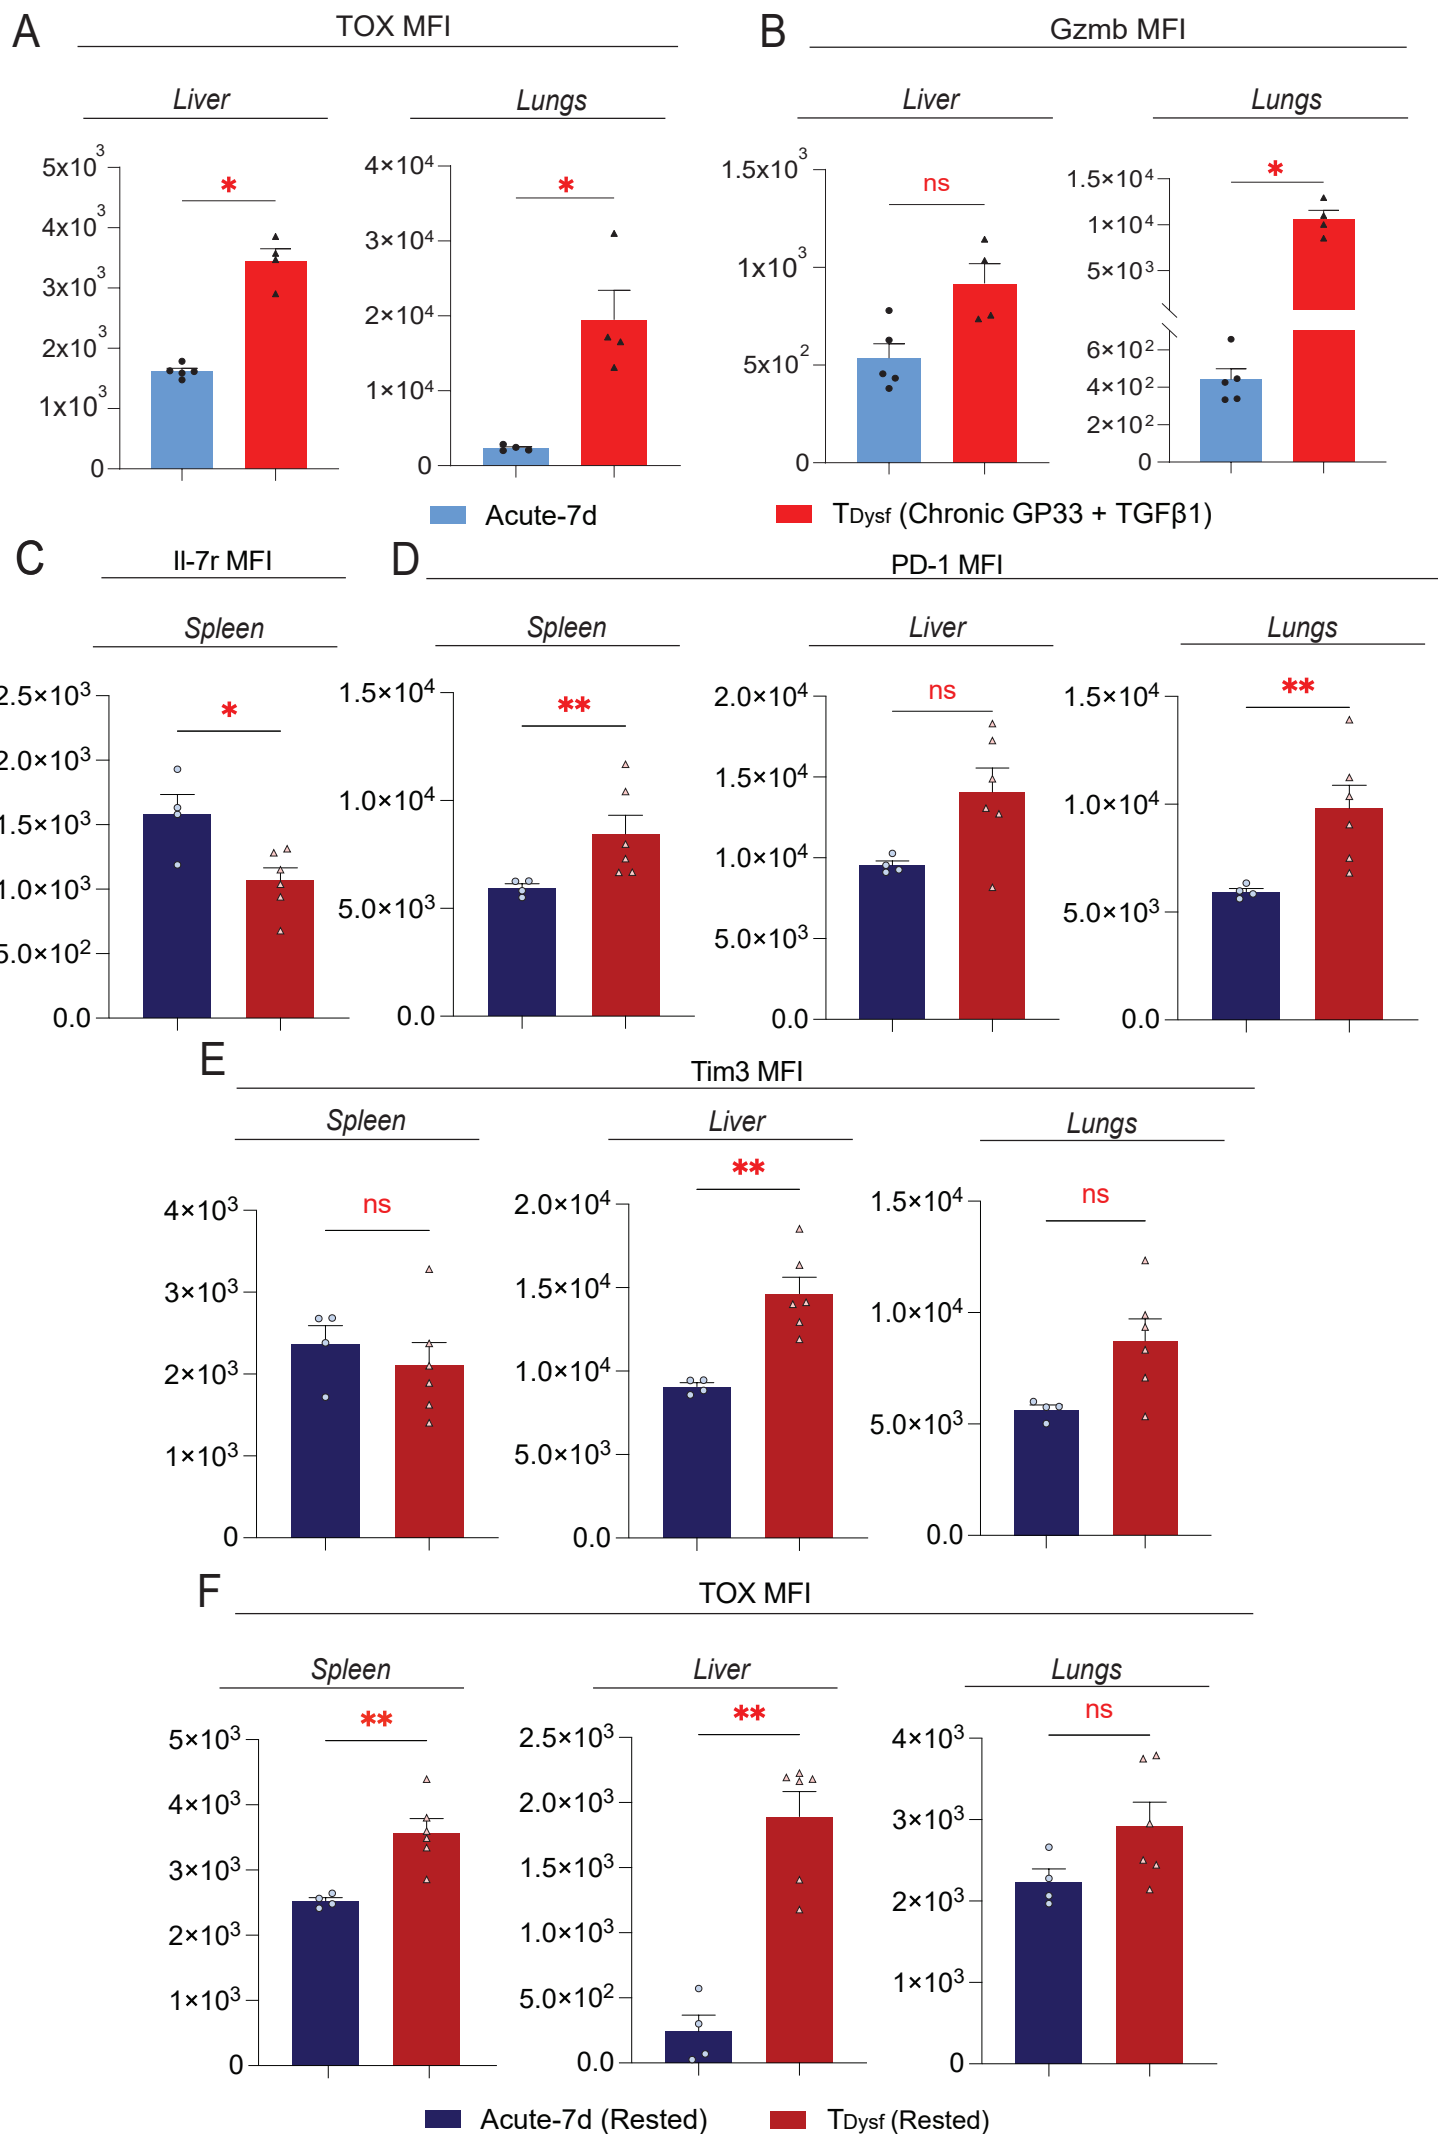

SUPPLEMENTAL FIGURE 12

**Supplemental Fig. 12** (A) Bar graph showing the expression level (gMFI) of TOX and (B) Gzmb in P14 cells isolated from the livers and lungs of LCMV Armstrong infected mice (detailed explanation of experimental design for panels A and B in Fig.7A). (C) Bar graph showing the expression level (gMFI) of Il-7r in P14 cells isolated from the spleens of LCMV Armstrong infected mice (detailed explanation of experimental design for panels C-F in Fig.7H). (D) Bar graph showing the expression level (gMFI) of PD-1; (E) Tim-3; and (F) TOX in P14 cells isolated from the spleens, livers, and lungs.  $N = 4-6$  biological replicates, representative of two to three independent experiments. Adjusted P value  $*P < 0.05$  and  $**P < 0.01$ . Comparisons were determined by the Mann-Whitney U test (unpaired, two sided). Error bars indicate mean  $\pm$  SEM.

How the deposited data were processed for this re-analysis (not part of the article)

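RNA-Seq was made from P14 CD8 T cells in 4 conditions with 2 libraries each: Effector (day 7), Acute-2d, Acute-7d and T_Dysf (each day 19). The deposited table of the P14 libraries was the only kind of data analysed. Assays without values in it (flow cytometry, ATAC-Seq, DNA methylation, puromycin incorporation) and the published profiles of TEX, memory and human TIL subsets were not analysed here. No column of the table was left out.

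The authors aligned reads with STAR to mm10, quantified them to transcripts in Partek Flow, and normalized them by the median-ratio method of DESeq2. The values are a signal: estimated gene-level read counts that the authors divided by the median-ratio size factor of each library before they deposited the table. They are called normalized counts here. The worth of 1 read was taken from the most frequent low value of each library, and the depth was the total over that worth. Between 50% and 74.8% of the values under 1000 reads were whole multiples of it, so the values were treated as a signal on a continuous scale. Count models, which need whole reads, were not fitted.

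The test was limma (version 3.58.1, in R 4.3.3; lmFit and eBayes with trend) on log2(normalized count + 1), with all 24303 genes and all 8 libraries in 1 fit, 4 group means and no covariate. There were 4 comparisons: T_Dysf against Acute-7d, Acute-2d and Effector, and Acute-7d against Acute-2d. A DEG has a fold change of at least 2 and a Benjamini-Hochberg adjusted p under 0.05 over all genes. The methods of the paper give a fold change and a P without saying if it is adjusted. All tests were two-sided.

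Fold changes against a condition whose libraries were all at or under 3 reads are given as lower bounds. The procedure was tested on simulated data of the same size, with the same dispersion for all genes and no difference by the RESUB prefix. In it 200 of 24303 genes, with a mean of at least 50, were changed by a log2 fold change of 2 or 3 in size. Of these, 168 (84%) were called in the right direction, which does not cover smaller changes or rarer genes. The procedure called 23 unchanged genes, and 22 genes between 2 unchanged groups. In the same data camera called a set of 50 genes raised together and did not call a set of 50 random genes.

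Gene sets were tested with limma's camera at an inter-gene correlation of 0.01. The S and G2/M lists came from Seurat (5.3.0) and the 16 Reactome sets from fgsea (1.28.0). Principal components and Euclidean distances used centred log2(normalized count + 1). Gene positions and types came from GENCODE vM21 and RefSeq for GRCm38.p6. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

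Genes were named by a rule set before the data were examined: each gene named in the RNA-Seq text, in Fig. 3B or in Supplemental Fig. 5C; the 5 genes with the largest change in each direction between T_Dysf and Acute-7d among DEGs with a mean of at least 50 and no overlap of libraries; and marker genes of sex, T cell identity, TGF-β targets named by the paper, CD4 T cells, NK cells, B cells, myeloid cells and erythroid cells. Lists for plasma cells and dendritic cells were added after the data were seen. *Igha*, *Jchain* and *Apol9a* were chosen after their values were seen. Results for 2 of the genes under this rule are not reported here.

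Alternatives set before the data were examined were another pseudocount (0.1 or 10), genes with a mean of at least 50, rescaling to equal 75th percentiles or totals, quantile normalization, a fit of the 2 groups compared, the replicate number as a block, a term for the RESUB libraries, other thresholds, leaving out each of the 8 replicates in turn for genes, fry and an estimated correlation for gene sets, and the 1000 most variable genes or unit variance for principal components. Alternatives added after the data were seen were genes with a maximum of at least 50 (the filter in the methods of the paper), the same with limma-voom, the table without its 3673 pseudogene entries, principal components of protein-coding genes, and leaving out each replicate in turn for gene sets. The replicate numbers were checked for pairing: over 6 pairs of conditions the correlation across genes of the replicate differences ran from -0.199 to 0.197, with 2 pairs over 0.1, and genes are not independent replicates. The numbers were therefore not taken as pairs.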

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

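All patterns below were found in the data. The tests on *Xist*, on the Y-linked genes, on a mislabelled library, on batch or sex between T_Dysf and Acute-7d, on depth and cells of T_Dysf replicate 1, and on B-cell and plasma-cell genes were chosen only after the values they use had been seen at least in part.

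The libraries split by sex-linked genes along the RESUB prefix of their names. The paper states that male and female animals were both examined, with similar findings, and that P14 donors were male or female, and it does not give the sex of each library. *Ddx3y* had 1334 normalized counts in the lowest of the 3 RESUB libraries (Effector replicate 1), and at most 2.59 in the other 5. *Xist* had 115, 53.5 and 54.5 in the RESUB libraries and 21871 to 30427 elsewhere. A mixture of male and female cells within a RESUB library is argued against, since the highest *Xist* level there was 0.526% of the lowest elsewhere. An exchange of Acute-7d replicate 1 with an Effector library is argued against too: over the 2135 genes called between Effector and Acute-2d, it lay nearer Acute-7d replicate 2 than the Effector mean in 94.1%. Donor mice of different sex would raise all the Y-linked genes in each RESUB library and lower *Xist*, and 4 of 4 Y-linked genes met this, which is consistent with male donors for those libraries. The labels do not give the sex, and no other reading of the prefix was tested.

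This split bears on the comparisons. With a RESUB term, T_Dysf is compared with Acute-7d replicate 2, which shares the prefix status of T_Dysf. Over all genes, and not only those called before, 541 were called with this term, against 168 between Acute-7d and Acute-2d with the same term. A difference of batch or sex as the whole cause of the changes between T_Dysf and Acute-7d is thus argued against. Of the 1353 genes called without the term, 397 were called with it. The other 956 were not, and 878 of these lay at a fold change of 2 in the same direction from Acute-7d replicate 2, but they were chosen with both replicates. A choice without replicate 2 took 1848 genes with a mean of at least 50. They lay at a fold change of 2 between Acute-7d replicate 1 and both T_Dysf libraries. Of these, 74.1% lay at a fold change of 2 in the same direction from replicate 2, and 4 genes in the other direction. Among those not called with the term the share was 69.5%, but replicate 2 entered that choice through the term. Both comparisons use the same T_Dysf libraries, and no share for unchanged genes was computed. These shares therefore decide nothing on batch or sex for this set. For single genes batch or sex stays open too, since replicate 2 is 1 library. Between T_Dysf and Effector, 386 genes were called with the RESUB term, 191 of them among the 2241 called without it. Although 92.8% of the 2241 kept a fold change of 2 in the same direction, they were chosen for that fold change. The term is estimated from the Acute-7d pair alone, and both Effector libraries carry the prefix. The shares of condition, batch and sex therefore cannot be told apart there. Batch or sex as the whole cause is argued against by the distances. The Acute-7d pair, which the prefix splits, lay 128 apart over all genes and 90.4 over protein-coding genes. The Acute-2d pair, without that split, lay 127 and 88.4 apart. From T_Dysf to Effector the distances were 216 ± 34.4 and 157 ± 10.6. For single genes batch or sex stays open, since the Acute-7d pair holds 1 library on each side.

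In T_Dysf replicate 1, 138 entries held at 50 reads or more by each other library lay under 3 reads, 132 of them pseudogenes and 5 protein-coding genes. The other libraries had 0 such entries each. In the reverse direction 16 entries had at least 50 reads in T_Dysf replicate 1 alone, 4 of them pseudogenes. Low depth is argued against, since this library had 1.19 times the median estimated reads of the others. A difference between the cells is argued against as well: over protein-coding genes the T_Dysf replicates lay 0.911 times as far apart as the mean of the other 3 pairs of replicates. Reads shared between paralogs and pseudogenes stay open. The 138 entries shared a median of 56.1% of their 50-base stretches with transcripts of other genes, while other expressed pseudogenes shared 68.5% and 300 random protein-coding genes 0.968%. The test set in advance asked for a larger share than in other pseudogenes, and that was not met. The 16 entries present only there shared 98.5%, and the share of values that are whole multiples of 1 read was 50% in this library against 72.0% or more in the others. An assignment of shared reads in another way in this library and its absence cannot be told apart, because the sharing of an entry does not show how its reads were assigned. No biological explanation was tested.

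The genes with the largest changes between T_Dysf and Acute-7d included 8 that the RNA-Seq text, Fig. 3B and Supplemental Fig. 5C do not name. Among the genes higher in T_Dysf, *Gja5* (chromosome 3, 96904693 to 97077416) had 3793 ± 294 normalized counts (SD, n = 2) and was at least 1189.6-fold higher than in Acute-7d. *Gm2629*, which RefSeq lists as a pseudogene, had 933 ± 259.8 and was at least 293-fold higher. *Apol9b* had 1516 ± 220.4 in T_Dysf and 3.68 in Acute-7d, and its paralog *Apol9a* had 131 in T_Dysf. *Spsb1* had 1398 ± 55.2 in T_Dysf and 2.58 in Acute-7d. Among the genes lower in T_Dysf, *St6gal1* had 488 ± 29.9 in Acute-7d and 3.88 in T_Dysf. *Mgarp* had 156 ± 15.3 in Acute-7d and was at least 59.3-fold lower in T_Dysf, where it was listed at 0. *Ak4* had 476 ± 25.0 in Acute-7d and 3.07 in T_Dysf. *Itga7* had 357 ± 25.8 in Acute-7d and was at least 136-fold lower in T_Dysf.

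With a pseudocount of 10, 8 of these 8 genes remained called, and the log2 fold change smallest in size was -4.05, for *Mgarp*. The genes were picked for the largest changes, so their calls could hardly be lost this way. No conclusion is drawn on the pseudocount. Under each of the 3 other normalizations 8 of 8 remained called too. Over genes with a mean of at least 50, the median shift in log2 fold change from these normalizations was no more than 0.1. The 8 genes were picked for the largest changes. Their calls could hardly be lost this way, so no conclusion is drawn on the authors' normalization. *Apol9b* and *St6gal1* lost the call with a pseudocount of 0.1 and in the fit of the 2 groups, *Apol9b* also with the replicate block, and *St6gal1* and *Mgarp* with the RESUB term. For *Apol9b* and *Gm2629*, reads shared with similar genes were not tested. The design gives chronic GP33 stimulation together with TGF-β1 as a biological explanation for the rest. No library received TGF-β1 without chronic GP33, or the reverse, so the contribution of each was not tested.

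*Igha* had 1120.0 ± 47.9 normalized counts in T_Dysf and 5.71 ± 3.35 in Acute-7d, a 196-fold difference, and *Jchain* had 256 ± 27.3 and 4.36 ± 3.31. The size of both changes depended on the low Acute-7d values. The log2 fold change of *Igha* ran from 6.18 with a pseudocount of 10 to 8.01 without Acute-7d replicate 2. That of *Jchain* ran from 4.23 with a pseudocount of 10 to 6.41 without Acute-7d replicate 1. Both were picked out after their values were seen. B cells or plasma cells as the whole source are argued against. The sum of 9 other B-cell and plasma-cell genes rose by a factor of 3.15, from 102 to 321 normalized counts. *Cd79b*, in that sum, rose from 34.2 to 125. *Ighm*, left out of the sum, rose from 2378 to 7075, and both were called. These rises go with B cells, but their log2 fold changes were 1.84 and 1.57, against 7.48 for *Igha*. Among the 9 genes, *Igkc*, which plasma cells express abundantly, had 28.5 and 20.5 in the T_Dysf libraries. It had 31.2 and 25.2 in the Acute-7d libraries. *Sdc1* rose to 130.4 from 3.64. Transcription of these genes in T_Dysf cells, in which TGF-β1 was present, stays open as a hypothesis and was not tested.

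*Cd74* had 2163 normalized counts in Acute-2d replicate 1, 4.15 times its level in replicate 2, and between 273 and 521 in the other 7 libraries. The MHC class II genes *H2-Aa* and *H2-Eb1* were also higher there, at 549 and 566 against 172 and 176 in replicate 2, while *H2-Ab1* differed little, at 1731 against 1557. B cells as the source are argued against, since *Cd79a*, *Cd79b* and *Ms4a1* together were 0.924 times as high in replicate 1 as in replicate 2. These 3 genes were set for the sum after its value was seen. For dendritic cells the sum of 8 genes was 0.819 times as high in replicate 1, but most of it came from *Itgax* and *Xcr1*, with 296 and 265 normalized counts there, and each other library expresses these too. A small share of dendritic cells and its absence cannot be told apart, since that level would hide it. This reading of the dendritic-cell sum was made after its value was seen. The difference is between replicates of 1 condition, so no biological explanation was tested.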

How the results depend on the processing

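The alternatives were set before the data were examined, except 5 that were chosen after seeing the data: genes with a maximum of at least 50, the same with limma-voom, the table without pseudogene entries, principal components of protein-coding genes, and leaving out each replicate in turn for gene sets. The alternatives with count models on whole reads (edgeR's quasi-likelihood test and DESeq2) were not run, since whole reads could not be recovered from the values.

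In the 3 comparisons of T_Dysf, rescaling to equal 75th percentiles or totals, quantile normalization, a pseudocount of 0.1 or 10, and each of the filters gave between 1258 and 1813 called genes against Acute-7d (1353), between 1680 and 2130 against Acute-2d (1787) and between 2106 and 2770 against Effector (2241). An unadjusted p under 0.05 gave 3184, 3517 and 4060 genes, and an adjusted p with any fold change 2238, 2882 and 3787, since both relax a threshold. The fit of the 2 groups alone gave 912 genes against Acute-7d, 1300 against Acute-2d and 465 against Effector. It has fewer residual degrees of freedom, but the same fit raised the count between Acute-7d and Acute-2d, and the cause was not tested. Over genes with a mean of at least 50, no rescaling or normalization gave a median shift in log2 fold change of more than 0.1. The largest was -0.07.

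The RESUB term gave 541 genes against Acute-7d (397 of them among the 1353), 386 against Effector (191 of them among the 2241), 1378 against Acute-2d, and 15 of the Fig. 3B genes in place of 53. By construction it leaves 1 effective Acute-7d library in the first comparison. Of the genes called without the term, 94.2% and 92.8% kept a fold change of 2 in the same direction with it, but they were chosen for that fold change with all libraries.

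With the replicate block the comparison of T_Dysf with Acute-7d gave 891 genes, that with Acute-2d 1344, that with Effector 1757, and Acute-7d with Acute-2d 29. The replicate numbers were not found to pair the libraries, and the block uses a residual degree of freedom. *Lag3*, *Cd38*, *Skil*, *Apol9b* and *Cdk2* were not called with it. Other causes were not tested.

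The 41 genes called between Acute-7d and Acute-2d became 81 with a pseudocount of 0.1, 4 with a pseudocount of 10, 8 with quantile normalization, 1 with a mean of at least 50, 1 with a maximum of at least 50 and 3 with limma-voom on those genes. Most of the 41 have low counts, where the pseudocount acts. The fit of the 2 groups gave 147 genes, the RESUB term 168 (133 higher and 35 lower in Acute-7d) and an unadjusted p 910. For the fit of the 2 groups and the RESUB term the cause was not tested. With quantile normalization 6 of the 8 were higher and 2 lower in Acute-7d.

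With 1 replicate left out at a time, fold changes were taken from group means without a test. Of the 1353 genes called between T_Dysf and Acute-7d, 1275 to 1316 kept a fold change of 2 in the same direction. The ranges were 1727 to 1746 of 1787 against Acute-2d, 1996 to 2189 of 2241 against Effector and 39 to 41 of 41 between Acute-7d and Acute-2d. Of the Fig. 3B genes, 50 to 52 of the 53 kept it. All these genes were chosen for that fold change with all libraries, so these shares were largely built in.

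The adjusted p-values of the S phase and G2/M phase lists rose with fry to 0.123 and 0.0957 against Acute-7d and to 0.0656 and 0.0957 against Effector, and with an estimated correlation to 0.333 in each case. With the estimated correlation 0 Reactome sets passed in either comparison, in place of 10 against Acute-7d and 8 against Effector, and 3 and 1 had an unadjusted p under 0.05. With fry 7 Reactome sets passed against Acute-7d. It kept glycolysis, interferon gamma signaling, interleukin-2 signaling, translation, translation elongation and respiratory electron transport, and the remaining set had not passed with camera. The direction by camera of TCR signaling against Acute-7d reversed with a mean of at least 50 (adjusted p = 0.820) and with a maximum of at least 50 (adjusted p = 0.984), and that of CD28 costimulation against Effector without pseudogene entries (adjusted p = 0.920), where its median stayed at 0.08. None of these passed a threshold, and the cause was not tested. Over its alternatives the adjusted p of TCR signaling ran from 0.641 to 0.984, and that of CD28 costimulation from 0.0875 to 0.920.

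Medians with 1 replicate left out at a time were taken from group means without a test. The median log2 fold change of the S phase list ran from 0.70 to 1.19 against Acute-7d and from -1.62 to -0.78 against Effector. That of the G2/M phase list ran from 0.87 to 2.21 and from -1.51 to -0.92. With 2 libraries per condition, leaving out 1 tends to shift a median by less than the SD between replicates, however stable it is. Of the 128 medians of Reactome sets obtained this way, 99 moved by less than that SD, 23 moved by more and 6 changed sign. Against Acute-7d this was TCR signaling, whose median ran from -0.00902 without Acute-7d replicate 1 to 0.0426. Against Effector 4 sets changed sign without Effector replicate 1, and their medians ran from -0.0223 to 0.172 for signaling by interleukins, -0.0228 to 0.165 for TCR signaling, -0.0874 to 0.110 for CD28 costimulation and -0.110 to 0.0647 for TGF-β receptor signaling. Without T_Dysf replicate 2 that of CD28 costimulation was -0.00159.

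The share of variance on the first component moved from 37.8% to 61.8% with the 1000 most variable genes, 30.7% with unit variance and 37.6% with protein-coding genes. With the 1000 most variable genes the distance relative to the mean between replicates rose from 1.49 to 2.14 for T_Dysf to Acute-7d. For T_Dysf to Effector it rose from 1.56 to 2.15. The distance between the T_Dysf replicates themselves rose from 1.27 to 1.97 on that scale. They then lay 118 apart, against 128 ± 34.9 from T_Dysf to Acute-7d. For Acute-7d to Acute-2d the relative distance went from 0.952 to 0.746. For the last it was 1.09 with protein-coding genes. The first branch of the libraries was the T_Dysf pair over all genes and over protein-coding genes, T_Dysf replicate 1 alone with the 1000 most variable genes, and the Effector pair with unit variance. With unit variance the first component set Effector apart and the second T_Dysf. The cause was not tested.

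Of 1139 other values under these alternatives, 1024 kept their direction and their side of the threshold, or without a test moved by less than the SD between replicates. Of the rest, 63 lost their call, 20 gained a call, and 23 without a test moved by more than that SD. The other 9 reversed and are given above. Depth was not tested as a limit on the calls between Acute-7d and Acute-2d.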

Differences from the paper's values

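The paper states no numeric value for a measure computed here, so only directions and calls are compared. They come from the text, from Fig. 3B and from Supplemental Fig. 5C, the figures read by eye.

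The paper lists *Smurf1* among the genes upregulated in T_Dysf cells, in the text and in Fig. 3B. Its log2 fold change against Acute-7d was -0.21 (standard error 0.13, adjusted p = 0.379) by limma's moderated test with Benjamini-Hochberg adjustment, and it stayed between -0.28 and -0.15 over the 18 alternatives tried. Against Effector, where the paper gives no direction for it, the log2 fold change was 0.48.

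Fig. 3B presents its genes as DEGs between T_Dysf and Acute-7d. Of the 75 genes read from it, 22 were not called at an adjusted p over all genes, and 16 of these were called in at least 1 other setting. An unadjusted p under 0.05 called 15 of the 22: *Tgfbr3*, *Tox*, *E2f1*, *Egr3*, *Zeb2*, *Vegfc*, *Cpt1a*, *Syk*, *Klf4*, *Id3*, *Socs3*, *Gzmm*, *Il18*, *Aldoart2* and *Tet1*. Testing only genes with a mean of at least 50 called *Tgfbr3*, *Tox*, *E2f1*, *Egr3*, *Cpt1a*, *Klf4*, *Id3*, *Socs3* and *Tet1*. The filter at a maximum of at least 50, which the methods of the paper state and which was chosen here after seeing the values, called these and *Aldoart2*, 10 in all. With limma-voom on the genes of that filter, also chosen after seeing the values, *Zeb2* was called in addition and *Klf4* and *Id3* were not. The fit of the 2 groups alone called *Egr3* and *Aldoc*. The replicate block called *Cpt1a* and *Il18*, a pseudocount of 0.1 called *Il18*, and quantile normalization called *Socs3*. The table without pseudogene entries, chosen after seeing the values, called *Il18*. No setting called *Smurf1*, *Egr2*, *Gzmc*, *Jun*, *Socs1* or *Ifit3*.

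The text also gives *S1pr4* as more highly expressed in acutely stimulated cells. Between T_Dysf and Acute-7d it had a log2 fold change of -1.21 (standard error 0.36, adjusted p = 0.115) by limma's moderated test with Benjamini-Hochberg adjustment, in the direction the paper gives. It was called with a mean of at least 50, at an unadjusted p, and, chosen after seeing the values, with a maximum of at least 50 and with limma-voom on those genes.

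The paper places IL-2, TNF and interferon gamma signaling among the pathways enriched in acutely stimulated cells, from Hallmark and Gene Ontology sets. The paper tested genes upregulated in Acute-7d. The Reactome sets tested here are other sets, tested over all genes, so a difference in direction does not contradict the paper. Interleukin-2 signaling had a median log2 fold change of 0.23 and TNF signaling of 0.17 in T_Dysf over Acute-7d, the opposite direction, with adjusted p-values of 0.00808 and 0.0780 by limma's camera with Benjamini-Hochberg adjustment. Interferon gamma signaling had -0.26, the direction the paper gives.

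Supplemental Fig. 5C places *Eomes* in a cluster that is high in both Acute conditions. *Eomes* had a mean of 1224 normalized counts in Acute-2d and 1714 in Effector.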

Other observations

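No explanation is given for the values below.

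Reactome sets outside those at the claims also moved between T_Dysf and Acute-7d, by limma's camera with Benjamini-Hochberg adjustment. Eukaryotic translation elongation, of which 119 of 165 genes were in the table, had a median log2 fold change of -0.64, with 11 of 119 genes higher in T_Dysf (adjusted p = 1.12e-12). Translation, with 180 of 233 genes in the table, had -0.41, with 53 of 180 genes higher in T_Dysf (adjusted p = 0.000406). Respiratory electron transport, with 71 of 92 genes in the table, had 0.27, with 59 of 71 genes higher in T_Dysf (adjusted p = 5.06e-08). Mitochondrial translation, with 88 of 90 genes in the table, had 0.16, with 61 of 88 genes higher in T_Dysf (adjusted p = 0.000853). Fry held the first 3 of these calls but not that of mitochondrial translation, and an estimated correlation held none of them. Against Effector the medians of respiratory electron transport and mitochondrial translation were -0.24 and -0.37.

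The summed normalized counts of the marker lists were as follows over the 8 libraries. The 7 T cell genes (*Cd3e*, *Cd3d*, *Cd3g*, *Cd8a*, *Cd8b1*, *Ptprc*, *Trac*) held 90112 to 167922. The B-cell list of 9 genes held 3251 to 8574, with *Ighm* the most abundant of them in each library. The myeloid list, with 10 of 12 genes in the table, held 2058 to 2945. The erythroid list, with 5 of 6 genes in the table, held 46.8 to 101.1. The CD4 T cell list of 3 genes held 1057 to 1636 and the NK cell list of 3 genes 249 to 1497. The plasma-cell list, with 5 of 6 genes in the table, held 45.7 to 183, and the dendritic-cell list, with 8 of 9 genes in the table, 630.2 to 3806. The 7 TGF-β genes taken from the paper, which it picked from these libraries, held 3323 to 57482. The 4 Y-linked genes held 0 to 5581, and *Xist* with *Tsix* 59.2 to 30433. In T_Dysf replicate 1 the Y-linked genes held 13.8 normalized counts, against 0 in replicate 2.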
